# Knockdown of Hyaluronan synthase 2 suppresses liver fibrosis in mice via induction of transcriptomic changes similar to 4MU treatment

**DOI:** 10.1038/s41598-024-53089-x

**Published:** 2024-02-02

**Authors:** Noreen Halimani, Mikhail Nesterchuk, Alexandra A. Tsitrina, Marat Sabirov, Irina N. Andreichenko, Nataliya O. Dashenkova, Elizaveta Petrova, Alexey M. Kulikov, Timofei S. Zatsepin, Roman A. Romanov, Arsen S. Mikaelyan, Yuri V. Kotelevtsev

**Keywords:** Cell biology, Drug discovery, Gastroenterology

## Abstract

Hepatic fibrosis remains a significant clinical challenge due to ineffective treatments. 4-methylumbelliferone (4MU), a hyaluronic acid (HA) synthesis inhibitor, has proven safe in phase one clinical trials. In this study, we aimed to ameliorate liver fibrosis by inhibiting HA synthesis. We compared two groups of mice with CCl_4_-induced fibrosis, treated with 4-methylumbelliferone (4MU) and hyaluronan synthase 2 (HAS2) targeting siRNA (siHAS2). The administration of 4MU and siHAS2 significantly reduced collagen and HA deposition, as well as biochemical markers of hepatic damage induced by repeated CCl_4_ injections. The transcriptomic analysis revealed converging pathways associated with downstream HA signalling. 4MU- and siHAS2-treated fibrotic livers shared 405 upregulated and 628 downregulated genes. These genes were associated with xenobiotic and cholesterol metabolism, mitosis, endoplasmic reticulum stress, RNA processing, and myeloid cell migration. The functional annotation of differentially expressed genes (DEGs) in siHAS2-treated mice revealed attenuation of extracellular matrix-associated pathways. In comparison, in the 4MU-treated group, DEGs were related to lipid and bile metabolism pathways and cell cycle. These findings confirm that HAS2 is an important pharmacological target for suppressing hepatic fibrosis using siRNA.

## Introduction

Hepatic fibrosis has a multifactorial aetiology and progresses rapidly towards severe and potentially life-threatening complications^1–4^. In fact, epidemiological data from phase 2b studies of simtuzumab (a humanised monoclonal antibody against LOXL2) in patients with advanced fibrosis revealed that one in every five patients develops cirrhosis within approximately 2.5 years^5^. Importantly, cirrhosis is recognised as a clinical risk factor for developing hepatocellular carcinoma^6,7^. Hepatic fibrosis is a pathological process arising from repeated liver damage; hence, current treatment options primarily aim to address the underlying cause of liver injury. However, therapies that solely target the reversal of fibrosis are limited by their side effects, rendering them unsuitable for long-term use (e.g., corticosteroids) or by a lack of proven efficacy (e.g., simtuzumab)^5,8^. Consequently, there are no treatment options that are both safe and effective, underscoring the need for expedited research into innovative therapeutic strategies.

Regardless of the underlying cause, the development of fibrosis involves inflammatory reactions. After liver injury, hepatocytes release damage-associated molecular patterns (DAMPs), which serve as danger signals that activate the innate immune system and trigger inflammation. This process is fueled by pro-inflammatory cytokines, such as interleukin-6 (IL-6), tumour necrosis factor-alpha (TNF-α), and other mediators released by tissue-resident macrophages (i.e., Kupffer cells) and infiltrating monocytes expressing high levels of Ly6C (LY6C^hi^)^9–11^. The non-resolving inflammation triggers the activation of quiescent hepatic stellate cells (qHSCs), which then transdifferentiate into α-SMA^hi^ myofibroblasts that produce copious amounts of extracellular matrix (ECM) components, starting with its major carbohydrate component, hyaluronic acid (HA) and associated proteins (e.g., fibrous collagen and elastin), adhesive proteins (e.g., laminin and fibronectin), resulting in the disruption of organ architecture and loss of function^12–15^. ECM deposition is the hallmark feature of fibrosis; thus, inhibiting the production of ECM could be a practical strategy for protection against or alleviating hepatic fibrosis.

HA is a vital component of ECM and is produced by three isoforms of hyaluronic acid synthase (HAS)^16–19^. Overproduction of HA is associated with organ fibrosis, cancer and inflammation. Multiple studies have shown that damaged tissues contain nearly 80 times more HA than healthy tissues^20,21^. The interaction of low molecular weight HA with its receptors CD44, RHAMM, and TLR causes local inflammation^22^, which has been linked to the development of chronic inflammatory disorders^23^. A study by Yang, Y. M. *et a*l. showed increased expression of HAS2 in advanced liver fibrosis caused by hepatitis B, hepatitis C, and NASH, confirmed in murine fibrosis models^24^. Furthermore, siRNA-mediated knockdown of HAS2 reduced fibrosis in CCl_4_-treated mice. Given the pivotal role of HA in the development and progression of several diseases, there are ongoing attempts to identify pharmacological interventions that can effectively inhibit HA synthesis^25–28^.

4-Methylumbelliferone (4MU; 7-hydroxy-4-methylcoumarin), sold under the trade name Hymecromone, is used to treat biliary spasms in Asia and Europe^29,30^. It is also a known inhibitor of HA synthesis. It has been suggested that 4MU inhibits HA production by depleting the cytosolic pool of the enzyme’s substrate—uridine diphosphate (UDP)-glucuronic acid^31–33^. Additionally, 4MU represses HAS2 and HAS3 mRNA expression^34,35^. In vivo, 4MU demonstrated therapeutic effects associated with the reduction of HA synthesis in liver, breast, and ovarian cancer and NASH^36–41^. To promote drug development and stimulate the repurposing of 4MU as an antifibrotic agent, it is crucial first to clarify the mechanism(s) of its action and elucidate its targets.

In our previous study, we demonstrated that 4MU inhibits HA and collagen deposition in the liver during CCl_4_-induced fibrosis^42^. Moreover, 4MU prevented the trans-differentiation of HSCs to myofibroblasts and altered the localisation pattern of myofibroblasts and macrophages. Total liver transcriptomic analysis of fibrotic mice treated with 4MU showed significant down-regulation of follistatin-like protein 1 (FSTL1), a cytokine downstream of TGF-β signal transduction. Furthermore, the analysis revealed other potential mechanisms of the antifibrotic effect of 4MU^42^. For instance, we observed a significant induction of Cyp3a11, a characteristic marker of the pregnane X receptor (PXR) activated by xenobiotics similar to 4MU. PXR activation suppresses inflammation^43^ through NF-kβ and AP-1 pathways, blunting CXCL2’s effect on macrophage chemotaxis^44^.

In this study, we compared the transcriptome signatures between mice with CCl_4_-induced fibrosis treated with 4MU and those that underwent knockdown of HAS2 using lipid nanoparticles containing small interfering RNA (siHAS2-LNP). This experimental design delineated the converging pathways regulated by HAS2 activity and 4MU treatment. We also describe several genes involved in cell adhesion and migration, which are integral processes in the progression of liver fibrosis.

## Results

### *4MU and siHAS2-LNP alleviate CCl*_*4*_*-induced liver fibrosis in mice*

The intraperitoneal administration of CCl_4_ for two weeks resulted in the dense deposition of collagen fibres around the portal triads. Treatment with both 4MU and lipid nanoparticle-encapsulated HAS2-targeting siRNA (siHAS2-LNP) significantly inhibited the deposition of collagen fibres. Interestingly, the administration of LNP-encapsulated luciferase-targeting siRNA (siLuc-LNP), which is a non-targeting control, also resulted in significantly inhibited collagen deposition, although not to the same extent as mice treated with 4MU or siHAS2 (Fig. 1a, b).

**Figure 1:**
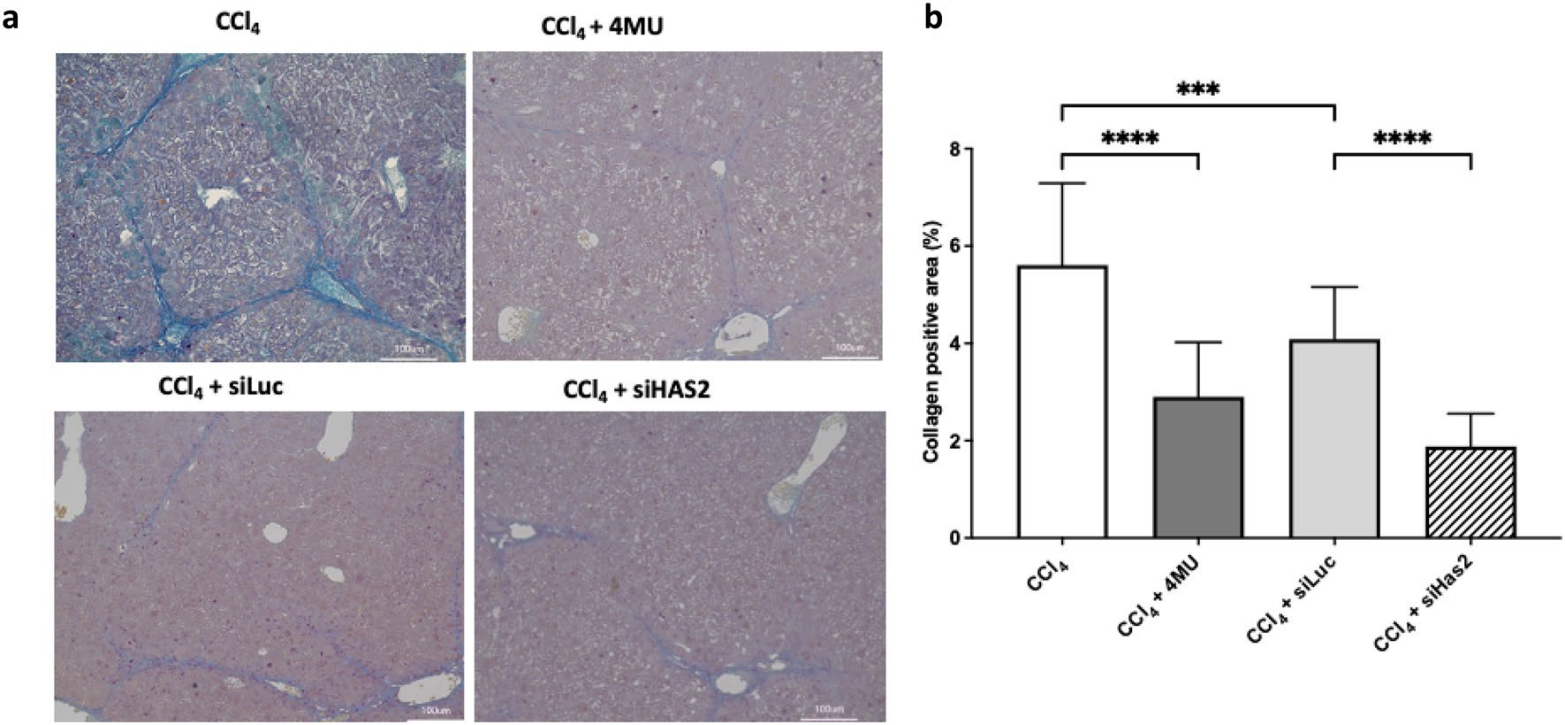
Collagen deposition in liver tissue of CCl_4_ -treated mice. (**a**) Masson’s trichrome staining of liver tissue. Scale bar: 100 µm. (**b**) Quantitative evaluation of collagen deposition. Data are presented as mean ± SD, n = 4. One-way ANOVA; **** p < 0,0001, ***p < 0,001.

The development and progression of fibrosis is primarily influenced by Kupffer cells (KCs) and hepatic stellate cells (HSCs). Early signals for HSCs activation most likely originate from tissue-resident KCs in response to tissue damage. Both cell types migrate to the injury site; thus, we investigated the colocalisation of HSCs and KCs using immunofluorescence (Fig. 2). In contrast to qHSCs, activated HSCs have been shown to upregulate the expression of Desmin and Vimentin proteins^45–47^. Using a KC-specific marker, C-Type Lectin Domain Family 4 Member F (Clec4f) and HSC marker Desmin, we observed that HSCs and KCs are in direct contact (Fig. 2a). Quantifying colocalisation of Clec4f-positive KC and Desmin-positive HSCs using Manders colocalisation coefficient (MCC) showed that only 6% of Desmin-positive HSCs were found near 15% of Clec4f-positive KCs in the non-fibrotic control. However, after inducing fibrosis, the number of both cell types in close contact significantly increased (30% of HSCs and 27% of KCs) (Fig. 2b, c). Additionally, the estimation of cell type proportion in deconvoluted bulk RNAseq data showed an increased proportion of Kupffer cells in the fibrosis model (Fig. 9b). Treatment with 4MU, siHAS2-LNP, and siLuc-LNP significantly reduced the overlap between HSCs and KCs in the scar area, reflected by a reduction in both MCC coefficients.

**Figure 2:**
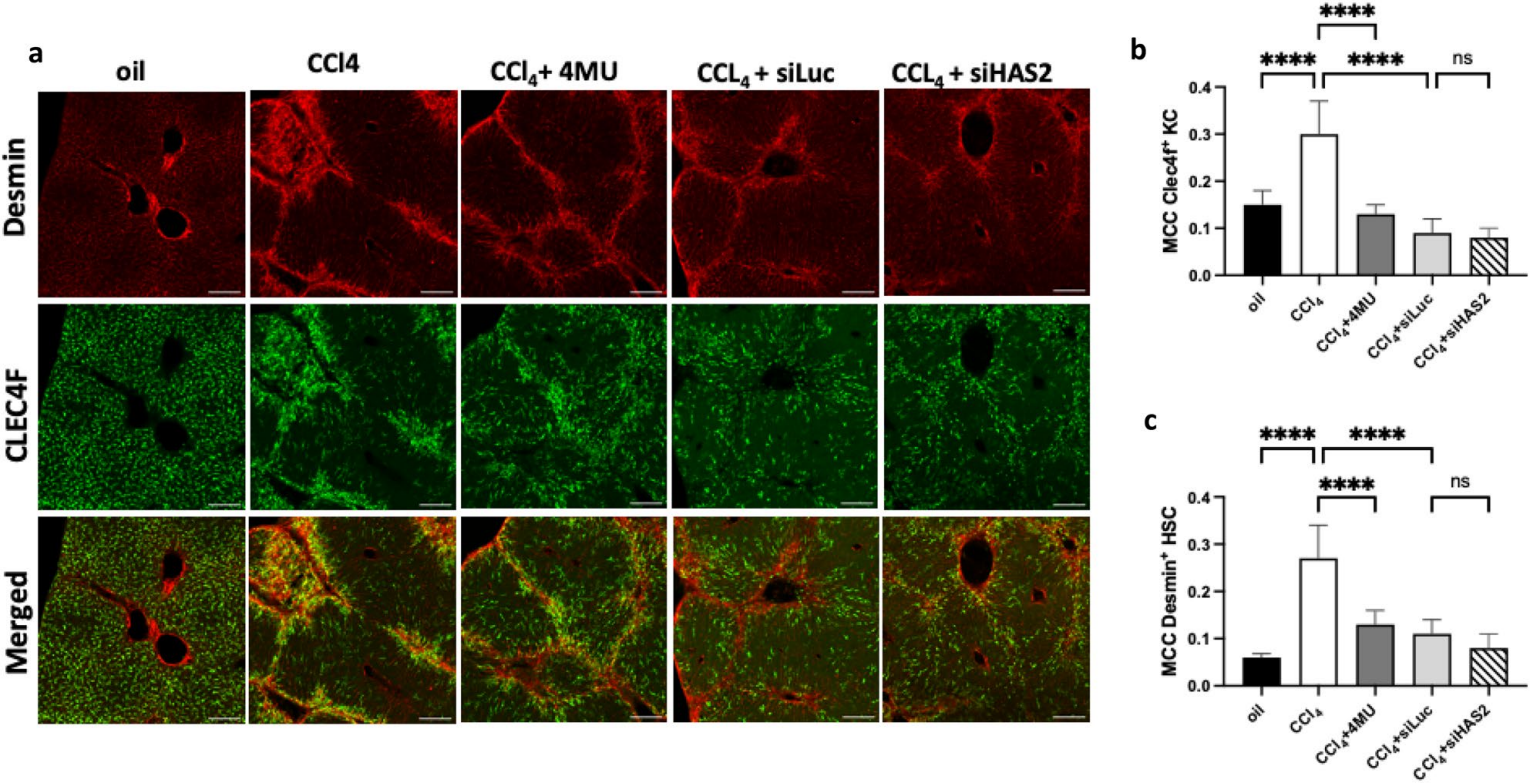
Immunofluorescent image analysis of colocalisation of HSCs and KCs in mice liver sections. (**a**) Representative images of Desmin-positive HSCs (red colour) and Clec4f.-positive KCs (green colour) in mice liver sections, scale bar- 200 µm. (**b**) and (**c**) Quantification of association using MCC. Data are presented as mean ± SD, n = 4 One-way ANOVA ***p < 0,001.

### Effect of 4MU and HAS2 knockdown on HSC activation

HAS2 is the primary isoform responsible for hyaluronic acid synthesis. It is predominantly expressed in activated hepatic stellate cells (α-SMA^+^ HSCs) in the liver^48^. In vivo, we observed a decrease in the HA deposition after administering our non-targeting siRNA control (siLuc-LNP). To elucidate whether the observed in vivo effect was due to a nonspecific response to the cationic lipid nanoparticles (LNP) used for siRNA delivery, we modelled HSCs activation in vitro using TGF-β. To accomplish this, the isolated HSCs were transfected with cationic lipid encapsulated siRNA for luciferase and HAS2 for 24 h, and then 20 ng/ml TGF-β and 4MU (0.25 mM) were added. After 72 h, cells were fixed and stained with antibodies to α-SMA, a marker of activated HSCs. Both siHAS2 and 4MU significantly reduced α-SMA expression associated with HSCs differentiation into myofibroblast. However, siLuc-LNP did not affect α-SMA expression in TGF-β activated HSCs (Fig. 3a, b). This demonstrates the target-specific effect of siHAS2 on the cellular level and underpins inflammation exacerbation (IE) as the primary phenomena responsible for the antifibrotic effect observed in siLuc-LNP treatment in vivo.

**Figure 3:**
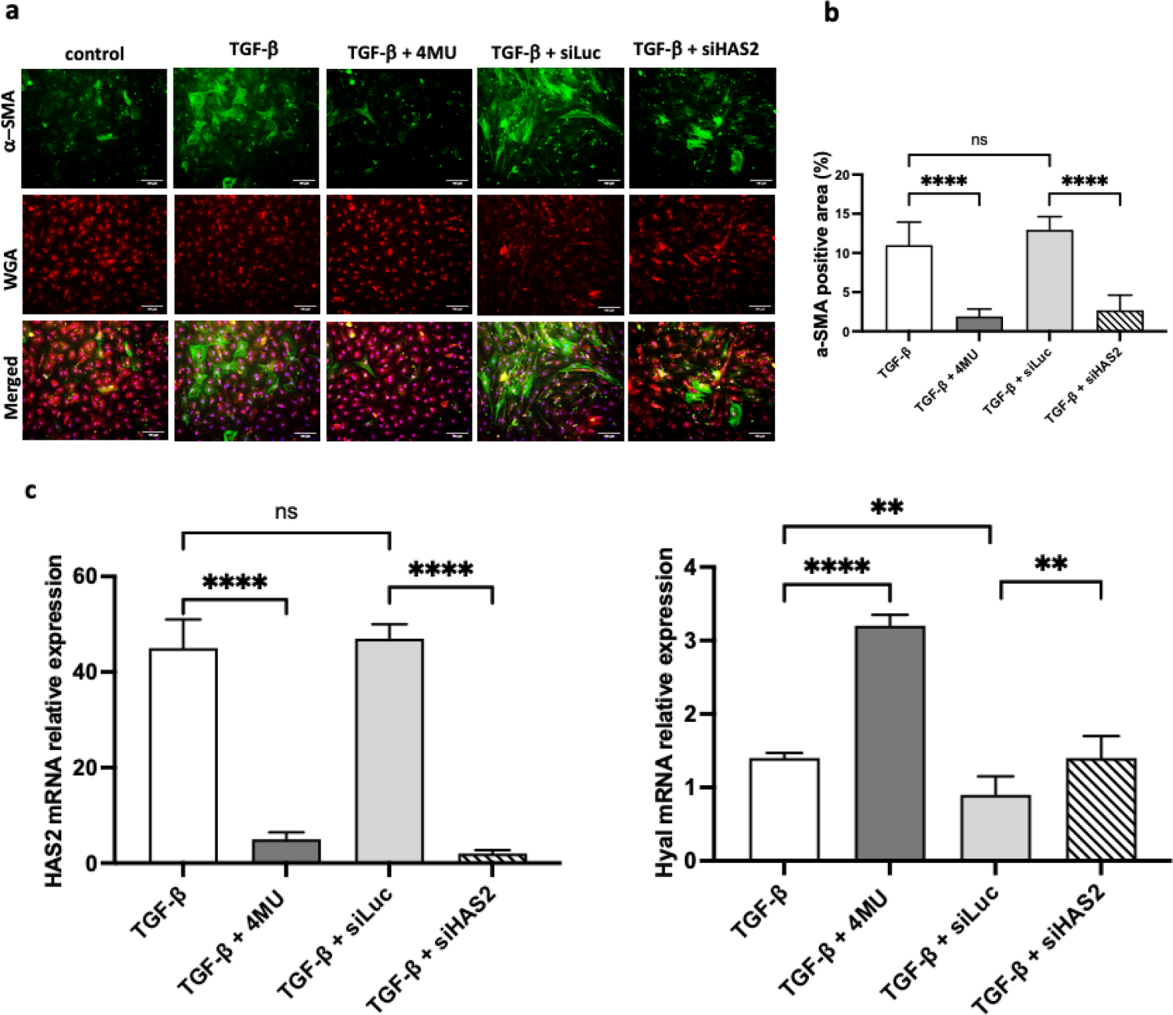
Immunofluorescent image analysis of activated HSC cells. (**a**) 4MU and siHAS2-LNP treatments inhibit TGF-b induced HSCs activation. Representative images of a-SMA positive (green colour) activated HSCs. Wheat germ agglutinin (WGA: red colour) shows the plasma membrane of cells, scale bar- 100 µm. (**b**) Quantification of a-SMA positive area in activated HSCs, n = 15 field of view per group (**c**). HAS2 and Hyal1 analysis of relative expression of mRNA in TGF-b activated HSCs. Data are presented as mean ± SD, n = 4 One-way ANOVA, ****p < 0.0001, ***—p < 0,001, **—p < 0,01, *—p < 0,05.

Next, the mRNA levels of enzymes responsible for HA production and degradation, HAS and hyaluronidase (Hyal), were quantified by qPCR. The results indicate that TGF-β-activated HSCs expressed significantly higher levels of HAS2 than non-activated HSCs (Fig. 3c). Treatment with siHAS2 and 4MU led to a significant decrease in the relative quantity of HAS2 mRNA. Interestingly, 4MU treatment induced the expression of Hyal1 in non-activated HSCs, but when activated with TGF-β, the expression levels of Hyal1 returned to control levels. In contrast, siHAS2-LNP transfection decreased Hyal1 expression in activated HSCs compared to non-transfected activated HSCs. Furthermore, the mRNA levels of HAS2 and Hyal1 in siLuc-transfected cells were comparable to non-transfected TGF-β-activated control. Taken together, these findings highlight the interplay between the expression of HA-producing and HA-degrading enzymes. The upregulation of HAS2 in TGF-β-activated HSCs contributes to the increased production of HA, while the downregulation of Hyal1 leads to its accumulation. The differential effects of 4MU and siHAS2-LNP treatments on the expression of these enzymes further emphasise the intricacies of their regulation and the need for further investigation.

Furthermore, we stained liver sections with anti-α-SMA antibody (Fig. 4a, b) and observed that siHAS2 significantly inhibits α-SMA expression in vivo, validating observations made from in vitro analysis.

**Figure 4:**
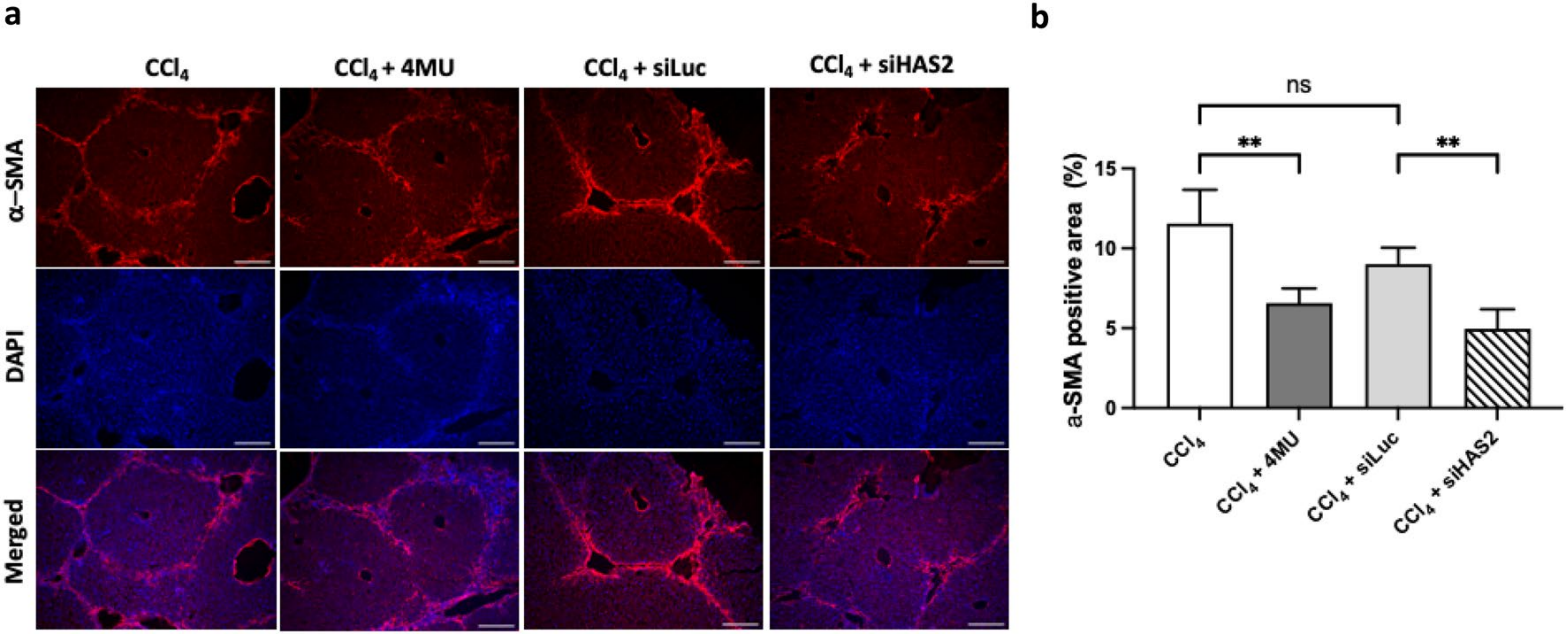
Immunofluorescent image analysis of α-SMA positive area in CCl_4_ treated mice liver sections. (**a**) Representative images of α-SMA positive (red colour) area in fibrotic mice treated with 4MU, siLuc and siHAS2. Blue colour (DAPI dye) shows the nucleus of parenchyma cells, scale bar 100um. (**b**) Quantification of α-SMA positive area in tissue. Data are presented as mean ± SD, n = 4 One-way ANOVA, **—p < 0,01, ns-non-significant.

### *siHAS2-LNP ameliorate CCl*_*4*_*-induced hepatic injury*

Liver function tests and qPCR of canonical markers of liver fibrosis were investigated among the groups (Fig. 5). An ordinary One-way ANOVA showed marked upregulation of aspartate aminotransferase (AST) and alanine aminotransferase (ALT) upon CCl_4_-mediated hepatic damage. Quantifying AST and ALT levels in the blood serum of mice administered with 4MU demonstrated that 4MU did not prevent initial hepatocyte damage induced by toxic derivatives of CCl_4_. Both siHAS2-LNP and siLuc-LNP induced a comparable reduction in serum AST and ALT levels (Fig. 5a).

**Figure 5:**
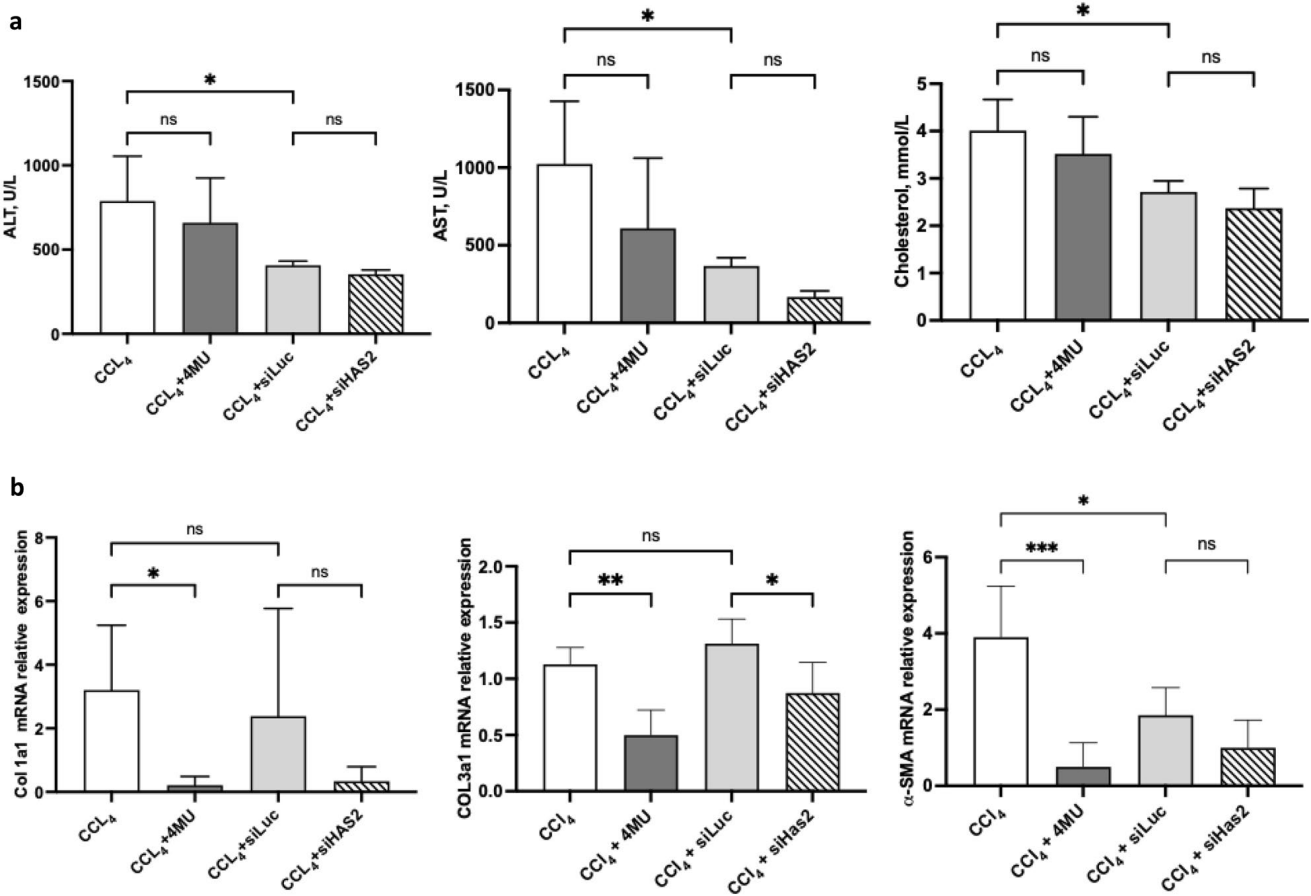
Fibrotic mice liver analysis after two weeks of CCl_4_ treatment. (**a**) Liver function tests: AST, ALT, and cholesterol in serum of mice and hepatic expression of canonical markers of fibrosis after CCl_4_ treatment. (**b**) Relative mRNA expression analysis of Col1a1, Col3a1, and α-SMA in treatment groups. Data are presented as mean ± SD, n = 4. One-way ANOVA; ***—p < 0,001, **—p < 0,01, * -p < 0,05.

It has been observed that patients with fibrosis have decreased lipid metabolism and lower serum lipids^49^. Thus, we quantified cholesterol (Fig. 5a) and triglycerides (Supplementary material Fig. S2). Cholesterol levels in the blood sera of animals treated with 4MU and siHAS2-LNP remained low, while triglyceride levels were elevated by 4MU treatment. Additionally, our transcriptome analysis revealed that the upregulated differentially expressed genes (DEGs) after 4MU administration were involved in triglyceride anabolism and cholesterol metabolism (Fig. 10b). qPCR showed a significant upregulation of α-SMA, Col1a1, and Col3a1, typical markers of HSC activation in fibrosis (Fig. 5b). However, treatment with 4MU significantly lowered Col1a1, Col3a1, and α-SMA mRNA levels.

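In CCl4 + 4MU against CCl4 mice, the camera test gave a mean log2 fold change of 0.27 (adjusted p = 0.434) over 36 genes of triglyceride biosynthesis, of which 5 were higher and 2 lower past the threshold. The mean was 0.12 (adjusted p = 0.982) over 22 genes of cholesterol biosynthesis, with 1 higher and 1 lower, and 0.15 (adjusted p = 0.228) over 422 genes of lipid and lipoprotein metabolism, with 54 higher and 28 lower. None of these 3 Reactome sets, which are not the GO terms of the paper, passed the threshold. With the 1 gene at or under 3 counts in the CCl4 mice set to its bound, the mean of triglyceride biosynthesis was 0.17. Cyp7a1, the gene of the first enzyme of bile acid synthesis from cholesterol, rose by 2.79 (standard error 0.633, adjusted p = 0.00469) on the log2 scale.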

Similarly, treatment with siHAS2-LNP downregulated the expression of both Col1a1 and α-SMA but did not alter the transcript level of Col3a1. Although siLuc-LNP did not significantly alter the expression of Col1a1 and Col3a1, we observed a marked downregulation of the α-SMA mRNA level. This effect was completely absent in the cell culture of activated HSC (Fig. 3b).

### 4MU and siHAS2-LNP treatment inhibits HA deposition

To determine the enzymatic activity of HAS2, we quantified the amount of HA produced by HAS2 (Fig. 6a, b). HSCs have been demonstrated to be the primary source of the myofibroblast pool during hepatic fibrosis. These myofibroblasts are responsible for the production and deposition of HA and other components of the ECM^48^. Figure 6 highlights that the quantity of HA is elevated after chronic exposure to CCl_4_ but is lowered upon treatment with both 4MU and siHAS2-LNP, with siHAS2-LNP exerting the most potent down-regulation. In the absence of hepatic damage, HA quantity is low. The serum HA level was elevated nearly four-fold in CCl_4_-treated mice (Fig. 6c) but was restored to control levels upon administration of 4MU.

**Figure 6:**
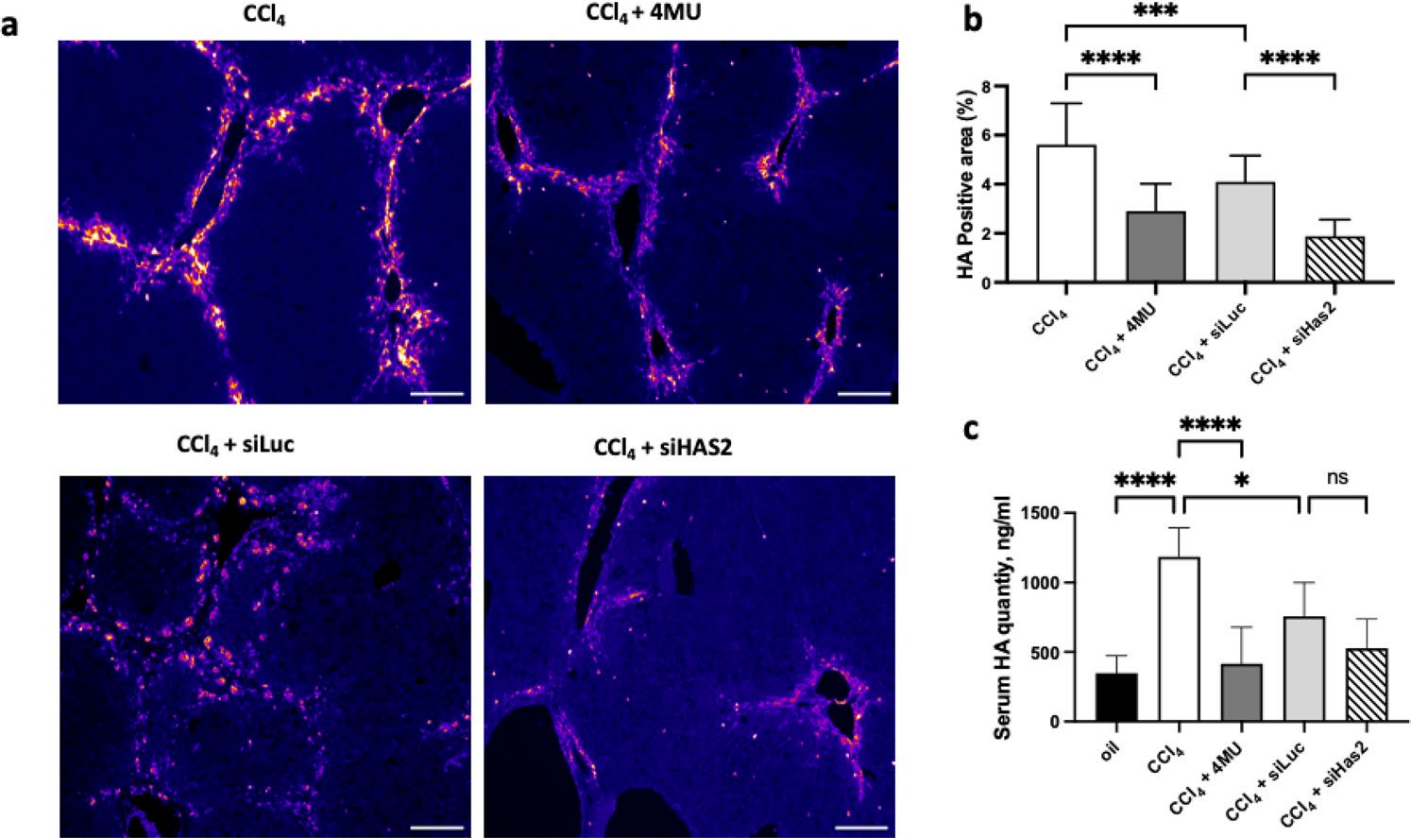
Immunofluorescent image analysis of HA deposition in liver fibrosis. (**a**) Representative images of hyaluronic acid binding protein (HABP)-stained (pink-red colour) liver sections, scale bar—100 μm. (**b**) Quantification of HA-positive area. (**c**) HA concentration in the serum of mice with CCl_4_-induced fibrosis treated with 4MU, siLuc-LNP and siHAS2-LNP. Data are presented as mean ± SD, n = 5. One-way ANOVA, ***—p < 0.001, ****—p < 0.0001.

Treatment with siHAS2-LNP or 4MU reduced HA deposition in zone 1 of liver lobules. siLuc-LNP had a similar effect but to a lesser degree than specific HAS2 knockdown with siHAS2-LNP.

### Hepatic transcriptomic signature associated with CCl_4_ induced fibrosis

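RNA from the liver of 27 mice in 8 groups was sequenced. Of the groups without fibrosis, control had 4 mice and 4MU, siLuc-LNP and siHAS2-LNP had 3 each. Of the groups given CCl4 for 2 weeks, the CCl4 group had 2 mice and CCl4 + 4MU, CCl4 + siLuc-LNP and CCl4 + siHAS2-LNP had 4 each. 4MU was given at 600 mg/kg daily, and the siRNA, packed in lipid nanoparticles (LNP), at 1 mg/kg in the first injection and 0.5 mg/kg in the later ones. The siLuc-LNP carried an siRNA against luciferase, which mice lack, and served as the control for the particle. The authors trimmed adapters with Trimmomatic, aligned the reads to GRCm39 with HISAT2 and counted paired-end reads per gene of Ensembl release 105 with featureCounts, leaving out reads that map to several places. The values used here are these raw counts for 55414 genes. Total counts ranged from 18421673 to 27356934 (median 23065352) in control, from 19584208 to 25902878 (median 20775142) in 4MU, from 18194261 to 23523015 (median 18910238) in siLuc-LNP and from 18146198 to 25015526 (median 22720940) in siHAS2-LNP mice. The 2 CCl4 mice had 18249896 and 20087676 (median 19168786) counts. Totals ranged from 22108328 to 29425937 (median 24894517.5) in CCl4 + 4MU, from 20438092 to 25641808 (median 23432481) in CCl4 + siLuc-LNP and from 7044386 to 25305105 (median 20193956) in CCl4 + siHAS2-LNP mice, where mouse 4 had the lowest total of all 27. In the 34 pairs of mice of the same group, the chi-square of the counts per degree of freedom lay between 16.9 and 471, so no mouse repeated another within sampling noise. Has2 (ENSMUSG00000022367, chromosome 15, 56528342 to 56557999, minus strand, 4 exons) was read first in every sample. It had 0 counts in 25 libraries, 2 counts in CCl4 mouse 2 (0.0754 CPM, counts scaled to the TMM-adjusted library total) and 1 count in CCl4 + siLuc-LNP mouse 4 (0.0347 CPM). A limit of 3 counts, which covers counting error only, corresponds to 0.102 CPM in CCl4 + 4MU mouse 4 and to 0.426 CPM in CCl4 + siHAS2-LNP mouse 4, the lowest and the highest limits of the 27 libraries. A change of Has2 was therefore not detectable at this depth in whole liver, with or without the siRNA. The low-count filter of the paper's methods, a mean of at least 10 counts per sample, left 14114 genes for testing. Counts were normalised by the TMM method of edgeR, all 8 groups entered a single fit, and each comparison was a contrast of groups tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes. The threshold was an adjusted p of 0.05. With changes added to simulated counts at the same depths, 149 of 200 changed genes (74.5%) were recovered for 4 mice against 2, with 5 false calls. For 4 against 4 it was 176 (88.0%), with 7 false calls. The changed genes lay well above the low-count filter and changed by 1 or 2 on the log2 scale. Both shares thus do not cover genes of low count or smaller changes. Counts of genes and changes of named genes were recomputed with other tools, filters and choices of mice and with single mice left out, gene sets with other tests and single mice left out, and the sample structure with other scalings. Leaving out 1 of the 2 CCl4 mice gives fold changes without a test. The fits with only the fibrotic groups were chosen after the data were seen.

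**Figure D1:**
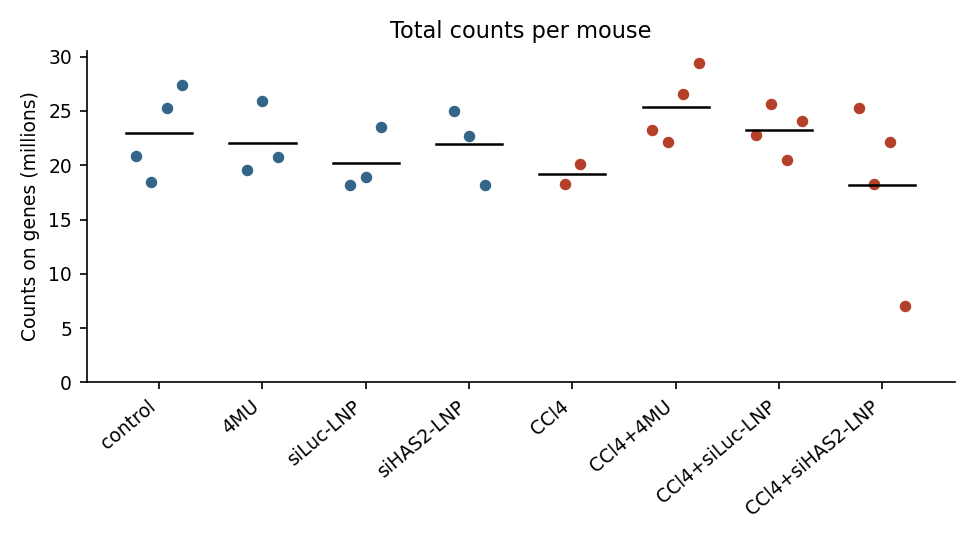
Total counts per mouse (vertical axis) by treatment group. Each point is 1 of the 27 mice, and CCl4 + siHAS2-LNP mouse 4, at 7044386 counts, lies below every other mouse.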

To ensure accuracy, we first tested all replicates from all eight experimental groups for self-consistency. We then performed hierarchical clustering (Fig. 7a) and multidimensional scaling (MDS) (Fig. 7b) using Spearman correlation between samples. Additionally, we conducted a principal component analysis (PCA), where PC1 and PC2 accounted for 12.9% and 8.6% of the variance, respectively (Fig. 7c). 

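Principal components were computed from TMM-normalised CPM scaled to unit variance per gene, over the 14114 tested genes in 27 mice. PC1 held 26.1% and PC2 14.8% of the variance. On PC1, the 14 CCl4-treated mice lay between 12.2 and 145 (median 31.0) and the 13 other mice between -77.4 and -32.0 (median -50.4), so that 14 of 14 lay above all others. A 2-sided permutation test of PC1 between both sets gave p = 1e-05, the smallest that 100000 resamples can give. The share of PC1 moved most without scaling, to 60.2% for CPM, where 4 of the 14 CCl4-treated mice lay above all others (p = 0.03, permutation test). Without the low-count filter PC1 held 15.4% of the variance.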

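Over the tested genes, Spearman's rho between samples was 0.913 to 0.991 (median 0.972) in the 91 pairs of CCl4-treated mice and 0.963 to 0.991 (median 0.981) in the 78 pairs of other mice. In the 182 pairs of 1 mouse from each set, rho was 0.882 to 0.970 (median 0.950). These correlations are across genes, which are not independent replicates. For 27 of 27 libraries, the library with the highest rho had the same CCl4 status.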

Our verification through these different methods revealed that the CCl_*4*_-treated mice were distinct from the non-CCl_*4*_-treated mice. The most extensive diversity was observed in fibrotic mice administered with siLuc-LNP.

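The spread within a group was taken as the mean of 1 - rho over its pairs of mice, without a test. It was 0.0307 ± 0.0141 (SD over pairs, 4 mice) in CCl4 + siLuc-LNP, 0.0187 in CCl4 + siHAS2-LNP and 0.0187 in CCl4 + 4MU mice. The 2 CCl4 mice differed by 0.0254. In the groups without fibrosis the spread was 0.0163 in control, 0.0180 in 4MU, 0.0249 in siLuc-LNP and 0.0111 in siHAS2-LNP mice. Without CCl4 + siLuc-LNP mouse 4, the spread of that group was 0.0224, below the 2 CCl4 mice. In siLuc-LNP it was 0.0105 without mouse 1. With no low-count filter, which moved the values most, the spread was 0.0592 in CCl4 + siLuc-LNP, 0.0629 in CCl4 + siHAS2-LNP and 0.0629 in siLuc-LNP mice.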

**Figure 7:**
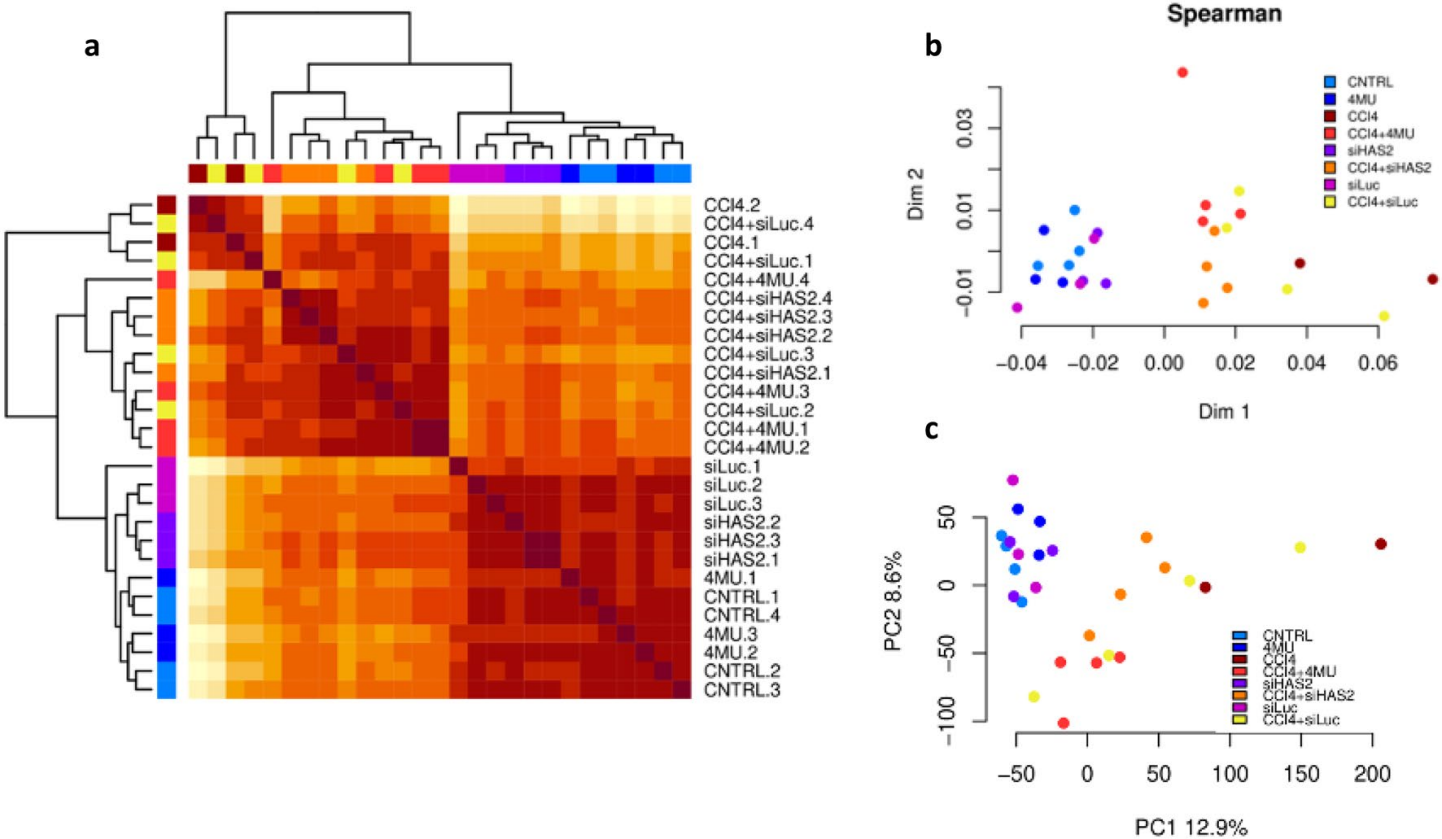
Exploratory analysis of transcriptome from the total liver of mice from eight different treatment groups, control, 4MU, siLuc-LNP, siHAS2-LNP, CCl_4,_ CCl_4_ + 4MU, CCl_4_ + siLuc-LNP and CCl_4_ + siHAS2-LNP. (**a**) Hierarchical clustering of biological replicates based on Spearman correlation of transcriptomic signatures of non-treated and CCl_4_ treated mice liver samples. The brown-to-white colour gradient indicates a high-to-low level of correlation. (**b**) Multidimensional scaling (MDS) based on Spearman correlation. (**c**) Principal Component Analysis (PCA) plot of all samples. Each point represents a sample, and colours indicate different experimental groups, as shown in the legend provided.

In order to understand the molecular mechanism responsible for hepatic damage and fibrosis caused by CCl_4_, we conducted bulk RNA-seq analysis to compare the gene expression patterns of CCl_4_-treated and non-treated mice. The results showed that there were 6689 DEGs, with 3481 upregulated and 3201 downregulated. 

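Between the 2 CCl4 mice and the 4 control mice, 4805 of the 14114 tested genes had an adjusted p under 0.05, 2537 of them higher and 2268 lower in CCl4 mice. At an unadjusted p under 0.05 there were 6191. The count moved most when an absolute log2 fold change of at least 1 was also required, to 2636 genes. With each control mouse left out in turn, between 4141 and 4464 genes passed. When all 14 CCl4-treated mice were set against all 13 other mice, edgeR gave 6561 genes, 3443 higher and 3118 lower, and DESeq2 gave 6689 genes, 3479 higher and 3210 lower. In this wider comparison 1 of 100 drawn groupings, the real one, gave as many genes.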

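Of the genes higher in CCl4 mice than in control mice, 635 rose by more than 2 on the log2 scale. With all 14 CCl4-treated mice against the 13 other mice, 448 did in edgeR and 417 in DESeq2. For cell cycle genes, Smc2 (ENSMUSG00000028312, chromosome 4, 52439214 to 52488264) had 4.80 ± 0.683 (SD, n = 4) CPM in control and 59.3 ± 29.7 (SD, n = 2) in CCl4 mice, a log2 fold change of 3.62 (standard error 0.468, adjusted p = 2.16e-06). Gtse1 (ENSMUSG00000022385, chromosome 15, 85743605 to 85760775) changed by 4.92 (standard error 0.420, adjusted p = 5.46e-09), Kifc1 (ENSMUSG00000079553, chromosome 17, 34094633 to 34109769) by 4.79 (standard error 0.497, adjusted p = 7.92e-08), Gins1 (ENSMUSG00000027454, chromosome 2, 150747320 to 150773202) by 1.86 (standard error 0.323, adjusted p = 9.98e-05) and Pign (ENSMUSG00000056536, chromosome 1, 105446146 to 105591425) by 0.75 (standard error 0.215, adjusted p = 0.00938). With 1 CCl4 mouse left out, the fold changes of Smc2, Gtse1 and Kifc1 lay between 3.02 and 4.08, 4.15 and 5.44, and 4.34 and 5.25. The remaining 4 of these 9 genes were not past the threshold, with log2 fold changes of 0.071 for Map4k3 (adjusted p = 0.743), 0.29 for Zfp532 (adjusted p = 0.458), 0.0046 for Pard6b (adjusted p = 0.990) and 0.35 for Myo9b (adjusted p = 0.0567). Here and below, adjustment over the list alone means over the 172 tested genes of all gene lists together, not within each short list. On that adjustment, 6 of the 9 passed. That count is not independent evidence, as the study chose the list on these samples. Of the genes for motility and adhesion, Lratd1 had a log2 fold change of 2.04 (standard error 0.499, adjusted p = 0.00279), Ppfia1 of 0.040 (standard error 0.184, adjusted p = 0.889) and Gldn of 3.79 (standard error 1.53, adjusted p = 0.0588), so that 1 of 3 passed (2 adjusted over the list alone). Gldn had 0 to 13 counts in control mice, 0 in 1 CCl4 mouse and 148 in the other, so its rise rests on CCl4 mouse 1. Of the inflammation genes, Akap10 had a log2 fold change of 0.38 (standard error 0.197, adjusted p = 0.138) and Tab1 of -0.033 (standard error 0.227, adjusted p = 0.926), and 0 of 2 passed (0 adjusted over the list alone). In the wider comparison of 14 with 13 mice, all 8 genes that missed the threshold passed it in both tools, with log2 fold changes between 0.19 and 0.71 for all but Gldn and with the sign of Tab1 reversed to a rise. Myo9b also passed with DESeq2 and with DESeq2's size factors, and without control mouse 1 (adjusted p = 0.00634), and Gldn with no low-count filter and with only the compared groups in the fit. Over the alternatives, the adjusted p ranged from 9.74e-06 to 0.286 for Myo9b and from 4.34e-06 to 0.770 for Gldn. The fold change of Pard6b was negative without control mouse 1 (-0.029), control mouse 4 (-0.022) or CCl4 mouse 2 (-0.23), that of Ppfia1 negative without CCl4 mouse 2 (-0.12), and that of Tab1 positive without control mouse 1 (0.043), control mouse 2 (0.0034) or CCl4 mouse 2 (0.083).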

The treatment with CCl_4_ led to a significant increase (log2 FC > 2, p adj value < 0.05) in approximately 418 genes, with the most notable increase taking place in genes that regulate DNA replication and cell cycle control (Smc2, Gins1, Map4k3, Zfp532, Pign, Gtse, Kifc1, Pard6b, Myo9b), cell motility and adhesion (Lratd1, Ppfia1, Gldn) and inflammation (Akap10, Tabl) (see Supplementary Table S1). 

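Fkbp10 (ENSMUSG00000001555, chromosome 11, 100305808 to 100315669) had 0.554 ± 0.103 (SD, n = 4) CPM in control and 5.21 ± 3.51 (SD, n = 2) in CCl4 mice. The log2 fold change was 3.24 (standard error 0.438, adjusted p = 4.3e-06), and 2.32 and 3.81 with 1 or the other CCl4 mouse left out.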

We observed the upregulation of Fkbp10, a molecular chaperone found in the ER that fuels the progression of hepatic fibrosis. Fkbp10 plays a crucial role in the post-translational modification of collagen. It ensures normal collagen secretion, stable inter-molecular crosslinking, and its deposition in the ECM^50–52^*.*

In our previous study, we observed a dramatic increase in FSTL1, a widely expressed glycoprotein secreted in response to CCl_4_ treatment. FSTL1 has been implicated in the progression of renal and hepatic fibrosis, and its transient knockdown in vivo resulted in a muted expression of Col1a1 mRNA and inhibited collagen deposition^42,53^. 

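Fstl1 (ENSMUSG00000022816, chromosome 16, 37597105 to 37656876) had 5.44 ± 1.53 (SD, n = 4) CPM in control and 39.8 ± 17.6 (SD, n = 2) in CCl4 mice, a log2 fold change of 2.87 (standard error 0.377, adjusted p = 2.86e-06). Without CCl4 mouse 2 the fold change was 2.34.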

Consistent with our previous findings, FSTL1 mRNA expression was upregulated, although not as dramatically. 

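Egr2 (ENSMUSG00000037868, chromosome 10, 67371305 to 67378018) had 1 to 3 counts in the control mice, at the limit of 3 counts, and 22 to 24 counts in the CCl4 mice. It was at least 6.81-fold higher in CCl4 mice (adjusted p = 0.00152).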

Interestingly, Egr2, a cytokine downstream of TGF-β signal transduction^54^, was also highly induced in response to CCl_4_ treatment. Overexpression of Egr2 in skin fibroblasts showed a dose-dependent induction of expression of type I collagen and α-SMA protein levels^55^. It is speculated that Egr2 fuels the progression of fibrosis by modifying macrophage localisation and HSC expansion^53^. 

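Jazf1 (ENSMUSG00000063568, chromosome 6, 52745058 to 53045731) had 0.669 ± 0.161 (SD, n = 4) CPM in control and 2.15 ± 1.53 (SD, n = 2) in CCl4 mice. Its log2 fold change was 1.69 (standard error 0.464, adjusted p = 0.00687), 2.28 without CCl4 mouse 1 and 0.69 without CCl4 mouse 2.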

We also noted an upregulation in the expression of JAZF1, known for its role as a transcriptional corepressor of the orphan nuclear receptor NR2C2. JAZF1 is implicated in the transcriptional activation of nicotinamide phosphoribosyltransferase (NAMPT) by promoting PPARα and PPARδ expression. Additionally, it regulates lipid metabolism and glucose homeostasis^56^.

CCl_4_ significantly down-regulated several genes associated with cellular response to members of the mouse urinary protein (MUP) family (Mup2, Mup9, Mup10, Mup11, Mup13, Mup17). 

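The Mup genes lie together on chromosome 4 and are close paralogs, so reads that map to several of them were not counted and the values of single members are uncertain. In control and CCl4 mice, Mup2 (ENSMUSG00000078688) had 3.46 ± 1.86 (SD, n = 4) and 0.165 ± 0.180 (SD, n = 2) CPM, a log2 fold change of -4.45 (standard error 0.934, adjusted p = 0.000741). The fold changes were -4.93 for Mup9 (adjusted p = 0.0181), -4.14 for Mup13 (adjusted p = 0.0341) and -5.03 for Mup17 (adjusted p = 0.0123). In the CCl4 mice Mup10 and Mup11 were at or under 3 counts, which made them at least 14.9-fold (adjusted p = 0.0168) and 134-fold (adjusted p = 0.00909) lower. The identifier that the paper's table names Mup11 (ENSMUSG00000078674) carries another Mup name in the annotation used here. All 6 fell, and 6 passed the threshold over all genes and adjusted over the list alone, a list that the study chose on these samples. With limma-voom only Mup2 passed, and Mup13 also missed the threshold with only the compared groups in the fit. Over the alternatives, the adjusted p ranged from 6.89e-18 to 0.423 for Mup9, 7.83e-13 to 0.328 for Mup10, 1.42e-21 to 0.481 for Mup11, 1.14e-10 to 0.576 for Mup13 and 4.64e-17 to 0.427 for Mup17. Control mouse 1 had a Mup11 value of 57.8 CPM, far above the other control mice, and the 134-fold bound of Mup11 includes this mouse. Without control mouse 1 the adjusted p was 0.0777 for Mup9, 0.0621 for Mup10, 0.165 for Mup13 and 0.0585 for Mup17.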

The expression of MUP proteins is known to be induced by androgens. MUPs are physiologically relevant, as they bind and carry small hydrophobic molecules, such as steroid hormones, lipids, and pheromones. Furthermore, MUP expression is affected by insulin resistance and has been associated with energy expenditure. MUPs were also recently reported to be some of the most down-regulated genes in response to CCl_4_ treatment of male C57BL/6N mice^57,58^. 

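For 6 genes of the CYP450 superfamily, counts in CCl4 and control mice were compared. In the CCl4 mice Cyp3a41a (ENSMUSG00000075551) and Cyp3a41b (ENSMUSG00000075552) were at or under 3 counts, against 65.1 ± 21.8 (SD, n = 4) and 30.1 ± 14.5 (SD, n = 4) CPM in control mice, which made them at least 503-fold (adjusted p = 3.07e-08) and 233-fold (adjusted p = 1.27e-06) lower. Both are paralogs whose shared reads were not counted. Cyp3a16 (ENSMUSG00000038656, chromosome 5, 145373119 to 145406533) had 234 ± 78.9 (SD, n = 4) CPM in control mice and 5 counts in each CCl4 mouse, a log2 fold change of -10.06 (standard error 0.946, adjusted p = 2.09e-08). The fold changes were -6.51 (standard error 0.830, adjusted p = 1.83e-06) for Cyp2c69, -5.93 (standard error 0.60, adjusted p = 5.5e-08) for Cyp2a5 and -5.26 (standard error 0.466, adjusted p = 8.95e-09) for Cyp2c38. All 6 passed the threshold over all genes and adjusted over the list alone, which the study chose on these samples. With limma-voom Cyp3a41b missed it, and its adjusted p ranged from 3.04e-62 to 0.0604 over the alternatives.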

Several oxidoreductases from the CYP450 superfamily (Cyp3a41a, Cyp3a41b, Cyp3a16, Cyp2c69, Cyp2a5, Cyp2c38) involved in xenobiotic and lipid metabolism were prominently downregulated. Additionally, two genes from the sulfotransferase family (Sult2a3 and Sult3a1) were markedly downregulated. 

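Sult2a3 (ENSMUSG00000074375, chromosome 7, 13801371 to 13857003) had 33.0 ± 16.3 (SD, n = 4) CPM in control and 0.581 ± 0.555 (SD, n = 2) in CCl4 mice, a log2 fold change of -5.90 (standard error 0.806, adjusted p = 4.91e-06). Sult3a1 (ENSMUSG00000069668, chromosome 10, 33726976 to 33756605) had 13.3 ± 7.54 (SD, n = 4) and 0.132 ± 0.186 (SD, n = 2) CPM, a change of -6.45 (standard error 1.08, adjusted p = 6.65e-05). With 1 CCl4 mouse left out the fold change of Sult2a3 was -7.39 or -5.05. Sult3a1 had 0 counts in CCl4 mouse 1 and 7 in mouse 2. The adjusted p of Sult3a1 ranged from 8.95e-43 to 0.155 over the alternatives and was past the threshold with all but limma-voom.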

Sulfotransferases play a role in the sulfonation of steroids and bile acids, converting them into easily excretable hydrophilic water-soluble sulfate conjugates^59^. Other transferases were also downregulated, including those involved in amino acid metabolism and transport (Glutamine synthetase: glul, Ornithine Aminotransferase 2: Oat, glutamate transporter 1: Slc1a2), fatty acid biosynthesis (ELOVL Fatty Acid Elongase 3: Elovl3), and histone acetylation (N-acetyltransferase family 8 member 7: Nat8f7).

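In CCl4 mice, Glul (ENSMUSG00000026473, chromosome 1, 153775690 to 153785469) fell by 3.73 on the log2 scale (standard error 0.293, adjusted p = 2.29e-09), from 723 ± 182 (SD, n = 4) to 54.3 ± 2.81 (SD, n = 2) CPM. Oat (ENSMUSG00000030934, chromosome 7, 132159153 to 132191517) changed by -3.71 (standard error 0.298, adjusted p = 2.7e-09), Slc1a2 (ENSMUSG00000005089, chromosome 2, 102488574 to 102621129) by -8.84 (standard error 0.517, adjusted p = 4.58e-11) and Nat8f7 (ENSMUSG00000089694, chromosome 6, 85683709 to 85690187) by -5.46 (standard error 0.950, adjusted p = 9.99e-05). The change of Nat8f7 was -4.33 without CCl4 mouse 2, and that of Slc1a2 -8.36 without CCl4 mouse 1. The mouse left in the other case had 0 counts of Nat8f7 and 2 of Slc1a2, under the limit of 3. Elovl3 (ENSMUSG00000038754) was at or under 3 counts in the CCl4 mice and at least 15.3-fold lower (adjusted p = 0.000398). All 5 passed the threshold, adjusted over all genes or adjusted over the list alone.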

The DEGs were subjected to Gene Ontology biological pathways (GO BP) enrichment analysis to determine their biological functions (Fig. 8). 

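Instead of GO terms, 23 Reactome gene sets fixed before the data were examined were tested with camera on log2 CPM, with a preset correlation between genes of 0.01. This test can call too many sets. In splits that mixed the CCl4 + siHAS2-LNP and CCl4 + siLuc-LNP mice, a median of 7.5 and up to 14 sets passed. The adjusted p values of camera, here and below, may thus be too small. Of the 154 tested genes of Biological oxidations, 70 were lower and 18 higher past the threshold in CCl4 than in control mice, with a mean log2 fold change of -0.96 (adjusted p = 2.88e-08). The mean was -1.41 (adjusted p = 4.86e-09) over 67 cytochrome P450 genes, of which 34 fell and 8 rose, -0.52 (adjusted p = 0.000121) over 34 genes of bile acid and bile salt metabolism, of which 17 fell and 2 rose, and -0.65 (adjusted p = 0.000375) over 24 genes of the complement cascade, of which 12 fell and 0 rose. With genes at or under 3 counts in a group set to their bound, the mean was -0.95 for biological oxidations, -1.40 for cytochrome P450 and -0.56 for bile acid metabolism. The 422 genes of lipid and lipoprotein metabolism had a mean of -0.15 (adjusted p = 0.154) and were not past the threshold. In all, 10 of the 23 sets passed in this comparison, all 10 also with fry and 0 with an estimated correlation, the alternative that moved the count most.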

The results showed that the downregulated DEGs were primarily associated with the homeostatic functions of hepatocytes, including lipid, steroid, xenobiotic and drug metabolism, and solute-coupled transport. On the other hand, the upregulated DEGs were enriched in pathways related to DNA replication and repair, mitosis, cell division, ECM organisation, and cell motility, which are typically associated with myofibroblasts.

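In CCl4 against control mice, 189 of 381 tested genes of the mitotic cell cycle set were higher and 16 lower past the threshold, with a mean log2 fold change of 1.31 (adjusted p = 9.34e-17) in camera. The mean was 1.03 (adjusted p = 2.15e-06) for DNA replication (42 of 99 genes higher, 7 lower), 1.13 (adjusted p = 1.19e-10) for ECM organisation (95 of 186 higher, 8 lower) and 1.44 (adjusted p = 8.05e-09) for collagen formation (27 of 46 higher, 3 lower). With genes at or under 3 counts in a group set to their bound, the mean of ECM organisation was 1.11. The paper ties such processes to myofibroblasts.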

**Figure 8:**
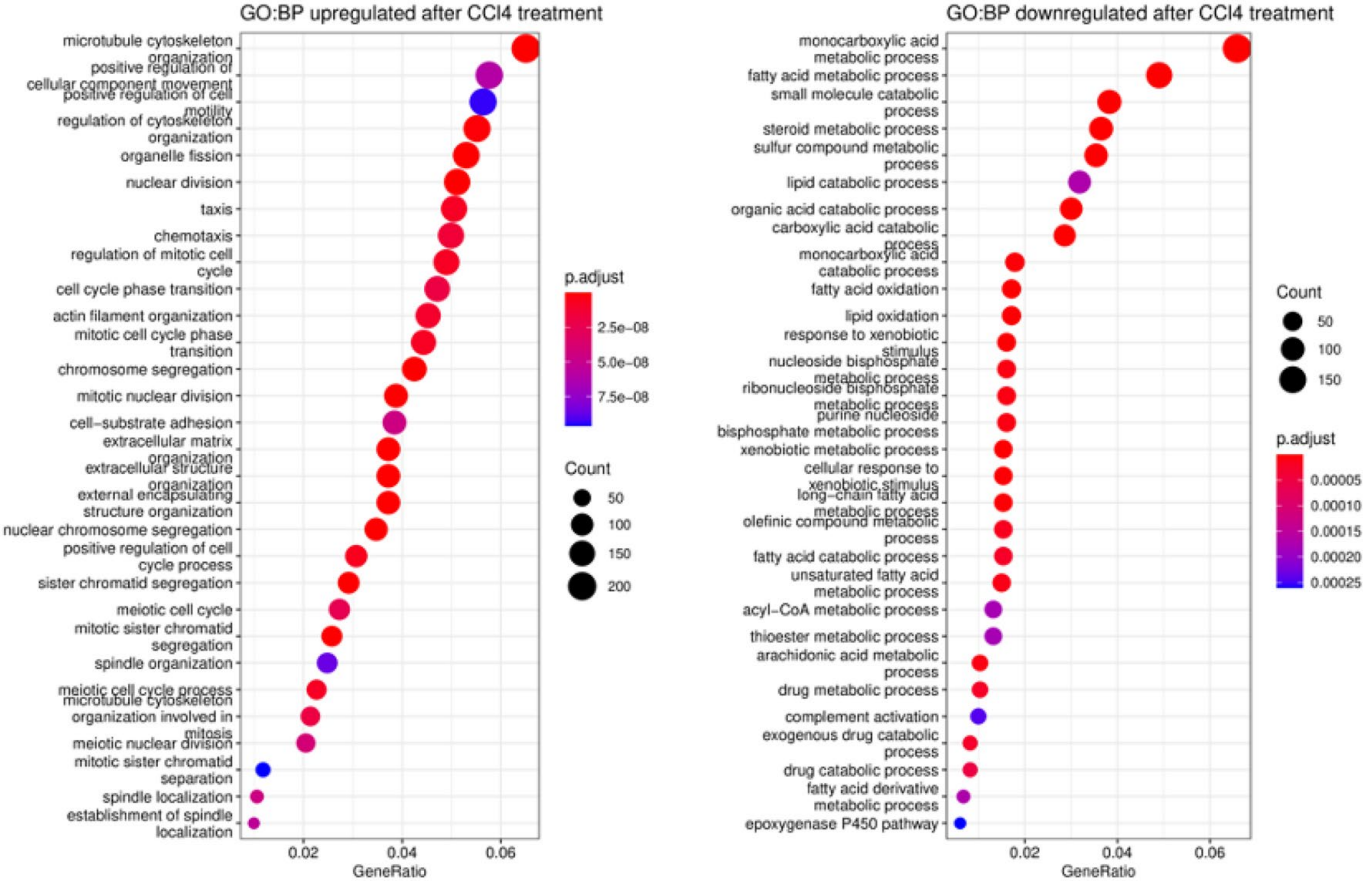
Dot plot enrichment maps of CCl_4_ upregulated and downregulated DEGs. Gene Ontology biological pathway (GO BP) associated with upregulated and downregulated DEGs. The colour of the dot is indicative of p.adj, and size represents the number of DEGs in the related pathway.

### Inferred cellular heterogeneity at fibrosis milieu from bulk RNA-seq data

To determine the proportions of different cell types present in our bulk RNA-seq data, we utilised two scRNA-seq datasets to create a reference expression profile. However, due to a lack of scRNA-seq data on CCl_4_-mediated fibrosis, we instead used two different datasets as references: one from standard diet-fed mice (Fig. 9a, Reference 1) and the other from mice with NAFLD (Fig. 9a, Reference 2). We compared the two reference datasets by plotting their cell-type similarity matrix and computing their condition number (k). Our analysis revealed that Reference 1 had a lower condition number than Reference 2, indicating more stable and reliable results. Consequently, we selected Reference 1 to estimate the cell type proportions in our bulk RNA-seq data. We conducted a deconvolution assay using the granulator R package following the methods described in^60^ (Fig. 9b). To validate the cell annotation of the reference dataset, we performed a correlation analysis of the deconvoluted proportions using the canonical expression markers of significant liver cell types. We observed consistent and cell type-specific expression patterns for Bone Marrow Stromal Cell Antigen 2 (Bst2), C-Type Lectin Domain Family 4 Member F (Clec4f), Secreted Phosphoprotein 1 (Spp1) and Transthyretin (Ttr) in cell types annotated as pDCs, Kupffer cells, cholangiocytes, and hepatocytes, respectively (Fig. 9c).

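The deconvolution was not repeated here, since no single-cell reference was used, and the markers were compared as single genes between 2 CCl4 and 4 control mice. Bst2 (ENSMUSG00000046718, chromosome 8, 71986895 to 71990114) had 253 ± 51.0 (SD, n = 4) CPM in control and 300.5 ± 31.8 (SD, n = 2) in CCl4 mice, a log2 fold change of 0.25 (standard error 0.221, adjusted p = 0.410). Clec4f (ENSMUSG00000014542, chromosome 6, 83621524 to 83633169) had 166 ± 32.4 (SD, n = 4) and 97.6 ± 22.8 (SD, n = 2) CPM, a change of -0.77 (standard error 0.337, adjusted p = 0.0802). Spp1 (ENSMUSG00000029304, chromosome 5, 104582165 to 104589235) had 46.1 ± 15.7 (SD, n = 4) and 249.5 ± 45.2 (SD, n = 2) CPM, a change of 2.44 (standard error 0.352, adjusted p = 1.04e-05), and Ttr (ENSMUSG00000061808, chromosome 18, 20797253 to 20807467) had 7696 ± 1737 (SD, n = 4) and 3439 ± 1362 (SD, n = 2) CPM, a change of -1.16 (standard error 0.321, adjusted p = 0.00705). Over the alternatives the adjusted p of Bst2 ranged from 1.4e-05 to 0.574 and passed in the comparison of 14 with 13 mice. That of Clec4f ranged from 0.000103 to 0.178 and passed there, with no low-count filter and with only the compared groups in the fit in edgeR or DESeq2. That of Ttr ranged from 0.000293 to 0.142 and missed the threshold in the comparison of 14 with 13 mice.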

**Figure 9:**
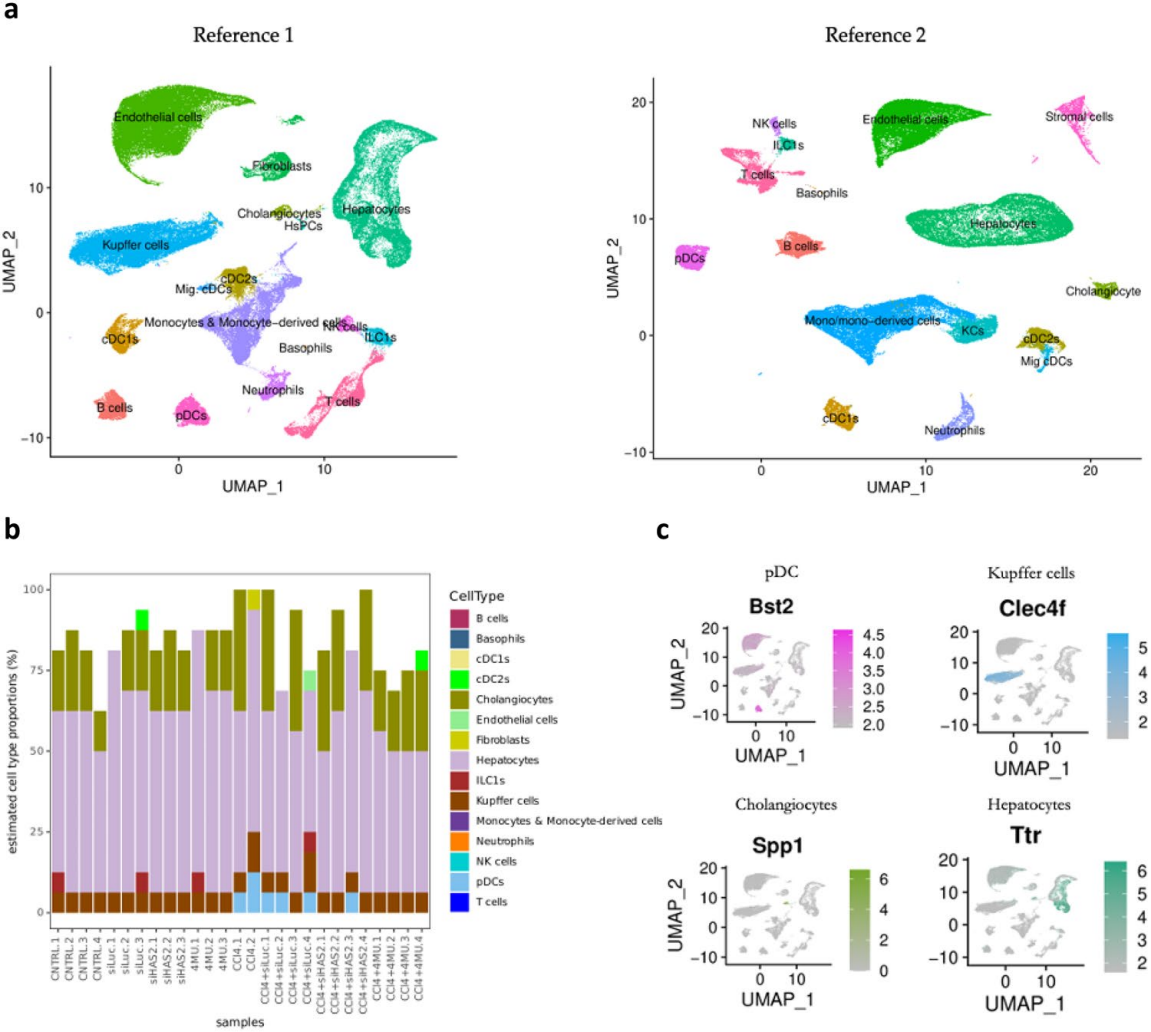
Cell composition deconvolution from total liver RNA-Seq data from all experimental groups. (**a**) Combined and integrated single-cell reference data sets extracted from liver cell Atlas database. (**b**) Predicted change of cell type proportions across different treatments. (**c)** Validation of reference cell annotation by cell type-specific marker genes for Plasmacytoid dendritic cells (pDCs), Kupffer cells, Cholangiocytes, and Hepatocytes. Normalised expression values are shown.

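Apart from Bst2, the pDC markers listed before the data were examined were Siglech, Ccr9, Klk1 and Cox6a2, and all 4 fell under the low-count filter and were not tested. Siglech (ENSMUSG00000051504) had 0 to 6 counts per library in control, 14 to 15 in CCl4, 2 to 10 in CCl4 + siLuc-LNP, 1 to 12 in CCl4 + 4MU and 0 to 8 in CCl4 + siHAS2-LNP mice. Ccr9 had 3 to 9 counts in control, 0 to 3 in CCl4, 3 to 9 in CCl4 + siLuc-LNP, 4 to 9 in CCl4 + 4MU and 1 to 9 in CCl4 + siHAS2-LNP mice. With the CCl4 mice at the limit of 3 counts, it was at least 2.21-fold lower in CCl4 than in control mice and at least 1.70-fold, 2.07-fold and 2.34-fold higher in CCl4 + siLuc-LNP, CCl4 + 4MU and CCl4 + siHAS2-LNP than in CCl4 mice, without a test. Klk1 had 0 counts in control and 3 to 4 in CCl4 mice, and Cox6a2 0 to 1 in both.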

The key observation from this computational approach is the appearance of plasmacytoid dendritic cells (pDCs) in CCl_4_ and CCl_4_-siLuc-LNP-treated mice, which are absent in non-fibrotic mice. Previous studies have shown that small fragments of HA drive the activation and maturation of dendritic cells (DCs) via the TLR4 signal transduction pathway involving NFκβ^61^. pDCs are absent in fibrotic mice treated with 4MU and siHAS2-LNP, suggesting their role in inflammation. 

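Kupffer cell markers other than Clec4f were compared between CCl4 and control mice. Timd4 (ENSMUSG00000055546, chromosome 11, 46701620 to 46735177) had a log2 fold change of -1.23 (standard error 0.335, adjusted p = 0.00642), from 13.4 ± 2.12 (SD, n = 4) to 5.69 ± 0.748 (SD, n = 2) CPM. Marco (ENSMUSG00000026390) rose by 1.83 (standard error 0.531, adjusted p = 0.00980), from 6.57 ± 2.89 (SD, n = 4) to 23.2 ± 11.7 (SD, n = 2) CPM, and missed the threshold in the comparison of all 14 CCl4-treated with the 13 other mice (adjusted p = 0.132 in edgeR and 0.158 in DESeq2). Cd5l (ENSMUSG00000015854, chromosome 3, 87265182 to 87278380) changed by -0.40 (standard error 0.319, adjusted p = 0.352) and Vsig4 (ENSMUSG00000044206, chromosome X, 95290807 to 95337044) by -0.48 (standard error 0.395, adjusted p = 0.368). Cd5l passed the threshold with a fold change of -0.61 in the comparison of 14 with 13 mice, and its adjusted p ranged from 0.00197 to 0.561 over the alternatives.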

The appearance of pDC in fibrotic mice is accompanied by an increased proportion of Kupffer cells, the hepatic resident macrophages, which also drive inflammation. Furthermore, an increased proportion of cholangiocytes was observed in all CCl_4_-administered mice compared to non-CCl_4_-administered mice, possibly explained by dysregulation of bile metabolism and the resultant accumulation of bile acid correlates with hepatic damage. 

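Of the cholangiocyte markers besides Spp1, Krt7 (ENSMUSG00000023039, chromosome 15, 101308924 to 101328194) had 0.679 ± 0.175 (SD, n = 4) CPM in control and 4.49 ± 2.08 (SD, n = 2) in CCl4 mice, a log2 fold change of 2.70 (standard error 0.528, adjusted p = 0.000358). Krt19 (ENSMUSG00000020911, chromosome 11, 100031636 to 100039491) changed by 2.28 (standard error 1.14, adjusted p = 0.126), Epcam (ENSMUSG00000045394, chromosome 17, 87943407 to 87958557) by 0.69 (standard error 0.789, adjusted p = 0.523) and Sox9 (ENSMUSG00000000567, chromosome 11, 112673009 to 112678586) by 0.95 (standard error 0.500, adjusted p = 0.146). With all 14 CCl4-treated mice against the 13 other mice, Krt19, Epcam and Sox9 passed the threshold in both tools. The adjusted p over the alternatives ranged from 1.02e-05 to 0.124 for Krt19, which also passed with no low-count filter and with only the compared groups in the fit in edgeR or DESeq2, from 0.00409 to 0.522 for Epcam and from 0.000166 to 0.163 for Sox9, which also passed with no low-count filter and without control mouse 2 (0.0309). Krt19 was 92.6 CPM and Epcam 19.6 CPM in CCl4 + 4MU mouse 4, the highest of all 27 libraries, which weighs on the comparison of 14 with 13 mice.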

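Hepatocyte markers were compared between 4 CCl4 + 4MU and 2 CCl4 mice. Alb (ENSMUSG00000029368, chromosome 5, 90608647 to 90624696) had 79240 ± 29920 (SD, n = 2) CPM in CCl4 and 139500 ± 11190 (SD, n = 4) in CCl4 + 4MU mice, a log2 fold change of 0.82 (standard error 0.261, adjusted p = 0.0317). Ttr changed by 0.96 (standard error 0.317, adjusted p = 0.0367), Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140343652 to 140355167) by 2.33 (standard error 0.451, adjusted p = 0.00168), Apoa1 (ENSMUSG00000032083, chromosome 9, 46139878 to 46142212) by -0.015 (standard error 0.347, adjusted p = 0.981) and Serpina1c (ENSMUSG00000079015, chromosome 12, 103860950 to 103871181) by 0.67 (standard error 0.382, adjusted p = 0.221). The adjusted p of Alb ranged from 0.00174 to 0.208 over the alternatives and missed the threshold with no low-count filter, only the compared groups in the fit and only the fibrotic groups in the fit, as it did with 1 mouse left out (0.0603 without CCl4 + 4MU mouse 2 and 0.0741 without mouse 4). That of Ttr ranged from 0.00159 to 0.0880, missed it with only the compared groups in the fit and only the fibrotic groups in the fit, and was 0.0671 without CCl4 + 4MU mouse 2, 0.0601 without mouse 3 and 0.0564 without mouse 4. Without 1 or the other CCl4 mouse the fold changes were 1.25 or 0.45 for Alb, 1.42 or 0.58 for Ttr and 0.58 or -0.47 for Apoa1. The sign of Apoa1 also turned positive with limma-voom (0.030) and without CCl4 + 4MU mouse 1 (0.064) or mouse 4 (0.042). These are levels of single transcripts and not proportions of cells.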

The proportion of hepatocytes in CCl_4_-4MU mice is significantly lower than in the other groups. This observation is characteristic of the cytostatic nature of 4MU, which has been demonstrated both in vitro and in vivo^42,62,63^. 4MU inhibits the proliferation of hepatocytes and other cell types in the fibrotic milieu, particularly the fibroblast. Although this inhibition could be viewed as a double-edged sword, the overall effect is beneficial as it orchestrates the fine-tuned balance between fibrosis regression and the progression of liver regeneration. Fibroblasts, sinusoidal endothelial cells, and type 2 conventional dendritic cells (cDC2) make up approximately 5% of the liver cell population, and their predicted proportions varied from group to group, likely due to the uncertainty of the prediction model. Overall, these observations indicate a distinct signature and dynamic cell–cell crosstalk during fibrosis.

### *Transcriptomic analysis underpins 4MU alleviation of CCl*_*4 -*_*induced fibrosis in mice*

The hepatotoxicity of CCl_4_ results from its metabolic activation to reactive free radicals by CYP2E1. These radicals covalently bind cellular macromolecules and induce enhanced peroxidation of unsaturated fatty acids of phospholipids, causing damage to cellular membranes and ultimately leading to apoptosis or necrosis. The DAMPs from apoptotic and or necrotic hepatocytes are detected by resident macrophages, which promote inflammation^64–67^. As a result of the inflammation, qHSCs get activated and transdifferentiate to myofibroblasts. These myofibroblasts produce ECM, predominantly collagen type I and III, accumulating to form the fibrotic scar. 4MU is a known inhibitor of HA synthesis. We observed a marked upregulation of Col1a1, Col3a1, and α-SMA mRNA levels in the CCl_4_ group (Fig. 5b), all of which were significantly reduced by 4MU treatment_._ Treatment with siHAS2-LNP also significantly downregulated the expression of Col1a1 and α-SMA but had no significant effect on Col3a1.

To investigate the protective effect of 4MU against CCl_4_-induced liver fibrosis in mice, we compared the transcriptomic signatures of mice with untreated fibrosis (CCl_4_ group) to those which received 4MU treatment (CCl_4_-4MU group). Transcriptomic analysis revealed 988 upregulated and 1264 downregulated DEGs. 

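Between 4 CCl4 + 4MU and 2 CCl4 mice, 2580 genes had an adjusted p under 0.05, 1168 higher and 1412 lower with 4MU, and 4777 had an unadjusted p under 0.05. The alternatives gave 1139, with an absolute log2 fold change of at least 1, to 3025 genes with DESeq2, and 1596 with only the fibrotic groups in the fit. Without CCl4 + 4MU mouse 4, 1647 genes passed, and 1964 to 2600 without 1 of the other mice. The largest falls among named genes whose mice did not overlap were -3.60 for Dscc1 (adjusted p = 0.00150) and -3.56 for Hells (adjusted p = 0.000783). Of the 21 genes named in the volcano plot, 20 passed, 8 higher and 12 lower (21 adjusted over the list alone, which the study chose on these samples). In mice without fibrosis, 1 gene passed the threshold between 4MU and the 4 control mice, and 966 had an unadjusted p under 0.05. The sample labels give these control mice olive oil and PBS by injection, whereas the methods name a gavage of carboxymethyl cellulose for control mice, and which vehicle this comparison rests on is not resolved. The difference between both effects of 4MU, tested as an interaction, passed in 800 genes, 384 higher and 416 lower, with a range of 237 (without 4MU mouse 2) to 960 (without CCl4 + 4MU mouse 3) when 1 mouse was left out.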

We conducted GO BP enrichment analysis on the upregulated gene set and filtered the results by fold enrichment. The top 10 biological processes were related to amino acid catabolism (tyrosine, L-phenylalanine), chylomicron remnant clearance, purine deoxyribonucleoside metabolism, cholesterol catabolism, phospholipid efflux, triglyceride anabolism, glutathione metabolism, epoxygenase P450 pathway, complement activation, bile acid metabolism, autophagy of mitochondrion, and gluconeogenesis (Fig. 10).

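Camera gave a mean log2 fold change of 0.56 (adjusted p = 0.000147) over 24 genes of the complement cascade, 0.48 (adjusted p = 0.00126) over 154 genes of biological oxidations, 0.49 (adjusted p = 0.00417) over 67 cytochrome P450 genes and 0.41 (adjusted p = 0.00417) over 34 genes of bile acid and bile salt metabolism in CCl4 + 4MU against CCl4 mice. With genes at or under 3 counts set to their bound, biological oxidations had a mean of 0.45 and the cytochrome P450 genes one of 0.44. Past the threshold, 6, 34, 19 and 8 genes of these 4 sets were higher and 0, 9, 0 and 1 lower. Glutathione conjugation had a mean of 0.33 (adjusted p = 0.158) over 26 genes, 7 higher and 3 lower, and chylomicron-mediated lipid transport 0.20 (adjusted p = 0.731) over 13 genes, 3 higher and 3 lower. Neither of these 2 Reactome sets, which are not the GO terms of the paper, passed. Of the 10 sets that passed in this comparison, 8 held with fry, all but translation and SRP-dependent targeting, and 0 with an estimated correlation.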

**Figure 10:**
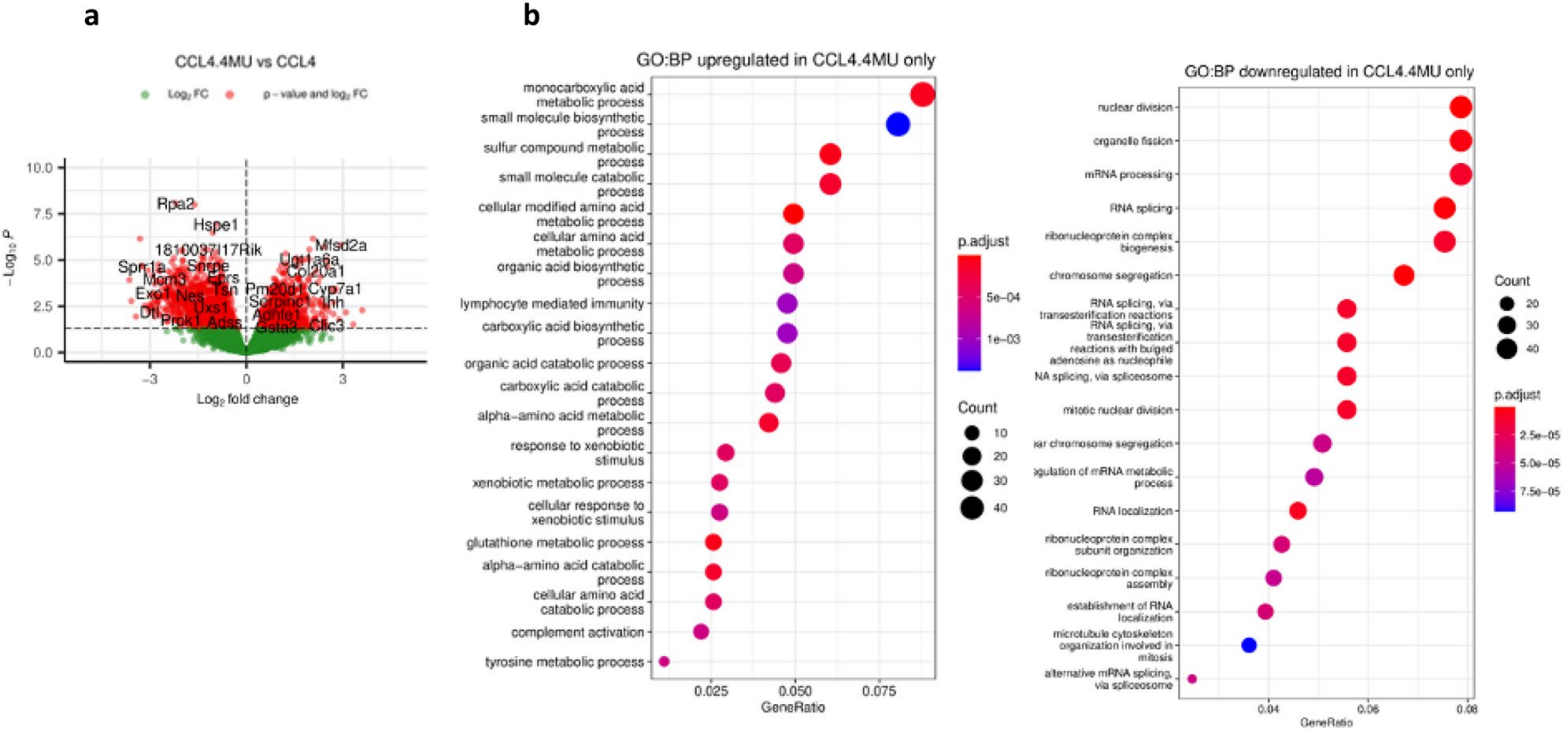
Volcano plot and Dot plot enrichment maps of DEGs from CCl_4_ vs CCl_4_ + 4MU samples. (**a**) The Volcano plot compared the DEGs between CCl_4_ and CCl_4_ + 4MU treated mice. The p-values < 0.05, and logFC ≥ 1 and logFC ≤ –`1 are in red dots; the significant DEGs satisfying both values are in red dots, and some are indicated with gene names. The genes that are upregulated in the array are on the right panel, and the downregulated ones are on the left panel of the plot. (**b**) Dot plot enrichment map showing GO BP associated with upregulated and down-regulated DEGs, respectively. The colour of the dot is indicative of p.adj, and size represents the number of DEGs in the related pathway.

The downregulated genes were mapped using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING). The resulting protein–protein interaction network (PPI) was then exported to Cytoscape to identify significant modules using the Molecular Complex Detection (MCODE) plug-in. The selection criteria were: MCODE scores ≥ 4; degree cut‑off = 2; node score cut‑off = 0.2; maxdepth = 100; and k‑score = 2. The analysis produced three modules that were identified as the most significant. 

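In CCl4 + 4MU against CCl4 mice, 184 of 381 genes of the mitotic cell cycle set were lower and 6 higher past the threshold, with a mean log2 fold change of -0.80 (adjusted p = 1.57e-22) in camera, and 47 of 99 genes of DNA replication were lower and 1 higher, with a mean of -0.89 (adjusted p = 8.49e-19). As the mean log2 CPM of the mitotic set relative to the mean of all 27 libraries, the score was 0.644 and 1.09 in the 2 CCl4 mice and 0.0776, 0.0601, 0.352 and -0.194 in the 4 CCl4 + 4MU mice. It was 0.433, 0.194, 0.273 and 0.796 in the CCl4 + siLuc-LNP mice, and between -0.443 and -0.333 in control mice. Against CCl4 mouse 1 alone the mean log2 fold change of the set was -0.57, and against CCl4 mouse 2 alone -1.02.

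**Figure D2:**
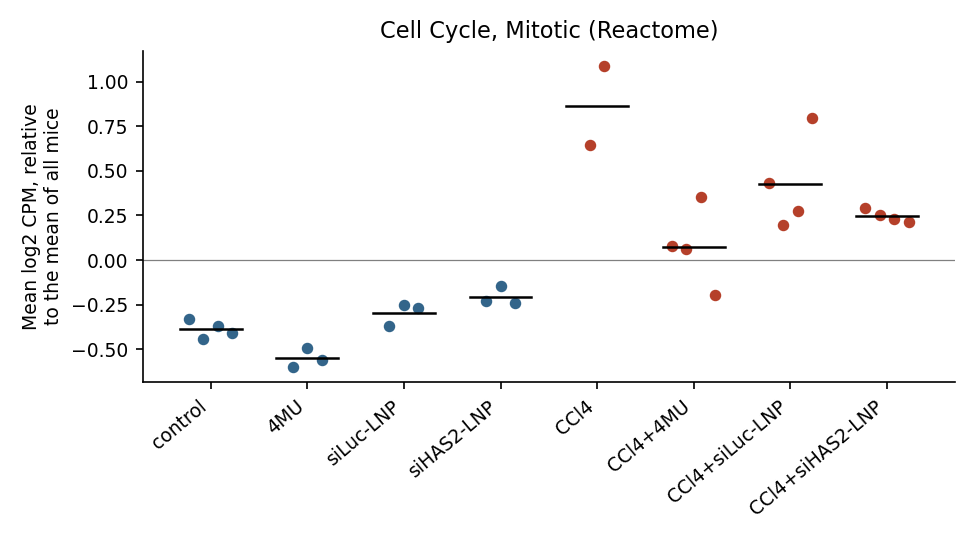
Mean log2 CPM of the 381 tested genes of the mitotic cell cycle set per mouse (vertical axis, relative to the mean of all 27 libraries) by treatment group. The 2 CCl4 mice, at 0.644 and 1.09, lie above the 4 CCl4 + 4MU mice, which reach 0.352.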

Functional annotation and enrichment analysis of the most significant module, which had 36 nodes, 541 edges, and an MCODE score of 36, revealed that the biological process primarily affected was the cell cycle, particularly the processes of G2/M transition, chromosome segregation, chromatid separation, mitotic cytokinesis spindle assembly and localisation. These findings provide further evidence of the cytostatic effect of 4MU, which has been well-documented in several studies^42,62,63^.

The second most significant module was associated with RNA processing machinery, including messenger ribonucleoprotein complex assembly, alternative splicing via spliceosome, localisation, 3’ UTR-mediated mRNA stabilisation and ribosome biogenesis. 

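Of 115 tested genes of mRNA splicing, 36 were lower and 1 higher past the threshold in CCl4 + 4MU than in CCl4 mice. The mean log2 fold change of the set was -0.27 (adjusted p = 9.82e-06) in camera.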

The genes in module 3 were enriched in translation, formation of cytoplasmic translation initiation complex and regulation of protein metabolism. 

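For translation, 28 of 148 genes were lower and 3 higher past the threshold in CCl4 + 4MU than in CCl4 mice, with a mean log2 fold change of -0.15 (adjusted p = 0.0100) in camera. With fry the adjusted p of the set was 0.319, and the set no longer passed.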

4MU inhibited the formation of transcriptionally inert chromatin by downregulating genes that promote the formation of repressive chromatin structures (Smchd1, Ezh2, Hat1, Rif1, Hells). Moreover, 4MU downregulated the expression of genes associated with transcription-inhibitory histone ubiquitination (RNF168, Bard1, Rad51, Pcgf5, Brca2, Brca1). 

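All 5 genes fell in CCl4 + 4MU against CCl4 mice. Hells (ENSMUSG00000025001, chromosome 19, 38919359 to 38960047) had 48.6 ± 28.0 (SD, n = 2) CPM in CCl4 and 4.11 ± 2.35 (SD, n = 4) in CCl4 + 4MU mice, a log2 fold change of -3.56 (standard error 0.606, adjusted p = 0.000783). The changes were -2.15 (standard error 0.327, adjusted p = 0.000631) for Hat1, -1.48 (standard error 0.254, adjusted p = 0.000826) for Ezh2, -1.39 (standard error 0.338, adjusted p = 0.00733) for Rif1 and -0.96 (standard error 0.225, adjusted p = 0.00563) for Smchd1. Past the threshold were 5 of 5, over all genes and adjusted over the list alone, which the study chose on these samples. In CCl4 + siLuc-LNP against CCl4 mice 0 of the 5 passed, with 2 adjusted over the list alone. Few genes passed in that comparison at all, 35 with all mice but 1062 without CCl4 + siLuc-LNP mouse 4. Counts of 0 with siLuc-LNP, here and below, thus do not show that the genes were unchanged.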

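Bard1 (ENSMUSG00000026196, chromosome 1, 71066657 to 71142305) had 6.37 ± 3.57 (SD, n = 2) CPM in CCl4 and 0.889 ± 0.532 (SD, n = 4) in CCl4 + 4MU mice, a log2 fold change of -2.82 (standard error 0.508, adjusted p = 0.00109). The changes were -2.11 (standard error 0.401, adjusted p = 0.00147) for Brca1, -1.15 (standard error 0.267, adjusted p = 0.00538) for Rnf168, -1.05 (standard error 0.333, adjusted p = 0.0305) for Brca2 and -0.60 (standard error 0.175, adjusted p = 0.0196) for Pcgf5, so that 5 of these 5 passed (5 adjusted over the list alone, chosen by the study on these samples). The adjusted p of Brca2 ranged from 0.00321 to 0.0651 over the alternatives, missed the threshold with only the fibrotic groups in the fit, and was 0.0530 without CCl4 + 4MU mouse 2 and 0.0825 without mouse 4. That of Pcgf5 ranged from 0.00743 to 0.0664, missed it with no low-count filter and only the fibrotic groups in the fit, and was 0.0533 without CCl4 + 4MU mouse 4. In CCl4 + siLuc-LNP against CCl4 mice 0 of the 5 passed, with 2 adjusted over the list alone.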

Although 4MU induced the formation of chromatin structures that favour transcription, it also induced global repression of gene expression by inhibiting mRNA export from the nucleus, splicing via spliceosome, spliceosomal complex assembly, and maturation of 5.8S rRNA. At the protein level, 4MU downregulated translation and post-transcriptional regulation of gene expression, as well as SRP-dependent cotranslational protein targeting to the membrane.

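For SRP-dependent cotranslational protein targeting, 18 of 110 genes were lower and 0 higher past the threshold in CCl4 + 4MU than in CCl4 mice. The mean log2 fold change was -0.15 (adjusted p = 0.0161) in camera, and the set did not pass with fry (adjusted p = 0.35). Taking its results together, the paper concludes that 4MU spares cellular resources by holding back the cell cycle and the making of proteins through disturbed RNA processing and translation.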

Our results collectively demonstrate that 4MU protects the liver by upregulating lipid, xenobiotic, glutathione, and small molecule metabolic processes, thereby restoring the liver’s normal function. Moreover, it prevents the depletion of cellular resources by inhibiting cell cycle and protein biogenesis by disrupting RNA processing and translation machinery. Histological analysis, RNAseq, liver function test and qPCR of key fibrosis markers confirm that 4MU exhibits antiproliferative and antifibrotic activity, providing protection to the liver against CCl_4_-mediated damage.

### siRNA-mediated knockdown of HAS2 inhibits fibrosis by regulating ECM

HA is an essential component for fibroblast function and wound healing. In vivo, at sites of inflammation, high-molecular-weight (HMW) HA (size 1 × 10^6^ kDa) can be degraded into low-molecular-weight (LMW) (size 2 × 10^5^ kDa) fragments through reactions with oxygen radicals and enzymatic hydrolysis. Similarly, pro-inflammatory cytokines, such as TNF-α, can stimulate the fragmentation of HMW HA produced by fibroblasts^68^. Our histological analysis of mouse liver tissue revealed that siHAS2-mediated knockdown reduced collagen fibre deposition. This finding aligns with our transcriptomic analysis, in which the 977 downregulated genes were involved in collagen biosynthesis, extracellular matrix assembly, collagen fibril organisation, wound healing, cell adhesion and migration pathways. 

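Between 4 CCl4 + siHAS2-LNP and 2 CCl4 mice, 2038 genes had an adjusted p under 0.05, 1003 higher and 1035 lower with siHAS2-LNP, and 4215 an unadjusted p under 0.05. The count was 1058 with an absolute log2 fold change of at least 1, 1322 with limma-voom, 1276 with only the fibrotic groups in the fit and 2515 with DESeq2. Without CCl4 + siHAS2-LNP mouse 3, 1242 genes passed, and 1520 to 1850 without 1 of the others. In camera, ECM organisation had a mean log2 fold change of -0.48 (adjusted p = 3.93e-06), with 36 of 186 genes lower and 4 higher, and collagen formation -0.58 (adjusted p = 0.000172), with 16 of 46 lower and 2 higher. Both also passed with fry (adjusted p = 0.00407 and 0.012). Of the 11 sets past the threshold in this comparison, 5 held with fry and 0 with an estimated correlation.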

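In CCl4 + siHAS2-LNP against CCl4 mice, the 55 tested genes of semaphorin interactions had a mean log2 fold change of -0.31 (adjusted p = 0.00551) in camera and passed with fry as well (adjusted p = 0.0056). Single genes past the threshold numbered 5 lower and 0 higher. The 67 genes of TGF-β receptor signalling had a mean of -0.067 (adjusted p = 0.580), with 6 lower and 2 higher, and did not pass. Both are Reactome sets and not the GO terms of the paper.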

The corresponding signalling pathways were also negatively affected by siHAS2-LNP, including the canonical transforming growth factor and semaphorin-plexin signalling pathways (Fig. 11).

**Figure 11:**
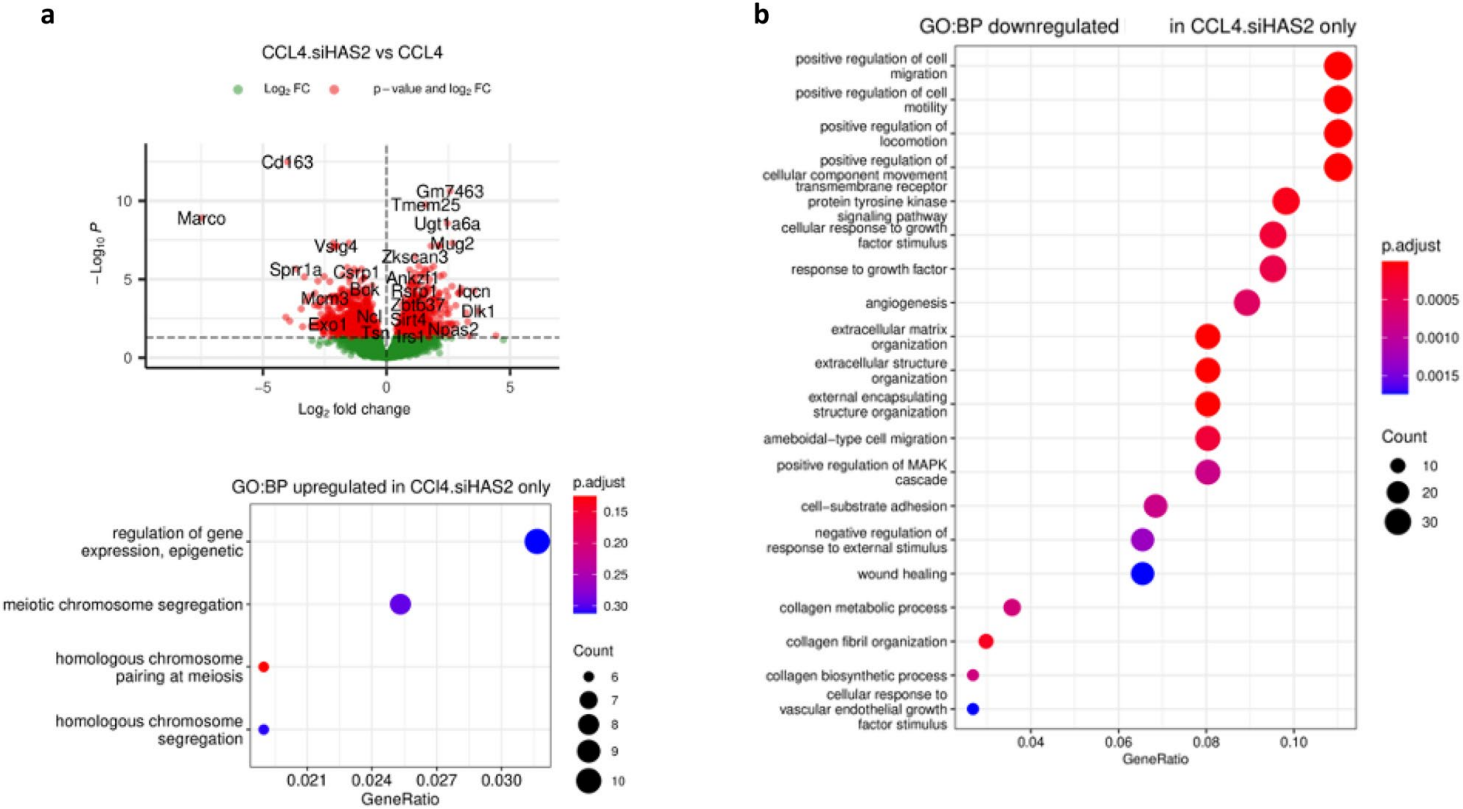
Volcano plot and Dot plot enrichment maps of DEGs from CCl4 vs CCl4 + siHAS2-LNP. (a) The Volcano plot compared the DEGs between CCl4 and CCl4 + siHAS2-LNP treated mice. The p-values < 0.05, and logFC ≥ 1 and logFC ≤ –`1 are in are in red dots; the significant DEGs satisfying both values are in red dots, and some are indicated with gene names. The genes that are upregulated in the array are on the right panel, and the downregulated ones are on the left panel of the plot. (b) Dot plot enrichment map showing GO BP associated with upregulated and down-regulated DEGs, respectively. The colour of the dot is indicative of p.adj, and size represents the number of DEGs in the related pathway.

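Of the 20 genes named in the volcano plot, 19 passed the threshold, 10 higher and 9 lower with siHAS2-LNP (20 adjusted over the list alone, which the study chose on these samples). Marco (ENSMUSG00000026390, chromosome 1, 120402267 to 120432753) had 23.2 ± 11.7 (SD, n = 2) CPM in CCl4 and 0.117 ± 0.126 (SD, n = 4) in CCl4 + siHAS2-LNP mice, a log2 fold change of -7.33 (standard error 0.750, adjusted p = 5.13e-06). Cd163 (ENSMUSG00000008845, chromosome 6, 124281606 to 124307560) changed by -3.98 (standard error 0.448, adjusted p = 1.72e-05) and Vsig4 (ENSMUSG00000044206, chromosome X, 95290807 to 95337044) by -2.03 (standard error 0.388, adjusted p = 0.00209). In CCl4 + siLuc-LNP mice, whose particle carries no siRNA against Has2, Marco had 0.238 ± 0.232 (SD, n = 4) CPM, a fold change of -6.63 (standard error 0.682, adjusted p = 6.48e-06) against CCl4 mice. Cd163 changed there by -4.20 (standard error 0.441, adjusted p = 6.48e-06) and Vsig4 by -1.20 (standard error 0.380, adjusted p = 0.142). Between the 2 siRNAs in fibrotic mice the changes were -0.70 (standard error 1.02, adjusted p = 0.804) for Marco, 0.22 (standard error 0.510, adjusted p = 0.888) for Cd163 and -0.83 (standard error 0.339, adjusted p = 0.213) for Vsig4. The sign turned for Marco without CCl4 + siLuc-LNP mouse 2 (0.24) and for Cd163 without CCl4 + siHAS2-LNP mouse 1 (-0.060) or CCl4 + siLuc-LNP mouse 4 (-0.058). Cd163 missed the threshold in CCl4 + siLuc-LNP against CCl4 mice with only the compared groups in the fit, where its adjusted p ranged from 2.22e-21 to 0.131 over the alternatives. Vsig4 passed with no low-count filter and with DESeq2 on the fibrotic groups, with a range from 0.000493 to 0.775 against CCl4 mice and from 0.0103 to 0.509 between the siRNAs.

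**Figure D3:**
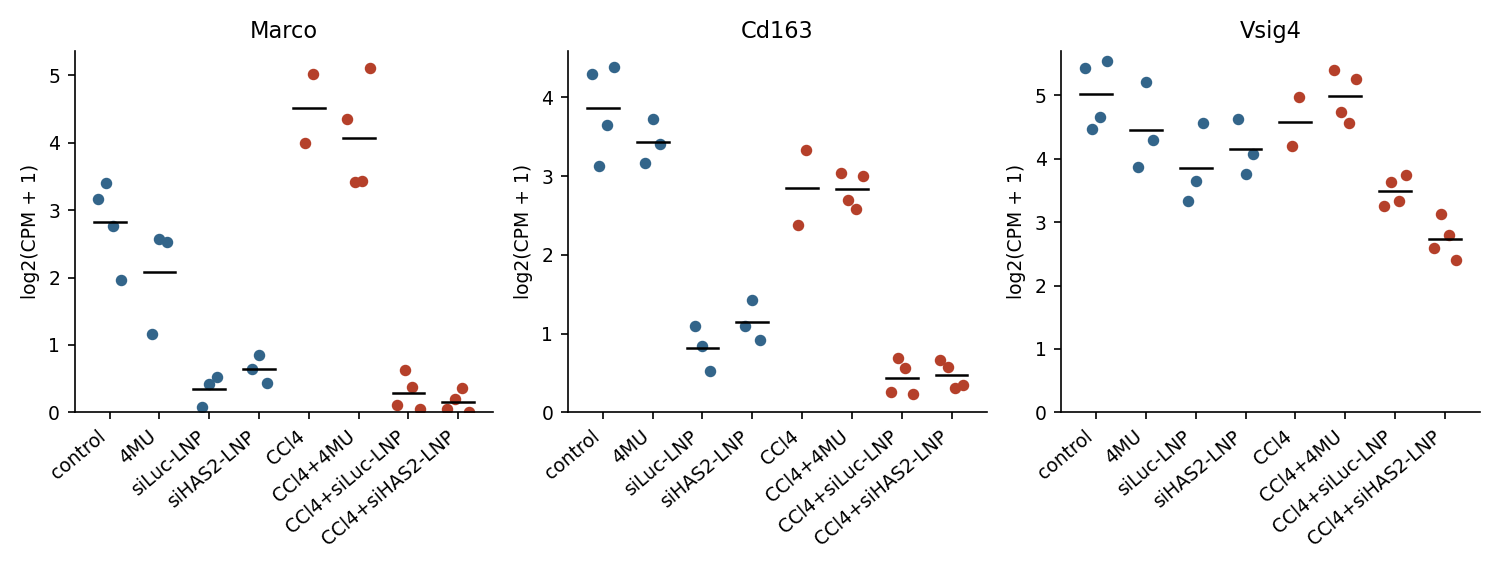
Values of Marco, Cd163 and Vsig4 per mouse as log2(CPM + 1) (vertical axes) by treatment group. Marco averages 23.2 CPM in CCl4, 0.238 in CCl4 + siLuc-LNP and 0.117 in CCl4 + siHAS2-LNP mice.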

Hypoxia plays an essential role in liver fibrosis by driving inflammation via NF-κβ signalling and stimulating transdifferentiation of qHSCs into myofibroblasts. 

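For the Reactome set of the cellular response to hypoxia, 0 of 21 tested genes passed the threshold in CCl4 + siHAS2-LNP against CCl4 mice. Of these, 13 had a negative and 8 a positive fold change. The mean log2 fold change was -0.050 (adjusted p = 0.762) in camera. The set is not the GO term that the paper found among its downregulated genes, so these values do not test that term.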

The GO BP enrichment analysis revealed that some of the downregulated genes were associated with the cellular response to hypoxia, angiogenesis and mesenchymal cell differentiation.

Also, we observed enrichment in the somatic hypermutation of immunoglobulin genes (Mlh1, Msh6, Exo1 Msh2, Polq) and B cell activation (Lgals1, Msh2, Hspd1, Msh6, Atad5, Exosc3, Rnf168, Mlh1). It has been shown that HA stimulates B cell activation in vitro via its receptor CD44^69^. 

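In CCl4 + siHAS2-LNP against CCl4 mice, Msh6 (ENSMUSG00000005370, chromosome 17, 88282418 to 88298320) had a log2 fold change of -1.61 (standard error 0.255, adjusted p = 0.000669), from 32.8 ± 8.16 (SD, n = 2) to 10.8 ± 2.35 (SD, n = 4) CPM. The changes were -2.36 (standard error 0.541, adjusted p = 0.00646) for Exo1 and -1.82 (standard error 0.546, adjusted p = 0.0278) for Polq. Of the other genes, Atad5 changed by -1.63 (standard error 0.426, adjusted p = 0.0134), Rnf168 by -1.02 (standard error 0.270, adjusted p = 0.0144), Lgals1 by -0.82 (standard error 0.261, adjusted p = 0.0367), Hspd1 by -0.58 (standard error 0.174, adjusted p = 0.0266) and Exosc3 by -0.52 (standard error 0.196, adjusted p = 0.0753). Of the genes given here, 3 of 3 of somatic hypermutation (3 adjusted over the list alone) and 5 of 6 of B cell activation (6 adjusted over the list alone) passed the threshold, from lists that the study chose on these samples. In CCl4 + siLuc-LNP against CCl4 mice 0 passed, with 1 and 3 adjusted over the list alone. Over the alternatives the adjusted p of Hspd1 ranged from 0.00527 to 0.104 and missed the threshold with limma-voom, no low-count filter, only the compared groups in the fit and only the fibrotic groups in the fit. That of Lgals1 ranged from 0.00398 to 0.0766 and missed it with limma-voom, only the compared groups in the fit and only the fibrotic groups in the fit. Polq and Atad5 missed it with only the fibrotic groups in the fit, with ranges from 0.000102 to 0.0716 and from 0.000232 to 0.0586. Exosc3 passed in both fits of the fibrotic groups, with a range from 0.0188 to 0.152. With 1 mouse left out, the adjusted p was 0.0707 without CCl4 + siHAS2-LNP mouse 3 for Polq. It was 0.0854 without CCl4 + siHAS2-LNP mouse 3 and 0.0855 without mouse 4 for Lgals1 and 0.0633 without CCl4 + siHAS2-LNP mouse 1 and 0.0625 without mouse 3 for Hspd1. Of the B cell marker genes Cd79a, Cd79b and Ms4a1, 0 of 3 passed the threshold in this comparison.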

Intrahepatic B cells were found to be particularly sensitive to CCl_4_ as their numbers dropped approximately tenfold after one day following the treatment with CCl_4_. Furthermore, B cell–deficient mice had 6- to eightfold less interstitial collagen deposition than wild-type mice in CCl_4_ -induced hepatotoxicity, indicating that B cells are nonredundant participants in liver fibrosis progression^70^. Collectively, our findings demonstrate that knockdown of HAS2 and the subsequent depletion of HA ameliorates fibrosis by inhibiting collagen biosynthesis, cellular hypoxic response, and B cell activation.

### Common upregulated and downregulated biological pathways in the fibrosis background

Transcriptomic patterns induced by 4MU treatment and HAS2 knockdown by siHAS2-LNP revealed a substantial number of common DEGs (Fig. 12). Both 4MU and siHAS2 ameliorate fibrosis by inhibiting HA production. 

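Across the 14114 tested genes, the log2 fold changes of CCl4 + 4MU and of CCl4 + siHAS2-LNP against CCl4 mice had a Spearman's rho of 0.748, and 79.2% of the genes changed in the same direction. Genes are not independent replicates, and both comparisons share the 2 CCl4 libraries. In 50 simulations in which neither treatment changed a gene and both groups were set against the same CCl4 libraries, rho was 0.617 to 0.647 (median 0.630), with 73.0% of genes in the same direction. The fold changes of CCl4 + siLuc-LNP mice gave a rho of 0.763 with those of 4MU and of 0.758 with those of siHAS2-LNP, against simulated medians of 0.636 and 0.628. When the labels of the 10 mice of the 3 groups were redrawn 100 times, rho was 0.0272 to 0.863 (median 0.599).

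**Figure D4:**
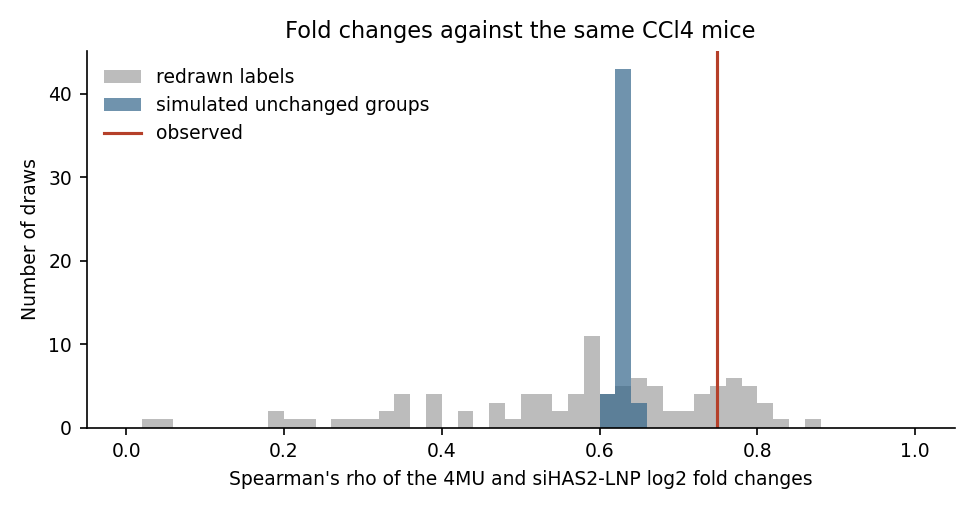
Spearman's rho between the fold changes of CCl4 + 4MU and CCl4 + siHAS2-LNP against CCl4 mice (horizontal axis) and number of draws (vertical axis). Shown are 50 simulations without a treatment effect, the redrawn labels and, as a line, the observed value. The observed rho of 0.748 lies above the simulated values of 0.617 to 0.647 but within those of the redrawn labels, which reach 0.863.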

We thus hypothesised that the shared DEGs were most likely to be the key genes essential for the regression of fibrosis. 

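In CCl4 + 4MU and in CCl4 + siHAS2-LNP mice, 1262 genes passed the threshold in the same direction against the 2 CCl4 mice, 549 higher and 713 lower, and 0 passed in opposite directions. Requiring an absolute log2 fold change of at least 1 gave 573, the fit with only the fibrotic groups 695, an unadjusted p under 0.05 gave 2761 and DESeq2 gave 1571. With 1 of the 8 treated mice left out, 899 to 1233 genes were shared. The simulations without a treatment effect gave a median of 0 shared genes and at most 1, and the redrawn labels at most 59. In CCl4 + siLuc-LNP against CCl4 mice, 1260 of the 1262 genes changed in the same direction and 27 passed the threshold. The low number may rest on CCl4 + siLuc-LNP mouse 4. Over all tested genes 35 passed in this comparison with all mice and 1062 without that mouse. The median log2 fold change of the 549 genes was 1.03 with siHAS2-LNP and 0.65 with siLuc-LNP, and that of the 713 genes was -1.01 and -0.65, and it stayed at 1.03 and 0.65 with the 15 of the 549 genes at or under 3 counts in a group set to their bound. Between siHAS2-LNP and siLuc-LNP in fibrotic mice, 51 of the 1262 passed in the same direction. From the shared genes, the paper proposes that they are likely to be the key genes for the regression of fibrosis.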

A total of 405 genes were upregulated, whereas 628 genes were downregulated.

**Figure 12:**
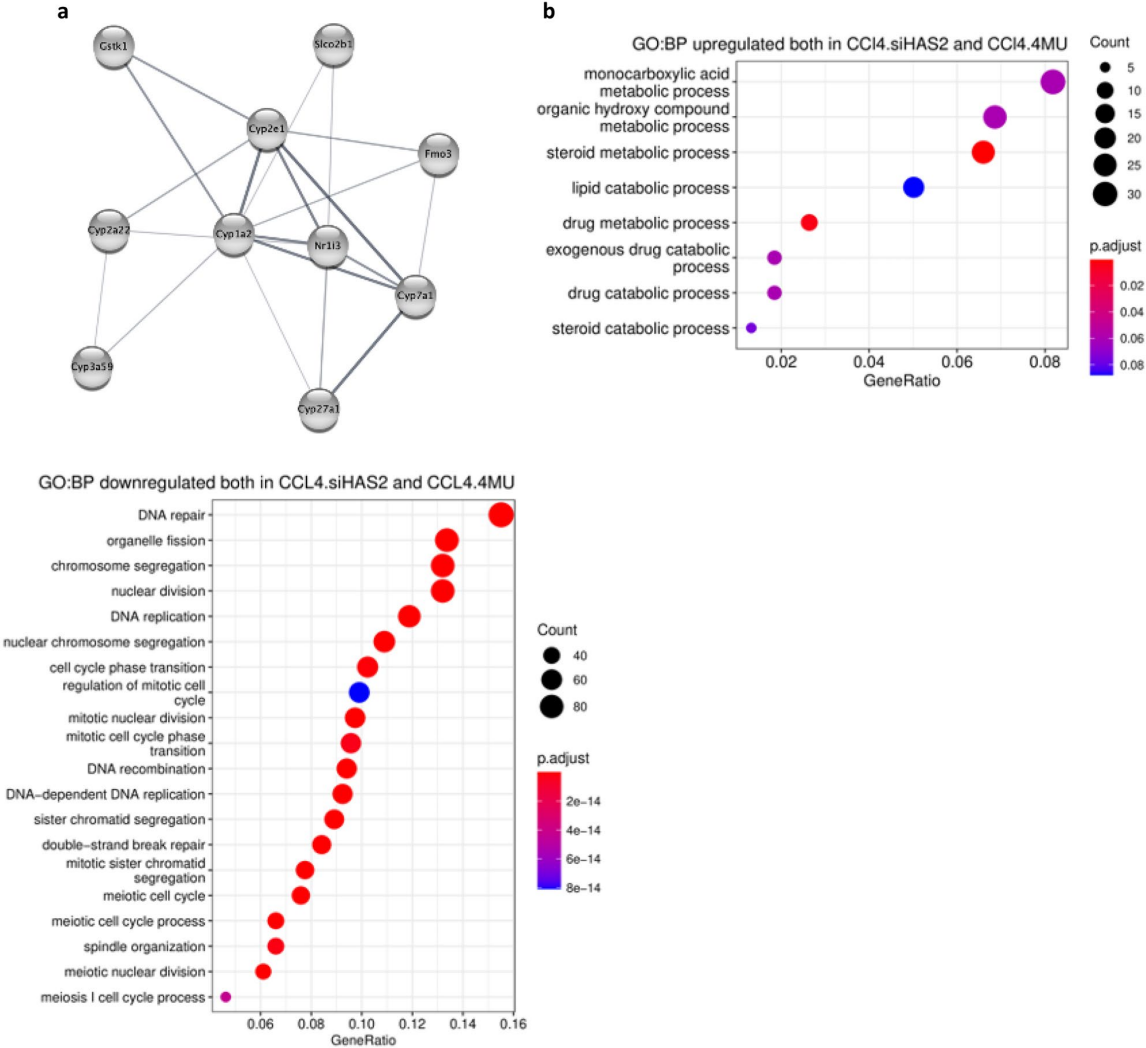
Network module built by MCODE and enrichment analysis of the common upregulated genes between CCl_4_ + siHAS2-LNP and CCl_4_ + 4MU. (**a**) The protein–protein interaction network of the most significant module, cluster 1, with 10 nodes, 20 edges and an MCODE score = 4.4. (**b**) Dot plot enrichment map showing GO BP associated with shared upregulated and downregulated genes. The colour of the dot is indicative of p.adj, and size represents the number of DEGs in the related pathway.

The shared genes were mapped using STRING to construct a PPI network, which was exported to Cytoscape to identify the most significant modules using MCODE.

Based on the MCODE inclusion criterion, we identified three clusters, referred to as Cluster 1, Cluster 2, and Cluster 3, with an MCODE score ≥ 4 in the upregulated genes PPI network. Cluster 1, with MCODE score = 4.4, had 10 nodes and 20 edges, is illustrated in Fig. 12a. 

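The 9 genes of cluster 1 given here were higher with both treatments. Cyp7a1 (ENSMUSG00000028240, chromosome 4, 6265612 to 6275633) had 23.4 ± 17.2 (SD, n = 2) CPM in CCl4, 162 ± 39.4 (SD, n = 4) in CCl4 + 4MU and 134 ± 65.4 (SD, n = 4) in CCl4 + siHAS2-LNP mice, and its log2 fold change with siHAS2-LNP was 2.51 (standard error 0.623, adjusted p = 0.00999). Cyp2e1 rose by 2.07 (standard error 0.444, adjusted p = 0.00420) with siHAS2-LNP. The changes with 4MU and with siHAS2-LNP were 1.86 and 1.50 for Nr1i3, 1.58 and 1.17 for Cyp27a1, 1.50 and 1.46 for Cyp1a2, 1.42 and 1.55 for Cyp3a59, 1.37 and 1.41 for Cyp2a22, 1.22 and 1.13 for Gstk1, and 0.98 and 0.64 for Slco2b1. The adjusted p lay between 0.00168 and 0.0345 with 4MU and between 0.0042 and 0.0309 with siHAS2-LNP. Past the threshold were 9 of 9 with each treatment, also adjusted over the list alone, which the study chose on these samples. In CCl4 + siLuc-LNP mice the 9 genes were higher as well, by a median of 0.86, with 0 past the threshold and 5 adjusted over the list alone. With 4MU the adjusted p of Cyp3a59 ranged from 2.36e-05 to 0.0728 over the alternatives and missed the threshold with only the compared groups in the fit and only the fibrotic groups in the fit, and was 0.0809 without CCl4 + 4MU mouse 2 and 0.0652 without mouse 4. That of Cyp1a2 ranged from 3.39e-06 to 0.0829 and missed it with only the fibrotic groups in the fit. With siHAS2-LNP, 5 genes missed it in that fit, with ranges from 7.47e-06 to 0.0630 for Cyp3a59, 2.07e-05 to 0.101 for Cyp1a2, 7.32e-06 to 0.0630 for Nr1i3, 0.000793 to 0.0756 for Cyp27a1 and 0.0112 to 0.0842 for Slco2b1, the last of which also missed it with no low-count filter and with only the compared groups in the fit. With 1 mouse left out, the adjusted p with siHAS2-LNP was 0.0845 without CCl4 + siHAS2-LNP mouse 3 for Cyp3a59, 0.0627 without CCl4 + siHAS2-LNP mouse 1 and 0.0576 without mouse 4 for Cyp1a2, 0.0595 without CCl4 + siHAS2-LNP mouse 1 and 0.0645 without mouse 4 for Cyp27a1 and 0.0622 without CCl4 + siHAS2-LNP mouse 4 for Slco2b1.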

KEGG enrichment showed that cluster 1 genes are involved in drug metabolism, xenobiotic metabolism via CYP450, primary bile acid biosynthesis, and cholesterol metabolism.

Cluster 2 and 3 (Table 1) had an MCODE score of 4, with 4 nodes and 6 edges. 

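Serping1 (ENSMUSG00000023224, chromosome 2, 84595705 to 84620873) changed by 1.27 (standard error 0.223, adjusted p = 0.000953) on the log2 scale with 4MU and by 0.80 (standard error 0.218, adjusted p = 0.0170) with siHAS2-LNP against CCl4 mice. The changes with 4MU were 1.11 (standard error 0.207, adjusted p = 0.00133) for Masp2, 0.98 (standard error 0.182, adjusted p = 0.00130) for C1ra and 1.16 (standard error 0.236, adjusted p = 0.00222) for Kng1, and with siHAS2-LNP 0.83 (standard error 0.204, adjusted p = 0.00950), 0.67 (standard error 0.179, adjusted p = 0.0158) and 0.71 (standard error 0.231, adjusted p = 0.0397). These 4 genes of cluster 2 passed the threshold with each treatment, 4 adjusted over the list alone, and 0 passed with siLuc-LNP, where 3 did adjusted over the list alone. With siHAS2-LNP, the adjusted p of Kng1 ranged from 0.00545 to 0.137 over the alternatives and missed the threshold with limma-voom, no low-count filter, edgeR's filterByExpr, only the compared groups in the fit and only the fibrotic groups in the fit, and was 0.0630 without CCl4 + siHAS2-LNP mouse 1, 0.0786 without mouse 3 and 0.0674 without mouse 4. That of Serping1 ranged from 0.00320 to 0.0552 and missed it with only the compared groups in the fit and only the fibrotic groups in the fit, and that of C1ra ranged from 0.00379 to 0.0695 and missed it with no low-count filter and only the fibrotic groups in the fit.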

The genes in Cluster 2 were primarily localized in the extracellular space and associated with innate immune response, complement activation via the classical pathway, and negative regulation of blood coagulation. Functional analysis of Cluster 3 using GO showed enrichment in macroautophagy, autophagosome assembly and mitophagy. 

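Gabarapl1 (ENSMUSG00000030161, chromosome 6, 129509725 to 129520544) changed by 1.12 (standard error 0.280, adjusted p = 0.00837) with 4MU and by 1.11 (standard error 0.280, adjusted p = 0.0110) with siHAS2-LNP on the log2 scale. Ambra1 changed by 0.68 (standard error 0.172, adjusted p = 0.00943) and 0.53 (standard error 0.172, adjusted p = 0.0410), and Rab7 by 0.44 (standard error 0.129, adjusted p = 0.0198) and 0.40 (standard error 0.129, adjusted p = 0.0403). With each treatment these 3 genes passed, also adjusted over the list alone. With siLuc-LNP 0 passed, with 1 adjusted over the list alone. With 4MU, the adjusted p of Rab7 ranged from 0.00287 to 0.245 over the alternatives, missed the threshold with no low-count filter, only the compared groups in the fit and only the fibrotic groups in the fit, and was 0.0713 without CCl4 + 4MU mouse 2. With siHAS2-LNP, Rab7 ranged from 0.0109 to 0.403 and missed it with all alternatives except DESeq2 and DESeq2 on the fibrotic groups. It was 0.0808 without CCl4 + siHAS2-LNP mouse 1, 0.0656 without mouse 3 and 0.0628 without mouse 4. Ambra1 ranged from 0.0340 to 0.160, missed it with limma-voom, no low-count filter, edgeR's filterByExpr, only the compared groups in the fit, DESeq2 on the compared groups and only the fibrotic groups in the fit, and was 0.0689 without CCl4 + siHAS2-LNP mouse 1, 0.0649 without mouse 2, 0.0626 without mouse 3 and 0.0540 without mouse 4.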

Mitophagy is a mitochondrial quality control mechanism that allows for the selective removal of damaged mitochondria of the cell via the autophagy pathway^71^.

**Table 1:** MCODE Cluster 3 and 4 genes and functional annotation using GO BP enrichment analysis.

Cluster	Genes	Functional annotation
1	Cyp2e1, Cyp3a59, Gstk1, Cyp1a2, Cyp7a1, Cyp2a22, Fmo3, Nr1i3, Cyp27a1, Slco2b1	GO:0006706: Steroid catabolism GO:0016098: Monoterpenoid metabolism
2	Serping1, Masp2, C1ra, Kng1	GO:0006958: Complement activation, classical pathway GO:0030195: Negative regulation of blood coagulation
3	Park2, Rab7, Gabarapl1 Ambra1	GO:0016236: Macroautophagy

628 genes were downregulated in both CCl_4_-4MU and CCl_4_-siHAS2-LNP compared to the CCl_4_-only group. The MCODE plug-in was used to identify the most significant modules, and based on our inclusion criteria, 12 clusters with an MCODE score of ≥ 4 were identified. Cluster 1 PPI had an MCODE score of 96, with 105 nodes and 5013 edges, while cluster 2 had an MCODE score of 14, with 16 nodes and 104 edges. The GO BP enrichment analysis and functional annotation of Cluster 1 revealed that the top 10 GO BP, as ranked by false discovery rate (FDR), are the genes involved in the mitotic cell cycle, DNA conformation change, microtubule cytoskeleton organisation, cell cycle checkpoint, DNA recombination, Chromosome Condensation, DNA replication, meiosis 1, cell cycle phase transition, and histone phosphorylation. 

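The modules of the protein network were not rebuilt here. Of the 713 genes lower with both treatments, 122 belonged to the 381 tested genes of the mitotic cell cycle set, where 19.2 would be the share by size, and 40 to the 99 genes of DNA replication, where 5 would be. For comparison, mRNA splicing held 14 of 115 (5.81 by size), translation 15 of 148 (7.48 by size) and ECM organisation 14 of 186 (9.4 by size).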

Regarding molecular function, most proteins exhibited binding activity towards enzymes, chromatin, microtubules, ATP, and DNA. Among them were proteins with ATPase, ssDNA helicase, kinase, and DNA translocase activities.

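The 14 genes of cluster 2 that Table S4 prints, over all its GO terms, fell with both treatments, by 0.59 to 1.48 on the log2 scale with 4MU and by 0.57 to 1.41 with siHAS2-LNP. Hspa5 (ENSMUSG00000026864, chromosome 2, 34661982 to 34668880) had 1513 ± 10.3 (SD, n = 2) CPM in CCl4, 692 ± 93.1 (SD, n = 4) in CCl4 + 4MU and 759.5 ± 104 (SD, n = 4) in CCl4 + siHAS2-LNP mice, with log2 fold changes of -1.13 (standard error 0.259, adjusted p = 0.00509) and -0.99 (standard error 0.260, adjusted p = 0.0134). Dnajc10 changed by -1.48 (standard error 0.245, adjusted p = 0.000706) and -1.31 (standard error 0.246, adjusted p = 0.00189), and Sec61a1 by -0.90 (standard error 0.32, adjusted p = 0.0505) and -0.87 (standard error 0.321, adjusted p = 0.0669). With each treatment 13 of 14 passed the threshold, all but Sec61a1, and 14 adjusted over the list alone, which the study chose on these samples. With siLuc-LNP 0 of 14 passed, with 3 adjusted over the list alone. The Reactome set of the unfolded protein response, fixed before the data were examined, had a mean log2 fold change of -0.36 with 4MU. Its mean was -0.25 with siHAS2-LNP. In camera this set passed with 4MU, where it held with fry but not with an estimated correlation, and did not pass with siHAS2-LNP. The adjusted p of Sec61a1 ranged from 1.29e-05 to 0.0844 with 4MU and from 0.00562 to 0.153 with siHAS2-LNP, and passed under most alternatives. With 4MU, P4hb ranged from 0.000812 to 0.140 and missed the threshold with no low-count filter, only the compared groups in the fit and only the fibrotic groups in the fit, and Uggt1 was 0.0566 without CCl4 + 4MU mouse 4. With siHAS2-LNP, the ranges of the genes that missed it under some alternative were 0.000975 to 0.0750 for Hsp90b1, 0.00194 to 0.163 for P4hb, 0.00617 to 0.119 for Pdia3 and 0.00306 to 0.0560 for Pdia4. With 1 mouse left out the adjusted p was 0.0664 without CCl4 + siHAS2-LNP mouse 1 and 0.0514 without mouse 4 for Hsp90b1, 0.0554 without CCl4 + siHAS2-LNP mouse 3 and 0.0582 without mouse 4 for P4hb and 0.0996 without CCl4 + siHAS2-LNP mouse 1, 0.0536 without mouse 2, 0.0549 without mouse 3 and 0.0947 without mouse 4 for Pdia3.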

Cluster 2 functional enrichment analysis revealed that the genes were related to cells’ response to endoplasmic reticulum stress (ESR), Interleukin 7 pathway, and redox homeostasis (refer to Supplementary Table S4). Unresolved ER stress is known to induce apoptosis^72,73^. Our analysis indicates that both 4MU and siHAS2-LNP limited fibroblast activation by restricting the UPR and ERAD pathway usually elicited upon ER stress. Hepatocytes are the primary source of IL-7. The inhibition of IL-7 signalling was shown to mitigate inflammation in the liver. Furthermore, it is critical for the survival of naïve and memory T cell subsets^74^. It is essential for the reinforcement of cytotoxic T lymphocyte (CTL) activity during IFN-γ stimulation in vitro^75^.

Clusters 3,4,6,8 genes, much akin to cluster 1, were associated with cell cycle, DNA conformation change, DNA replication and repair mechanisms. Clusters 5,10, and 12 genes were associated with mRNA splicing via spliceosome, transport, protein localisation to nucleus and macromolecule, and primary and cellular metabolism, while cluster 7 genes were associated with ribosome biogenesis.

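Plau (ENSMUSG00000021822, chromosome 14, 20886722 to 20893453) fell with 4MU by 2.28 on the log2 scale (standard error 0.490, adjusted p = 0.00327) and with siHAS2-LNP by 2.27 (standard error 0.495, adjusted p = 0.00467). Timp1 changed by -1.52 (standard error 0.337, adjusted p = 0.00411) and -1.35 (standard error 0.342, adjusted p = 0.0113), Pf4 by -1.35 (standard error 0.409, adjusted p = 0.0244) and -1.44 (standard error 0.417, adjusted p = 0.0228), Cav1 by -1.32 (standard error 0.497, adjusted p = 0.0644) and -1.70 (standard error 0.509, adjusted p = 0.0273), Flt1 by -0.76 (standard error 0.289, adjusted p = 0.0673) and -0.94 (standard error 0.293, adjusted p = 0.0332), and Itgb3 by -0.73 (standard error 0.333, adjusted p = 0.122) and -0.90 (standard error 0.338, adjusted p = 0.0731). Together with Ccl2, 4 of these 7 genes passed the threshold with 4MU (6 adjusted over the list alone) and 6 with siHAS2-LNP (7 adjusted over the list alone), a list that the study chose on these samples. With siLuc-LNP 0 passed, and 0 adjusted over the list alone. With 4MU, the adjusted p ranged over the alternatives from 0.0109 to 0.124 for Cav1, which passed with DESeq2, no low-count filter and DESeq2 on the fibrotic groups and was 0.0360 without CCl4 + 4MU mouse 4, from 0.00408 to 0.116 for Flt1, which passed with DESeq2, only the compared groups in the fit, DESeq2 on the compared groups, only the fibrotic groups in the fit and DESeq2 on the fibrotic groups, and from 0.0408 to 0.175 for Itgb3, which passed with DESeq2 on the fibrotic groups. Pf4 was 0.0624 without CCl4 + 4MU mouse 1. With siHAS2-LNP, Itgb3 ranged from 0.0160 to 0.0912 and passed with DESeq2, only the fibrotic groups in the fit and DESeq2 on the fibrotic groups. Cav1, Flt1 and Pf4 missed the threshold with limma-voom, with ranges from 0.000681 to 0.0830, 0.000629 to 0.0615 and 0.00256 to 0.0560. With 1 mouse left out the adjusted p was 0.0653 without CCl4 + siHAS2-LNP mouse 1, 0.0527 without mouse 2 and 0.0526 without mouse 4 for Cav1, 0.0718 without CCl4 + siHAS2-LNP mouse 1, 0.0591 without mouse 2, 0.0517 without mouse 3 and 0.0507 without mouse 4 for Flt1 and 0.0590 without CCl4 + siHAS2-LNP mouse 3 and 0.0534 without mouse 4 for Pf4. Without CCl4 mouse 2, the fold change of Cav1 was -0.061 with 4MU and -0.45 with siHAS2-LNP.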

Cluster 9 genes mainly localised in the ECM (Ccl2, Cav1, Plau, Pf4, Itgb3, Timp1, Flt1) were enriched in wound response, ECM organisation, smooth muscle cell and myeloid leukocyte migration.

Taken together, our results show that administration of 4MU or siHAS2-LNP to mice with CCl_4_-induced fibrosis alleviated fibrosis by inhibiting fibroblast activation, cell proliferation, myeloid leukocyte and fibroblast migration. Furthermore, both antifibrotic agents muted inflammation and inhibited both transcription and translation machinery, which in turn diminished macromolecule biogenesis.

### Validation of RNAseq selected targets by qPCR

Finally, we confirmed the expression of two target genes identified through our transcriptomic analysis. The mRNA levels of chemokine ligand 2 (Ccl2) and histidine-rich glycoprotein (Hrg) were analysed via qPCR. Consistent with RNA-seq results, treatment with 4MU and siHAS2 increased the mRNA expression of Hrg and decreased the mRNA expression of Ccl2 compared to the model group (Fig. 13).

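In the RNA-seq counts, Ccl2 (ENSMUSG00000035385, chromosome 11, 81926397 to 81928279) had 4.64 ± 3.19 (SD, n = 2) CPM in CCl4, 0.734 ± 0.377 (SD, n = 4) in CCl4 + 4MU and 0.608 ± 0.316 (SD, n = 4) in CCl4 + siHAS2-LNP mice. Its log2 fold change was -2.63 (standard error 0.577, adjusted p = 0.00372) with 4MU and -2.88 (standard error 0.601, adjusted p = 0.00367) with siHAS2-LNP. Hrg (ENSMUSG00000022877, chromosome 16, 22769822 to 22780406) had 516 ± 189 (SD, n = 2), 1585 ± 465 (SD, n = 4) and 955 ± 206 (SD, n = 4) CPM in the same 3 groups, with changes of 1.62 (standard error 0.325, adjusted p = 0.00208) and 0.89 (standard error 0.312, adjusted p = 0.0557). With siHAS2-LNP the adjusted p of Hrg ranged from 0.00855 to 0.140 over the alternatives and passed the threshold with DESeq2, no low-count filter and DESeq2 on the compared groups. In CCl4 + siLuc-LNP mice Ccl2 had 2.24 ± 1.46 (SD, n = 4) and Hrg 946 ± 358 (SD, n = 4) CPM.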

**Figure 13:**
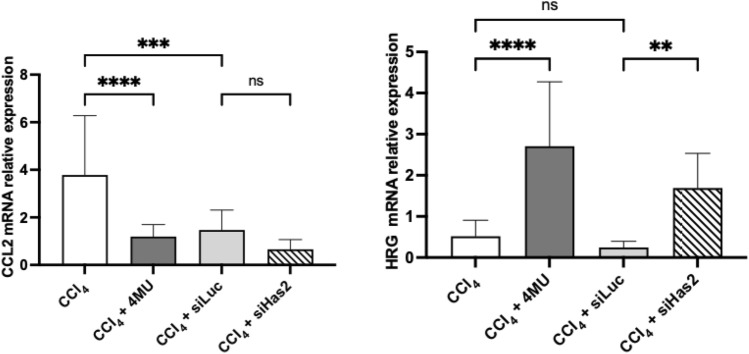
Relative mRNA expression of Ccl2 and Hrg. Data are presented as mean ± SD, n = 4 One-way ANOVA, ****p < 0.0001, ***—p < 0,001, **—p < 0,01, * -p < 0,05, ns- not significant.

## Discussion

Hepatic fibrosis is a manifestation of chronic damage to the liver. Despite it being one of the most characterised pathologies, an effective therapeutic strategy remains elusive. This study investigated the macro and micro protective effects of blocking HA production using 4MU and siHAS2-LNP. We compared liver transcriptomic signatures resulting from both approaches to elucidate common and unique biological pathways that could be responsible for 4MU hepatoprotective activity. 

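Between CCl4 + siHAS2-LNP and CCl4 + siLuc-LNP mice, 4 in each group, 154 genes had an adjusted p under 0.05, 111 higher and 43 lower with siHAS2-LNP, and 2349 had an unadjusted p under 0.05. In 2 of the 35 splits of the 8 mice into groups of 4, the real one included, as many genes passed, and the other splits reached 210. The count was 12 with limma-voom, 0 with only the compared groups in the fit, 2 with only the fibrotic groups in it, 412 with DESeq2 and 656 with no low-count filter. With 1 mouse left out it lay between 4 (without CCl4 + siHAS2-LNP mouse 3) and 230 (without CCl4 + siLuc-LNP mouse 3), with 6 genes without CCl4 + siLuc-LNP mouse 1. AI480526 (ENSMUSG00000090086, chromosome 5, 123271784 to 123281539) rose by 1.66 (standard error 0.219, adjusted p = 0.000904) on the log2 scale and missed the threshold with only the compared groups in the fit, with adjusted p over the alternatives from 3.55e-08 to 0.123. Of the 23 gene sets, 12 passed in camera, among them ECM organisation with a mean of -0.41 (adjusted p = 5.28e-11), and 3 of the 12 held with fry. In the 35 splits, 6 gave 12 sets or more, the real one included, and the median of the others was 7.5. Between CCl4 + siLuc-LNP and CCl4 mice, 35 genes passed, 8 higher and 27 lower, with 2001 at an unadjusted p under 0.05. Without CCl4 + siLuc-LNP mouse 4 this count was 1062, and 7 to 12 without 1 of the others. The mean log2 fold change of the mitotic cell cycle set was -0.42 (adjusted p = 5.84e-17) with siLuc-LNP and -0.65 (adjusted p = 5.41e-16) with siHAS2-LNP. The interaction between siRNA and CCl4 passed in 5 genes, and in 1612 at an unadjusted p under 0.05.

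**Figure D5:**
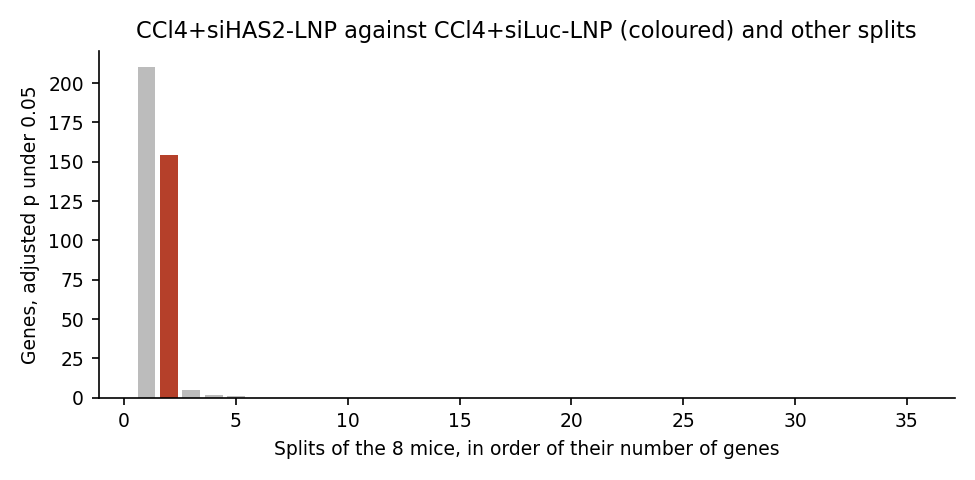
Number of genes with an adjusted p under 0.05 (vertical axis) over the 35 splits of the 4 CCl4 + siHAS2-LNP and 4 CCl4 + siLuc-LNP mice into groups of 4. The real split, marked, gave 154 genes, and 1 other split gave as many or more, up to 210.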

Despite some nonspecific effects of siLuc-LNP, our analysis revealed specific effects of siHAS2-LNP and identified several critical pathways common to both 4MU and siHAS2-LNP treatment.

The interference of cationic lipid nanoparticles (LNP) with inflammatory responses has been observed in several studies. This phenomenon has been previously reported, wherein cationic LNP of the same composition as those used in this study can amplify pre-existing inflammation. The authors demonstrated that injection of nonimmunogenic RNA formulated in LNP (modmRNA-LNP) potentiated existing LPS-induced inflammation in mice as observed by higher induction of IL-6 and macrophage inflammatory protein 2 (Mip-2) in serum from LPS-treated mice injected with modmRNA-LNP compared to mice treated with LPS only. This effect was specific to the LNP, acting independent of mRNA cargo, a phenomenon the authors termed inflammation exacerbation (IE). It was further established that the IE phenomenon is a reaction to LNP, not to modmRNA, as empty LNP led to the same inflammation potentiation effect and cytokine surge^76^. IE phenomenon was associated with pro-inflammatory cytokine surge, mainly Mcp-1, also known as Ccl2 (a potent inducer of migration and activation of Natural killer cells, NK)^77^.

We postulate that the IE phenomenon explains the antifibrotic effects of siLuc-LNP. Recent publications provide strong support for our hypothesis. NK cells have been shown to suppress HSC differentiation and induce apoptosis. NK cells constitute a significant portion of human circulating lymphocytes, accounting for approximately 5–15%. In the liver, they make up half of intrahepatic lymphocytes. In mice, the percentage of NK cells in the liver’s non-parenchymal cells (NPCs) population is roughly 2–5%. However, this number can increase to around 10% in nonalcoholic steatosis (NASH)^78^. Specifically, NK cells display antifibrotic capability by the cytotoxic attack of early activated or senescent HSCs^79^ or by induction of HSC apoptosis^80^. NK cell–mediated cytotoxicity includes recognition (contact and adhesion), effector degranulation and lysis, and termination (detachment)^81^. Adoptive transfer of CD27^+^CD11b^+^ double-positive NK cells attenuated CCl_4_-induced liver fibrosis in mice^82^. Thus, CCl_4_ injury, together with positively charged LNP, enhanced the recruitment of leukocytes into the liver, resulting in reduced collagen deposition synonymous with fibrosis.

Total liver RNAseq analysis showed that CCl_4_-mediated hepatic damage induces DNA replication and mitotic division, which is accompanied by an increased activity of biological processes that are associated with fibrosis progression, such as ECM organisation, angiogenesis, inflammation, chemotaxis and cell trafficking. Downregulated transcripts were enriched in hepatocyte-specific pathways associated with homeostatic hepatic function, such as xenobiotic, lipid, bile and steroid metabolism, which indicates a reduction in the proportion of hepatocytes with progression of fibrosis. Accordingly, our deconvolved transcriptome showed an increased proportion of innate immune cells and fibroblasts but a decreased proportion of hepatocytes in the fibrosis model. Furthermore, markers of hepatic damage (ALT, AST) and HSC activation (α-SMA) were also elevated in the model but were downregulated upon treatment with either 4MU or siHAS2-LNP.

The histological analysis showed that 4MU inhibits excessive collagen and HA deposition, HSC and macrophage colocalisation, as well as HSC activation. The transcriptome analysis revealed that 4MU exerts its hepatoprotective effect by restoring the antioxidant capacity of hepatocytes and the lipid balance disrupted by CCl_4._ Furthermore, 4MU halts subsequent macromolecule biogenesis by interfering with RNA processing machinery, which ultimately inhibits DNA replication and mitotic division. Our results align with several studies alluding to the role played by dyslipidaemia in promoting fibrosis^49,83^. It also underpins the cytostatic effects of 4MU observed in vitro^63^. Furthermore, these findings, together with our previous observations^42^, clearly demonstrate that the antifibrotic effect of 4MU cannot be solely attributed to its antioxidant function.

Enrichment analysis and functional annotation of transcriptome from siHAS2-LNP treated mice revealed that down-regulated transcripts were involved in ECM assembly and collagen fibril organisation. 

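Cemip (ENSMUSG00000052353, chromosome 7, 83582065 to 83735724) fell under the low-count filter and was not tested. It had 0 counts in control, 2 to 3 in CCl4, 0 to 10 in CCl4 + 4MU, 0 to 15 in CCl4 + siLuc-LNP and 1 to 2 in CCl4 + siHAS2-LNP mice. In CCl4 and in CCl4 + siHAS2-LNP mice all counts were at or under the limit of 3, so a difference between them was not detectable at this depth.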

Interestingly, the knockdown of HAS2 was accompanied by the downregulation of cell migration-inducing hyaluronidase (CEMIP). It has been shown that CEMIP regulates the depolymerisation of HA and its over-expression correlates with fibroblast activation^84^. Fibrosis related, transcripts such as α-SMA, Col1a1 and Col3a1, were also downregulated. Furthermore, GO BP revealed that TGF-β and semaphorin-plexin signalling pathways were downregulated. 

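In whole-liver counts, Acta2 (ENSMUSG00000035783, chromosome 19, 34217737 to 34232990), the gene of α-SMA, had 25.2 ± 23.3 (SD, n = 2) CPM in CCl4 and 2.39 ± 1.44 (SD, n = 4) in CCl4 + siHAS2-LNP mice, a log2 fold change of -3.32 (standard error 0.857, adjusted p = 0.0126). Without CCl4 mouse 2 it was -1.82. Col1a1 (ENSMUSG00000001506, chromosome 11, 94827050 to 94843868) had 214 ± 83.5 (SD, n = 2) and 61.0 ± 14.5 (SD, n = 4) CPM, a change of -1.80 (standard error 0.522, adjusted p = 0.0229), and Col3a1 (ENSMUSG00000026043, chromosome 1, 45350698 to 45395840) had 247 ± 71.5 (SD, n = 2) and 108 ± 34.8 (SD, n = 4) CPM, a change of -1.19 (standard error 0.460, adjusted p = 0.0804). The adjusted p of Col1a1 ranged from 9.73e-09 to 0.0621 over the alternatives, missed the threshold with limma-voom, and was 0.0614 without CCl4 + siHAS2-LNP mouse 3 and 0.0563 without mouse 4. That of Col3a1 ranged from 0.000375 to 0.233 and passed with no low-count filter, only the compared groups in the fit and DESeq2 on the compared groups. Of the 3 genes, 2 passed over all genes and 3 adjusted over the list alone.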

In situ, siHAS2 reduced the deposition of collagen (Fig. 1) and HA (Fig. 6). These findings clearly suggest that siHAS2 suppresses fibrosis by directly modifying the balance between polymerisation and depolymerisation of HA in ECM.

Both 4MU and siHAS2-LNP exert hepatoprotective effects through the inhibition of HA production. This prompted us to characterise converging signalling pathways and phenotypic alterations that could potentially be downstream of HA signalling. To achieve this, we compared and contrasted the transcriptomic signatures of experimental groups administered with 4MU and siHAS2. GO BP enrichment analysis suggested that most genes affected by 4MU and siHAS2-LNP treatment were associated with ECM organisation, macromolecule metabolism, ER stress response, autophagy, redox homeostasis, and immune response.

It was an anticipated finding of this study that the primary impact of 4MU treatment and HAS2 knockdown would be on the ECM and its non-fibrillar proteins. Hepatic fibrosis is synonymous with collagen deposition, and we found that 4MU and siHAS2-LNP reduced collagen accumulation and inhibited the mRNA and protein levels of α-SMA, the marker of the HSC activation. In addition, our transcriptomic analysis showed downregulation of Ccl2 and upregulation of Hrg upon treatment with 4MU and siHAS2-LNP, which was confirmed by qPCR (Fig. 13). Hrg and Ccl2 regulate ECM turnover and homeostasis. Ccl2, with its receptor CCR2, induces Ly6C^hi^ monocyte infiltration into the liver in response to damage. Moreover, Ccl2 has been shown to drive inflammation-associated angiogenesis, and its inhibition reduced monocyte recruitment into the liver, resulting in limited angiogenic activity of the injured livers^85^. Hrg regulates the ECM by acting as an adaptor molecule in several ECM-associated functions, such as cell adhesion and angiogenesis. Hrg has been shown to promote fibrosis due to its role in hepatic macrophage polarisation and inflammation; however, Hrg inhibits angiogenesis^86^. A proteomics study that used CCl_4_ and DDC models of fibrosis to assess the changes in hepatic ECM composition revealed that Hrg was upregulated in the DDC model^87,88^. Together, these findings demonstrate that 4MU treatment and HAS2 knockdown inhibit angiogenesis in hepatic fibrosis.

Both 4MU treatment and HAS2 knockdown repressed expression of genes involved in transcription, ribosome biogenesis and translation: this limited DNA replication, mitotic division, and proliferation. In recent years, researchers have acknowledged the significance of the ECM in regulating tissue-specific gene expression, subscribing to the idea that the ECM is an extension of a cell and is an active modulator of cellular function. This phenomenon is referred to as “Dynamic Reciprocity”^89,90^. It was suggested that the ECM influences gene expression through transmembrane receptors and components of the cytoskeleton. The cytoskeleton’s association with the nuclear matrix, in turn, affects mRNA processing and rates of transcription, whilst the cytoskeleton interaction with polyribosome determines mRNA stability. These cellular responses, in turn, affect ECM assembly and composition^87,91,92^. Here, we postulate that the obstruction of HA synthesis, an essential ECM component, induced ECM disequilibrium, which ultimately inhibited gene expression.

The functional annotation of enriched genes revealed that 4MU and HAS2 knockdown can suppress the ER stress response induced by CCl_4_ in mice with liver fibrosis. The ER stress response has been shown to activate pro-inflammatory transcription factors such as NF-κB and AP-1 through IRE1α-mediated induction of TRAF2 signalling^93^. In addition, the induction of ER stress response has been shown to alter the function and activation of fibroblasts^94^. Recently, it has been reported that ER stress response signalling mediates Col1 secretion by HSCs through XBP1-dependent induction of transport and Golgi organisation 1 (TANGO1), thus promoting liver fibrosis^95^. Sustained activation of ER stress response enhances TGF-β–mediated myofibroblast differentiation partially via IRE1α-mediated degradation of miR-150, a negative regulator of α-SMA expression^93,96^.

## Conclusion

Fibrogenesis in the liver is a multifaceted process involving the dynamic interaction of different cell types. Our hepatic transcriptome analysis revealed that the antifibrotic effect of 4MU is exerted through the modulation of multiple pathways, such as ECM organisation, cell proliferation, cell migration, ER stress response and HSC activation. These processes are critical for the initiation and progression of hepatic fibrosis. Our results provide further clues about the pharmacological targets of 4MU. Furthermore, we show that successful treatment of liver fibrosis may be achieved with small molecule HAS2 inhibitors, which underpins the viability of repurposing 4MU as an antifibrotic agent. Additionally, RNAi therapy using siHAS2 is a feasible and practical approach to ameliorating fibrosis. Our findings highlight the potential of 4MU and siHAS2 as promising agents for combating hepatic fibrosis and targeting its critical pathways.

## Material and methods

### Animal experiments

All animal procedures were conducted following the Russian Academy of Science Guidelines for Animal Experimentation and were approved by the Institute of Developmental Biology RAS Ethics committee (Protocol №60 from 16.06.2022). All animal experiments in this study were conducted in accordance with the ARRIVE guidelines for reporting experiments involving animals. All methods were carried out per relevant guidelines and regulations^97^. Eight-week-old female Balb/c mice purchased from the Scientific Center for Biomedical Technologies of the Federal Medical and Biological Agency, Moscow, Russia, weighing on average 18.22 g, were housed in a 12-h light/dark cycle with an ad libitum access to food water at a room temperature of 22 °C and relative humidity of 55%–65%. Mice were allowed to acclimate to the conditions for 2–3 days before the experiment.

### siRNA synthesis and titration

Eight siRNAs targeting mouse HAS2 gene sequence with the lowest off-target potential were designed. siRNAs were synthesised and chemically modified (methylated pyrimidine nucleotides (2′OMe) and phosphorothioate linkages) to stabilise siRNA in vivo, reducing the off-target potential of the sense strand and minimise the immune response (Supplementary Table S1). NIH 3T3 cells were transfected with siRNAs using Lipofectamine RNAiMAX (Invitrogen) to test the knockdown efficiency by qPCR for each siRNA. The siRNA with the highest potency and the lowest IC50 was selected for further experiments. The selected siRNA was formulated into lipid nanoparticles (LNPs). Briefly, the water phase contained siRNA duplex and ethanol phase with lipids (C12-200, 1,2-distearoyl-sn-glycero-3-phosphocholine (DSPC, Avanti Polar Lipids), cholesterol (Sigma), C14 PEG 2000 (Avanti Polar Lipids) at a 50:10:38.5:1.5 molar ratio) was mixed in a microfluidic PDMS chip. LNPs were dialysed overnight against PBS. LNP sizes were measured by dynamic light scattering (ZetaSizer, Malvern Instruments). The mean diameter of the particles prepared for injections was about 90–120 nm.

### siRNA injection and 4MU administration

4MU (Sigma-Aldrich, Cat # M1381) was administered at a dose of 600 mg/kg daily *per os* by gavage in a mixture with 0.5% carboxymethyl cellulose. Control mice were gavaged similarly with 0.5% carboxymethyl cellulose slurry. The administration of 4MU commenced two days prior to the first CCl_4_ IP injection. Nanoparticle encapsulated siRNA for HAS2 and luciferase was intravenously administered through tail vein injection. The initial siRNA dose was 1 mg/kg, and the subsequent doses were 0,5 mg/kg. The administration of nanoparticle-encapsulated siRNA also commenced two days prior to the first CCl_4_ IP injection and was done twice a week for two weeks. The control groups (without fibrosis) n = 3 and the experimental groups (with fibrosis) n = 8 per group. At the end of the experiment, animals were terminally anaesthetised with 5% isoflurane (5AGG9621, Baxter Corporation) and humanely sacrificed by rapid exsanguination followed by cervical dislocation. Liver samples were collected for RNA isolation and histological examination.

### RNAseq

#### RNA isolation and library preparation

PolyA mRNA was isolated from liver samples using Trizol. Illumina cDNA libraries were constructed using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England BioLabs, MA, USA) following the manufacturer’s protocol. cDNA libraries were sequenced using the NextSeq500 instrument (Illumina, San Diego, CA, USA). Sequencing was carried out with a read length of at least 85 bp in the paired-end mode, with an average number of reads per sample not less than 30 million.

#### RNASeq data analysis

Raw reads were trimmed with Trimmomatic (v0.39) to remove the adapters. The trimmed reads were aligned to the Mus musculus genome (assembly GRCm39.105) using the HISAT2 algorithm. The following analysis was performed in R version 3.4.2. Gene read counts were calculated using the R subread package, function featureCounts (with parameters count MultiMap-pingReads = F, isPairedEnd = TRUE). Genes with less than 10 reads on average per sample were filtered out. Correlation analysis was conducted to check the data for self-consistency: MDS-based Spearman correlation and PCA using normalised gene counts as CPM (count per million). DEGs were identified using the DESeq2 R package. Gene ontology analysis of DEGs was performed using the ClusterProfiler package with all significant genes as background. Pathway enrichment analyses were done across Bioplanet 2019, GO Molecular function, MSigDB_Hellmark_2020 and KEGG_Pathways_2019 CHEA 2016^98–100^ databases to annotate differences in molecular functions, biological processes and signalling pathways between experimental groups with Enrichr^101^.

#### Cell type deconvolution of liver bulk RNASeq

Two single-cell reference data sets of mouse liver were mined from^102^. Processing, analysis, and visualisation were performed using Seurat R package v.4.3.0^103^. Cell type proportion predictions of bulk RNAseq data based on pseudo-bulk mixtures were performed using the granulator R package following the authors’ guidelines.

#### Protein‑protein interaction (PPI) networks

The DEGs were mapped using the SearchTool for the Retrieval of Interacting Genes/Proteins (STRING; http://string-db.org; version 10.0) online database, and protein‑protein interaction (PPI) networks were constructed. The PPI networks were exported to Cytoscape 3.7 for visualisation. The most significant modules were identified using the Molecular Complex Detection(MCODE) plug-in of Cytoscape. The selection criteria were: MCODE scores > 5; degree cut‑off = 2; node score cut‑off = 0.2; maxdepth = 100; and k‑score = 2. GO term and KEGG pathway enrichment were assessed for the functional analysis.

### Histology and immunofluorescence

#### Mallory Trichrome staining

Freshly isolated liver samples were cut into 3 × 3 mm pieces and fixed in 10% buffered formalin for 24 h. After an extensive wash in diH2O, samples were dehydrated in isopropanol solutions with rising concentration from 70 to 100%, followed by two immersions in xylene and then embedded in Histomix (Biovitrum, Russia) at 56 °C. Embedded tissue samples were sectioned by microtome at 5 µm slices and mounted onto SuperFrost glass slides. For Mallory staining, we used a commercially available kit (Biovitrum, Russia). Sections were analysed using a Keyence BZ9000 BioRevo microscope (Yokogawa Electric Corporation, Japan).

The amount of Mallory trichrome stained tissue area in tissue sections was quantified on at least 10 view fields per slide at 100× magnification using NIH ImageJ software.

#### Immunofluorescence

For immunofluorescence assessment (IF), we used separate groups of mice (n = 4–8) following the protocol previously described by^42^. Mice were terminally anaesthetised by 5% isoflurane (5AGG9621, Baxter Corporation) inhalation and perfused through their left ventricle with PBS, followed by 10% buffered formalin (Biovitrum, Russia) for 20 min. Liver lobes were cut off and additionally fixed in 10% buffered formalin for 2 h at RT after samples were washed by PBS and cut into 5 µm slices by vibratome sectioning.

Vibratome sections were permeabilised in PBS-0.2% Triton X-100 for 1 h, followed by incubation with primary antibody for two days at + 4 °C. After several washes with PBS-0.2% Triton X-100, sections were incubated with appropriate secondary antibody for one night. Washed sections were mounted in TDE-mounting media and analysed by laser scanning confocal microscopy. Images were taken by a Carl Zeiss LSM800 confocal microscope (Carl Zeiss, Germany) equipped with 25 × oil immersion objective (LCI “Plan-Neofluar” 25 × /0.8 Imm Corr Ph2 M27, Carl Zeiss), 488 nm, 561 nm and 640 nm wavelength diode-lasers were used for fluorochrome excitation. Mosaic frame Z-stack, 4 × 4 observation field in size, were scanned on each sample in multitrack mode with 2 um optical section step.

The following primary and secondary antibodies were used:

Primary Ab: CLEC4F (AF2784, R&D Systems, 1:300); Desmin (ab32362, Abcam, 1:300); α-SMA (701457, Invitrogen, 1;100).

Secondary Ab: Donkey anti-Goat Alexa Fluor® 555 (A-21432, Invitrogen, 1: 1000); Donkey anti-rabbit Alexa Fluor 488 (A-21206, Invitrogen, 1:1000); Wheat germ agglutinin (WGA) Alexa Fluor 680 conjugate (W32465, Thermo Fischer Scientific, 1;1000) Alexa Fluor 647 Tyramide SuperBoost kit Streptavidin (B40936, Invitrogen).

We utilised biotinylated hyaluronic acid binding protein (HABP) following the method described by^104^ to detect hyaluronic acid. HABP (385911-50UG, Millipore) was used at a dilution of 1:100. First, paraformaldehyde-fixed paraffin-embedded liver sections were dewaxed and rehydrated in xylene-alcohol, then rinsed in diH2O and PBS. As a negative control, bovine testis hyaluronidase treatment was used (100 ug/ml, 1 h, 37 °C). The Avidin–biotin blocking system (SP-2001, Vector Laboratories, Burlingame, CA, USA) was utilised to prevent nonspecific binding following the manufacturer’s instructions.HABP (385,911-50UG, Millipore, Burlington, MA, USA) in PBS-0.2% Triton X-100 was applied overnight and incubated at room temperature. Following a thorough wash with PBS, the HABP signal was detected using Streptevidin-Cy3 (S6402-1ML, Sigma-Aldrich Co, St Louis, MO, USA). Finally, the samples were mounted in Prolong Gold antifade mounting media (P36930, Thermo Fisher, Waltham, MA, USA).

#### Colocalisation assay

To estimate colocalisation between CLEC4F^+^ macrophages and Desmin^+^ HSCs, we choose Manders’ Colocalization coefficient (MCC)^42^. For paired markers R and G, two different values of MCC derived, M1, the fraction of R in compartments containing G and M2, the fraction of G in compartments containing R. M1 and M2 were calculated as:

$${\text{M1}} = \sum {\text{iRi coloc}}\sum {\text{iRi}}$$

$${\text{M2}} = \sum {\text{iGi coloc}}\sum {\text{iGi}}$$

The analysis was done using the colocalisation module of Imaris 7.4.2 software (Bitplane, Switzerland).

#### Serum collection and liver function tests

Whole blood sampled from the left ventricle was left to clot for 30 min at rtp. The clotted blood was centrifuged at 2000 g, 4 °C for 10 min and serum was extracted and then stored at − 20 °C. Liver marker enzymes (alanine aminotransferase (ALT), aspartate aminotransferase (AST), and total cholesterol were estimated using standard diagnostic kits at a commercial biomedical analytical laboratory (ChanceBio, Moscow, Russia).

### Cell culture

#### Hepatic stellate cell isolation

The protocol for isolating HSCs was performed according to the methodology described by^105^. Briefly, seven healthy male Balb/c mice, aged 20 weeks with an average weight of 24 g, were anaesthetised with isoflurane. The mice were then perfused through the portal vein with EGTA solution to eliminate residual blood and avoid contamination with red blood cells. Following this, the mice were perfused with Pronase E solution for 5 min at a flow rate of 6.5 ml/min, followed by Collagenase P perfusion for 7 min at the same flow rate. The liver was then excised from the diaphragm and surrounding organs, minced under sterile conditions, and transferred to a pre-warmed Pronase E-Collagenase P solution with 1 ml of DNase I. The liver suspension was further digested for 20 min at 37 °C on a shaking incubator. The liver suspension was then filtered through a 70 uM cell strainer and centrifuged for 10 min at 600 g and 4 °C. The supernatant was carefully aspirated, and the pellet was supplemented with DNase 1. The pellet was resuspended in GBSS solution, and the cell resuspensions were pooled into one 50 ml falcon tube. Subsequently, Nycodenz solution was added to the tube, and 10 ml of the cell suspension was transferred to a 12 ml-gradient centrifugation tube, resulting in 12 tubes. The gradients were centrifuged for 15 min at 1500 g at 4 °C without a brake. The interphase containing stellate cells was aspirated, supplemented with GBSS solution, and then centrifuged again for 10 min at 600 g and 4 °C. The supernatant was aspirated and discarded, and the pellet was resuspended in DMEM supplemented with 10% heat-inactivated FBS, 1% Penicillin/Streptomycin, 2 mM l-Glutamine, 1 mM sodium pyruvate, and 10 mM HEPES. The cells were seeded on a tissue culture flask and incubated at 37 °C and 5% CO_2_. 4 h later, after HSC had adhered to the surface, the media was refreshed to remove dead cells and debris.

#### Cell transfection

HSCs were seeded on a 96-well plate at a density of 2*10^4^ cells/well. The next day, HSCs were transfected with 10 nM siRNA final concentration following the Lipofectamine RNAi Max. 24 h post-transfection, TGF-β 20 ng/ml and 4MU (0.25 mM) were added. After 72 h, cells were fixed and stained for α-SMA, a marker of activated HSC.

#### qPCR

Total RNA was extracted using ExtractRNA (Evrogen, Russia), and the subsequent cDNA synthesis was performed using QuantiTect Reverse Transcription Kit (Qiagen, Germany). Quantitative RT-PCR was performed using an Applied Biosystems StepONE Plus Real-Time PCR System (Thermo Fisher Scientific, USA) and qPCR mix-HS SYBR master mix containing SYBR Green I dye (Evrogen, Russia). The mRNA levels of genes of interest were quantified via ΔΔCt Relative quantification method with GAPDH as a housekeeping reference target. Each reaction had three technical replicates, and only the sybr green master mix was used as a negative template control. Primer sequences are listed in Table 2 below.

**Table 2:** Oligonucleotide sequence of primers used for qPCR.

Gene name	Forward: 5’-3’	Reverse: 5’-3’
α-SMA	CTGAAGAGCATCCGACAC	AGCCTGAATAGCCACATACAT
HAS2	AGGTCGGTGTGAACGGATTTG	GAGAGCCTCAGGATAACT
Hyal1	AACAAGTACCAAGGAATCAT	GAGAGCCTCAGGATAACT
Col1a1	CCGCAAAGAGAGTCTACATGTC	CTGACTTCAGGGATGTCTTC
GAPDH	ACCTGCCAAGTATGATGA	GGAGTTGCTGTTGAAGTC
Col3a1	AACACGCAAGGCAATGAGAC	AAGCAAACAGGGGCCAATGTC
CCL2	CTCTTCCTCCACCACCAT	CTCTCCAGCCTACTCATTG
HRG	ACAGAAAGCAAGCCCTAAAG	GCAGAATCCAAAGACCAGAGG

### Statistical analysis

The findings of this study are presented using mean value ± standard deviation (SD) format, with all data points included in the analyses without any outliers being excluded from means or statistical significance calculations. To assess the significance of the previously calculated means, we conducted an ordinary one-way ANOVA, with a p-value of less than 0.05 considered statistically significant for all comparisons. We used the recommended multiple-comparison post hoc test in GraphPad Prism 9 to compare statistical differences between different populations.

### Institutional review board statement

The animal study protocol was approved by the Ethics Committee of the Koltzov Institute of Developmental Biology of the Russian Academy of Sciences (protocol number: 49; 22.07.2021).

### Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated and analysed during the current study are available in the [Gene Expression Omnibus] repository, [accession number GSE241894].

# Supplementary material for: Knockdown of Hyaluronan synthase 2 suppresses liver fibrosis in mice via induction of transcriptomic changes similar to 4MU treatment
**Source:** Sci Rep. 2024 Feb 2;14:2797. doi: 10.1038/s41598-024-53089-x
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary Information

1. **siRNA screening and titration**

Table S1:HAS2 siRNA sequences with least off-target effect potential screened and titrated.

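Each of the 8 sequences was searched in the transcript of Has2 on chromosome 15, and each had 1 match there. Transcripts of other genes were not searched, so matches outside Has2 are not excluded. Numbers 1, 5 and 7 of the table lie in the coding part of exon 2, numbers 3, 4 and 6 in the coding part of exon 4, and numbers 2 and 8 in the 3′ UTR in exon 4. The antisense strand of si5 pairs with TACGGAAATGTTTGCAAT at positions 56545288 to 56545305 of GRCm39. Has2 counts in the liver of the mice were at or under 3 in every library, so the effect of the siRNA on its target could not be measured there.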

| Sequence number | Sense | Anti-sense |
| --- | --- | --- |
| Has2_1 | ccGAuuAAAuuGAAcAAAdTsdT | UUUUGUUcAAUUuAAUCGdTsdT |
| Has2_2 | cGuucAAAuGucAAAuuudTsdT | AAAAUUUGAcAUUUGAACdTsdT |
| Has2_3 | ccuucuAGGuGGuGuAAudTsdT | AAUuAcACcACCuAGAAGdTsdT |
| Has2_4 | cuGGAuGGcuuuuAAuAudTsdT | uAuAUuAAAAGCcAUCcAdTsdT |
| Has2_5 | uuAcGGAAAuGuuuGcAAdTsdT | AUUGcAAAcAUUUCCGuAdTsdT |
| Has2_6 | cuAuGuGGuucucAucAAdTsdT | AUUGAUGAGAACcAcAuAdTsdT |
| Has2_7 | cAuuGuGAGAGGuuucuAdTsdT | AuAGAAACCUCUcAcAAUdTsdT |
| Has2_8 | ccuuGuGGcGAAGcAAAAdTsdT | UUUUUGCUUCGCcAcAAGdTsdT |

A

B

Supplementary Figure S1: siRNA screening and titration. (A)NIH 3T3 cells were transfected with siHAS2, and qPCR was done to evaluate potency of knockdown of the 8 siRNA sequences designed). (B) si5 and si6 were selected for IC50 determination due to their knockdown efficiency and si5 IC50 was 52pM with a 95% CI range of 35 pM to 78 pM whilst that of si6 was 116pM with a 95% CI range 55pM to 249pM. si5 was used for in-vivo experiments.

1. **Effect of 4MU and RNA-LNP on serum triglycerides**

Supplementary Figure S2: Triglyceride levels in the serum of mice with CCl4 induced fibrosis treated with 4MU, siHAS2, siluc and 4MU/siHAS. Data are present as mean ± SD, n= 4. ^**^—P < 0.01,

1. **4MU reduce HAS2 expression and hyaluronan production in stimulated HSC.**

We assessed changes in gene expression in non-activated and TGF-b-activated HSCs. Three days of TGF-b stimulation led to a 100-fold increase in HAS2 expression. 4MU reduced the expression of HAS2 in all tested concentrations (0.1-0.5 mM). For all in vitro experiments, we used 0.25 mM 4MU. Consistent with the decrease in HAS2 expression, the HA level in cell media was also reduced to the control level by 4MU treatment. More importantly, we observed no adverse effects on cell viability following 4MU treatment. We observed a significant difference in HA inhibition between 0.1-0.5 mM of 4MU.

B

A

**
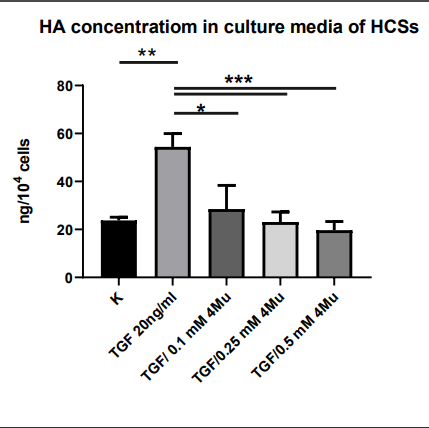
**

**
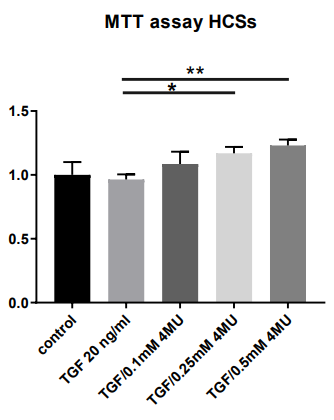
** **
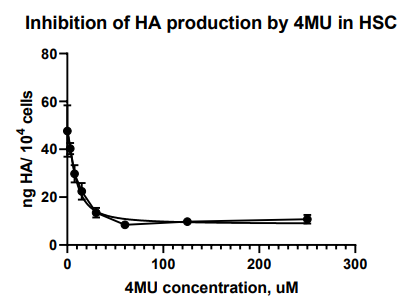
**

D

C

Supplementary Figure S3: 4MU at a concentration of 0.25 mM inhibits HAS2 mRNA expression and HA production in non-activated and TGF-b activated HSCs. (A) Relative mRNA expression analysis of HAS2 in non-activated and TGF-b activated HSCs. (B) HA concentration secreted into the media by non-activated and TGF-b activated HSCs treated with varying 4MU concentrations. 4MU inhibited HA secretion into media in a dose dependent fashion. (C) Determination of the cytotoxic activity of 4MU on non-activated and TGF-b activated HSCs using MTT assay. (D). 4MU dose response curve. IC50 dose was determined via titration in NIH3T3 cells. The titration dose ranged from 0-250uM; non-linear fit regression analysis revealed IC50 = 8.76 ± 1.12 uM. Data are presented as mean ± SD, n = 7 One-way ANOVA, ****p<0.0001, *** - p<0,001, ** - p <0,01, * -p<0,05, HSC=non activated HSC, aHSC=activated HSC

MTT assay

The MTT (Thiazolyl Blue Tetrazolium Bromide) used in the experiment was purchased from PanEco (Q105, Russia). The MTT was dissolved in PBS to a final concentration of 5 mg/mL. Next, 10 μL of the solution was added to 100 μL of cell culture medium and incubated for 3 hours under conditions of 37°C and 5% CO2. After the incubation period, the cell plates were centrifuged at 1500 rpm for 5 minutes. The media was then carefully removed, and 100 μL of pure DMSO was added to each well. Finally, the absorbance of the resulting solution was measured at 570 nm using a multi-plate reader.

1. **Transcriptomic analysis of DEGs**

Table S2:The top 20 upregulated and downregulated DEGs between non-treated and CCL_4_ treated mice.

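The fold changes of Table S2 were set beside those of 2 comparisons, the 2 CCl4 against the 4 control mice and all 14 CCl4-treated against all 13 other mice. In DESeq2 with 14 against 13 mice, the log2 fold changes of the 20 downregulated genes equalled the paper's after rounding in 20 of 20 cases. The printed adjusted p matched as well for 16 of the 20, all but Cyp3a41a, Cyp3a16, Cyp2a5 and Oat. For Cyp3a41a, for example, 1e-10 is printed and DESeq2 gave an adjusted p of 1.04e-101. In edgeR with CCl4 against control mice, 7 of the 20 fold changes were within 0.5 of the paper's. Of the 20 upregulated genes, 0 were within 0.5 in either comparison. For Smc2 the paper's reported value is 9.78 and that of 14 against 13 mice is 2.1. In the gene list of the same DESeq2 fit, each of the 20 pairs of a printed log2 fold change and adjusted p belonged to another gene, which stood between 1 and 401 places earlier in the order of the count file. Across the 20 genes, this distance had a Spearman's rho of 0.980 with the place in the file. The pair printed for Smc2, for example, belonged to Cdh17 and that for Jazf1 to Gpnmb.

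**Figure D6:**
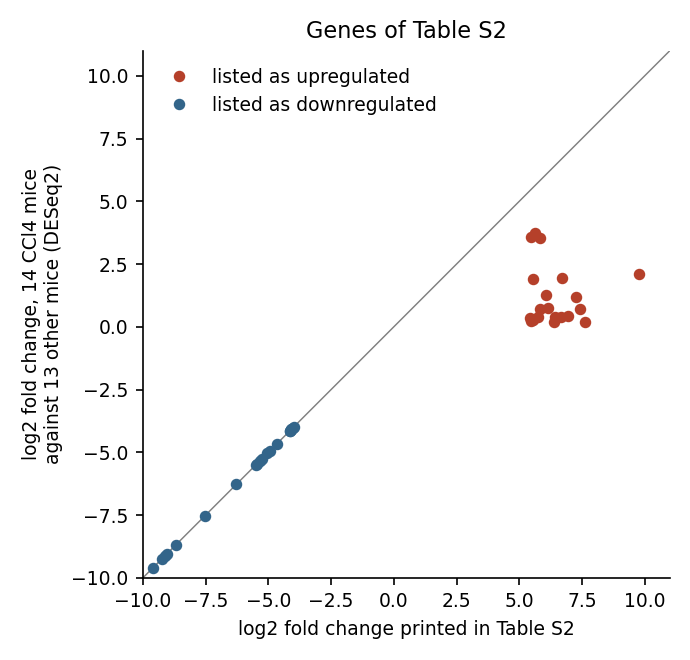
Log2 fold changes printed in Table S2 (horizontal axis) against those of the same genes in DESeq2 with 14 CCl4-treated against 13 other mice (vertical axis). The 20 downregulated genes lie on the line of equal values and the 20 upregulated genes do not.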

| ENSEMBL | Gene Symbol | log_2_ FC | | padj |
| --- | --- | --- | --- | --- |
| ENSMUSG00000028312 | Smc2 | 9,78 | 3,39E-36 | |
| ENSMUSG00000024242 | Map4k3 | 7,63 | 1,02E-27 | |
| ENSMUSG00000042439 | Zfp532 | 7,41 | 2,43E-24 | |
| ENSMUSG00000063568 | Jazf1 | 7,28 | 3,92E-62 | |
| ENSMUSG00000056536 | Pign | 6,96 | 6,06E-25 | |
| ENSMUSG00000001555 | Fkbp10 | 6,69 | 7,16E-48 | |
| ENSMUSG00000001855 | Nup214 | 6,65 | 3,35E-24 | |
| ENSMUSG00000047804 | Akap10 | 6,43 | 1,57E-17 | |
| ENSMUSG00000037519 | Ppfia1 | 6,4 | 8,32E-15 | |
| ENSMUSG00000020607 | Lratd1 | 6,15 | 1,28E-27 | |
| ENSMUSG00000020681 | Ace | 6,05 | 9,35E-23 | |
| ENSMUSG00000038976 | Ppp1r9b | 5,83 | 1,57E-18 | |
| ENSMUSG00000079553 | Kifc1 | 5,83 | 5,71E-15 | |
| ENSMUSG00000022414 | Tab1 | 5,76 | 9,72E-63 | |
| ENSMUSG00000022385 | Gtse1 | 5,63 | 3,80E-14 | |
| ENSMUSG00000049288 | Lix1l | 5,55 | 2,74E-35 | |
| ENSMUSG00000031398 | Plxna3 | 5,55 | 4,99E-36 | |
| ENSMUSG00000044641 | Pard6b | 5,47 | 5,80E-20 | |
| ENSMUSG00000046167 | Gldn | 5,46 | 1,49E-74 | |
| ENSMUSG00000004677 | Myo9b | 5,43 | 2,30E-14 | |
| ENSMUSG00000075551 | Cyp3a41a | -9,61 | 1,00E-10 | |
| ENSMUSG00000075552 | Cyp3a41b | -9,24 | 3,04E-62 | |
| ENSMUSG00000038656 | Cyp3a16 | -9,12 | 2,50E-16 | |
| ENSMUSG00000078674 | Mup11 | -9,04 | 1,42E-21 | |
| ENSMUSG00000005089 | Slc1a2 | -8,69 | 0 | |
| ENSMUSG00000069668 | Sult3a1 | -7,53 | 8,95E-43 | |
| ENSMUSG00000092008 | Cyp2c69 | -6,27 | 1,71E-66 | |
| ENSMUSG00000078680 | Mup10 | -5,51 | 7,83E-13 | |
| ENSMUSG00000078686 | Mup9 | -5,46 | 6,89E-18 | |
| ENSMUSG00000074375 | Sult2a3 | -5,34 | 8,86E-48 | |
| ENSMUSG00000005547 | Cyp2a5 | -5,27 | 1,60E-13 | |
| ENSMUSG00000096688 | Mup17 | -5,05 | 4,64E-17 | |
| ENSMUSG00000038754 | Elovl3 | -4,94 | 1,85E-22 | |
| ENSMUSG00000089873 | Mup13 | -4,65 | 1,14E-10 | |
| ENSMUSG00000038370 | Pcp4l1 | -4,15 | 7,02E-79 | |
| ENSMUSG00000078688 | Mup2 | -4,14 | 4,26E-22 | |
| ENSMUSG00000089694 | Nat8f7 | -4,11 | 8,90E-25 | |
| ENSMUSG00000032808 | Cyp2c38 | -4,08 | 7,10E-72 | |
| ENSMUSG00000030934 | Oat | -4,02 | 4,40E-17 | |
| ENSMUSG00000026473 | Glul | -3,97 | 0 | |

Table S3: GO_BP terms ordered by FDR. Count: number of genes enriched in the corresponding pathway; FDR, false discovery rate.

| #term ID | Term description | Count | FDR |
| --- | --- | --- | --- |
| GO:0044281 | Small molecule metabolic process | 61/1450 | 1.28e-06 |
| GO:0006082 | Organic acid metabolic process | 41/821 | 1.08e-05 |
| GO:0019752 | Carboxylic acid metabolic process | 39/754 | 1.08e-05 |
| GO:0043436 | Oxoacid metabolic process | 40/800 | 1.08e-05 |
| GO:0006629 | Lipid metabolic process | 46/1032 | 1.26e-05 |
| GO:0032787 | Monocarboxylic acid metabolic process | 28/461 | 3.44e-05 |
| GO:0008202 | Steroid metabolic process | 18/217 | 0.00017 |
| GO:0008152 | Metabolic process | 170/7331 | 0.0010 |
| GO:0015850 | Organic hydroxy compound transport | 13/139 | 0.0024 |
| GO:0062012 | Regulation of small molecule metabolic process | 21/360 | 0.0025 |
| GO:0009056 | Catabolic process | 55/1680 | 0.0033 |
| GO:0044255 | Cellular lipid metabolic process | 33/797 | 0.0042 |
| GO:1901615 | Organic hydroxy compound metabolic process | 22/420 | 0.0056 |
| GO:0044237 | Cellular metabolic process | 149/6445 | 0.0069 |
| GO:0044238 | Primary metabolic process | 147/6369 | 0.0086 |
| GO:0071704 | Organic substance metabolic process | 155/6844 | 0.0094 |
| GO:0055088 | Lipid homeostasis | 12/145 | 0.0100 |
| GO:0016053 | Organic acid biosynthetic process | 15/240 | 0.0191 |
| GO:0008203 | Cholesterol metabolic process | 10/111 | 0.0240 |
| GO:0010565 | Regulation of cellular ketone metabolic process | 11/137 | 0.0252 |
| GO:0006869 | Lipid transport | 15/258 | 0.0352 |
| GO:0010876 | Lipid localization | 16/292 | 0.0352 |
| GO:0016042 | Lipid catabolic process | 15/260 | 0.0352 |
| GO:1901575 | Organic substance catabolic process | 45/1425 | 0.0352 |

Table S4: MCODE Cluster 2 genes GO BP terms ranked by FDR.

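Table S4 orders GO terms for the genes that MCODE, a method that finds dense parts of a protein network, placed in cluster 2 of the genes lower with both 4MU and siHAS2-LNP. The false discovery rates come from the enrichment tool and were not recomputed here. Of the 14 genes that the table prints for this cluster, those for protein disulfide isomerases fell with 4MU by 1.08 (Pdia3), 1.01 (Pdia4) and 1.05 (Pdia6) on the log2 scale and with siHAS2-LNP by 0.70, 0.76 and 0.89. In CCl4 against control mice, 13 of the 14 were higher past the threshold, with a median log2 fold change of 1.04.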

|  | Description | FDR | Count | Gene symbol |
| --- | --- | --- | --- | --- |
| GO:0034976 | Response to endoplasmic reticulum stress | 5.77E-15 | 11/216 | Calr, Hsp90b1, Dnajc3, Sdf2l1, P4hb, Dnajc10, Pdia3, Uggt1, Hyou1, Pdia4, Hspa5 |
| GO:0045454 | Cell redox homeostasis | 6.05E-7 | 5/44 | P4hb, Dnajc10, Pdia3, Pdia6, Pdia4 |
| GO:0035966 | Response to topologically incorrect protein | 8.04E-7 | 6/126 | Calr, Dnajc3, Sdf2l1, Uggt1, Hspa5, Manf |
| GO:0036503 | ERAD pathway | 7.84E-6 | 5/85 | Hsp90b1, Sdf2l1, Dnajc10, Uggt1, Hspa5 |
| GO:1905897 | Regulation of response to endoplasmic reticulum stress | 4.1E-4 | 4/82 | [Dnajc3, Hyou1, Hspa5, Manf] |
| GO:0034975 | Protein folding in endoplasmic reticulum | 0.0041 | 2/4 | Dnajc3, Dnajc10 |
| GO:0031204 | Posttranslational protein targeting to membrane, translocation | 0.0084 | 2/7 | Sec61a1, Hspa5 |
| GO:1903334 | Positive regulation of protein folding | 0.0084 | 2/7 | Pdia3, Pdia4 |
| GO:0071712 | ER-associated misfolded protein catabolic process | 0.0131 | 2/10 | Sdf2l1, Uggt1 |
| GO:0098761 | Cellular response to interleukin-7 | 0.0292 | 217 | P4hb, Pdia3 |

How the deposited data were processed for this re-analysis (not part of the article)

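RNA from the livers of 27 mice was measured. Of the 8 groups, control had 4 mice, 4MU, siLuc-LNP and siHAS2-LNP without fibrosis had 3 each, CCl4 had 2, and CCl4 + 4MU, CCl4 + siLuc-LNP and CCl4 + siHAS2-LNP had 4 each. The deposited values are raw counts of read pairs per gene. To make these counts, the authors trimmed adapters with Trimmomatic, aligned to GRCm39 with HISAT2 and the annotation of Ensembl release 105, and counted with featureCounts in paired-end mode without reads that map to several places. The version of HISAT2 and the strand setting are not stated. The deposited counts are whole numbers for 55414 genes and were not normalised or filtered. Genes that share sequence with close copies, such as the Mup, Cyp2c, Cyp3a and Serpina1 families, lose reads that map to several places, and overlapping or antisense genes may share reads, so their counts are uncertain.

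Gene symbols, types and positions were taken from GENCODE vM39 (GRCm39) by the Ensembl identifier, which matched 54749 of the 55414 genes and left 665 without an entry. The analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Genes with a mean of at least 10 counts per library, as in the methods of the paper, were tested, 14114 in all, of which 14081 had a symbol. Libraries were normalised by TMM, all 8 groups entered a single fit without covariates, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. CPM values use the TMM-scaled totals, and limits in CPM use the totals themselves. The lower bounds of fold changes set 3 counts against the TMM-scaled totals.

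Total counts were 7044386 to 29425937 per library, so a limit of 3 counts corresponds to 0.102 to 0.426 CPM. A group whose libraries all had 3 counts or fewer was taken to be at the floor, and a fold change against it is given as a lower bound. Every script that tests many genes was first tested on simulated data drawn from the means and totals of the real libraries with 200 changed genes. These genes lay well above the low-count filter and changed by 1 or 2 on the log2 scale, so low counts and smaller changes were not covered. For 4 mice against 2, edgeR recovered 149 with 5 false calls, limma-voom 153 and DESeq2 166 with 20 false calls. For 4 against 4 the numbers were 176 with 7, 174, and 186 with 21. A shift of -0.5 added to the mitotic set was recovered with an adjusted p of 2.56e-50.

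The comparisons were CCl4 against control, each treated fibrotic group against CCl4, siHAS2-LNP against siLuc-LNP and 4MU against siHAS2-LNP in fibrotic mice, 4MU and siLuc-LNP against control and siHAS2-LNP against siLuc-LNP in mice without fibrosis, and the interactions of 4MU and of siHAS2-LNP with CCl4. Genes shared by 4MU and siHAS2-LNP passed the threshold in the same direction in both, and were set beside 50 simulations of unchanged groups against the same CCl4 libraries and 100 draws of the labels. Named genes were every gene that the paper names for its RNA-seq results, its Tables S2 and S4 and Table 1 included, Has1, Has2, Has3, Hyal1, Hyal2, Cemip, Cd44, Hmmr, Tlr4, Acta2, Col1a1 and Col3a1, and in each comparison the 5 genes with the largest log2 fold change in each direction among those past the threshold whose mice did not overlap. Predicted genes and identifiers without a symbol were left out of these 5. Counts adjusted over the list alone use the Benjamini-Hochberg adjustment over the 172 tested genes of all lists together. Some genes of these lists are not reported here.

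The 23 gene sets were mouse Reactome sets, tested by camera with a preset correlation of 0.01 on log2 CPM, with Benjamini-Hochberg adjustment over the sets of a comparison. Scores of sets are means of log2 CPM relative to the mean of each gene over all libraries. The sample structure was taken from a principal component analysis of CPM scaled per gene, with 100000 permutations of the CCl4 labels, and from Spearman correlations. The spread within a group is the mean of 1 - Spearman over its pairs. Other splits of the same mice were counted in full or, above 100, in 100 draws. Gaps within groups of 4 were tested with Dixon's ratio, for which chance gives 5%. The 3′ UTR seed test used GENCODE vM39 transcripts.

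The comparisons, their tests, the alternatives, the gene lists and the rule for named genes were set before the data were examined, with the exceptions at the end of this paragraph. The alternatives were DESeq2, limma-voom with sample quality weights, DESeq2's size factors in edgeR, no low-count filter, edgeR's filterByExpr, the replicate number as a block, only the compared groups in the fit, all 14 CCl4 mice against all 13 others, an absolute log2 fold change of at least 1, the unadjusted p, each mouse left out, other scalings for the principal components, Pearson's correlation for the spread, and fry and an estimated correlation for the sets. Fits with only the fibrotic groups, the lists of epithelial and smooth muscle genes, a second version of the gap test and the share of counts without Lars2 were added after values had been seen. So were tests of explanations for Marco, Cd163 and Vsig4, for Table S2, for the correlation of the fold changes, for the share of the 50 most abundant genes, and on single mice.

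The deconvolution into cell types was not repeated, as it needs single-cell references that were not analysed here, and marker genes were tested in its place. The GO enrichment and the protein network were not repeated, and Reactome sets were tested instead. Staining, qPCR and blood values were not analysed here.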

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

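The tests of 4MU for the genes high in CCl4 + 4MU mouse 4, of CCl4 + siLuc-LNP mouse 4 alone and of the depth of CCl4 + siHAS2-LNP mouse 4 were chosen only after the result was seen, as was the limit for the share of the 50 most abundant genes of CCl4 + siLuc-LNP mouse 3. In each group of 4 mice, the gap between the highest or the lowest mouse and the nearest other mouse was divided by the range of the group. Of 655 groups of values, 59 exceeded Dixon's 95% critical value, where chance gives 32.8. With genes taken on log2(CPM + 1), in the groups of their own comparisons and above 3 counts, a version run after the first result had been seen and then set aside, 23 of 301 did, where chance gives 15. In the first version, for library measures it was 3 of 24 (1.2 by chance), for scores of gene sets 4 of 92 (4.6 by chance) and for single genes 52 of 539 (27 by chance). CCl4 + 4MU mouse 4 held 9 of the 59, and CCl4 + siHAS2-LNP mouse 4 and CCl4 + siLuc-LNP mouse 4 held 6 each. CPM values stop at 0, which widens the gaps of genes with few counts.

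Control mouse 1 was highest of its group in Mup11 (57.8 CPM), Cdh17 (0.0509 CPM) and Gdf3 (0.0509 CPM) and lowest in Hspa5 (650.1 CPM). Control mouse 2 was highest of its group in Pard6b (9.86 CPM) and Pdia4 (268 CPM) and lowest in Timp1 (0.0590 CPM). Control mouse 3 was highest of its group in Cav1 (1.75 CPM). Control mouse 4 was highest of its group in Ppfia1 (26.9 CPM), Smchd1 (12.1 CPM) and Brca2 (8.63 CPM) and lowest in Lratd1 (0.572 CPM) and Glul (452 CPM). In these values no explanation was tested, technical or biological.

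CCl4 + 4MU mouse 1 was lowest in Lgals1 (37.8 CPM). CCl4 + 4MU mouse 2 was highest of its group in the chylomicron transport score (0.23) and Gstk1 (110.5 CPM). CCl4 + 4MU mouse 3 was highest of its group in Cyp3a41b (0.296 CPM) and Cx3cr1 (7.83 CPM) and lowest in the cytochrome P450 score (-0.43) and Gabarapl1 (156 CPM). CCl4 + 4MU mouse 4 was highest of its group in PC2 (121), Tab1 (12.6 CPM), Krt19 (92.6 CPM), Krt7 (4.45 CPM), Epcam (19.6 CPM), Acta2 (23.2 CPM), Lad1 (8.79 CPM) and Kcnq1 (10.6 CPM) and lowest in Colec12 (35.2 CPM). Cldn4, Elf3, Krt23, Muc13, Sox17, St14 and Cldn3 were among 8 genes listed as genes of gallbladder and large bile duct epithelium and Tagln, Smtn, Lmod1, Synpo2, Pgm5, Synm, Hspb6 and Mylk as genes of smooth muscle, after Krt19, Krt7, Epcam, Lad1, Kcnq1 and Acta2 had been seen high in mouse 4 and before the values of the listed genes were seen. The other libraries also express the most abundant of these genes, with a median over all 27 of 141 CPM for Cldn3 and 67.0 CPM for Mylk. Mouse 4 was the highest of the 27 libraries in 3 of the 8 epithelial genes, Elf3 (11.8 CPM), Sox17 (8.79 CPM) and St14 (9.39 CPM), and not in the most abundant of them, Cldn3 (199 CPM, at most 201 in the others). It was the highest of the 14 fibrotic libraries in 3 of the 8 smooth muscle genes, Lmod1 (3.2 CPM), Synpo2 (3.24 CPM) and Synm (1.32 CPM), and not in Mylk (58.8 CPM). Both 3 of 8 lie between the 6 that such tissue in the sample would need and the 2 or fewer that would speak against it, so epithelium or smooth muscle in the sample and a change in the liver cells of this mouse cannot be told apart. The genes Dmbt1 (2350 CPM), Muc1 (54.2 CPM) and Myh11 (21.8 CPM), singled out after their values were seen, were also highest in mouse 4. An effect of 4MU would place the other 3 CCl4 + 4MU mice above both CCl4 mice, which held in 2 of the 5 genes Krt19, Krt7, Epcam, Lad1 and Kcnq1 and speaks against 4MU as the cause of the pattern. Without mouse 4 the adjusted p of the change with 4MU was 0.505 for Lad1 and 0.0801 for Kcnq1, against 0.0366 and 0.0137 with it. For Lad1 it ranged from 2.26e-05 to 0.481 over the alternatives, where DESeq2 gave none, and for Kcnq1 from 6.96e-06 to 0.211.

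CCl4 + siLuc-LNP mouse 1 was highest of its group in Jazf1 (1.92 CPM), Spp1 (677 CPM), Serpina1c (654 CPM), Lad1 (1.29 CPM) and Trem2 (24.0 CPM). CCl4 + siLuc-LNP mouse 2 was highest of its group in Mup10 (0.116 CPM) and Mup17 (0.694 CPM) and lowest in Exosc3 (12.9 CPM). CCl4 + siLuc-LNP mouse 3 was highest of its group in the share of counts in its 50 most abundant genes (49.6%) and P4hb (2019 CPM). CCl4 + siLuc-LNP mouse 4 was highest of its group in Gldn (3.81 CPM), Mup13 (0.0693 CPM), Cyp3a41a (0.0693 CPM), Pcgf5 (18.5 CPM), Brca1 (19.3 CPM) and Polq (6.58 CPM). In mouse 3, 16.6% of counts lay on genes that do not encode proteins, against 1.04 to 2.87% in the other 26 libraries, and Lars2 reached 20940 CPM. Over protein-coding genes alone, the 50 most abundant took 41.4% of its counts, against 37.6 to 39.0% in the other 3 mice of the group, and without Lars2 40.3%, against 37.59 to 39.05%. Most of the difference thus goes with these counts. The 41.4% and the 40.3% still exceed the other 3 mice but lie within the 95% prediction limit that these 3 give for another mouse, so for the rest a further cause and the spread between mice cannot be told apart.

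CCl4 + siHAS2-LNP mouse 1 was highest of its group in the share of counts in its 50 most abundant genes (40.7%), the chylomicron transport score (0.22) and Hrg (1262 CPM) and lowest in the unfolded protein response score (-0.10). CCl4 + siHAS2-LNP mouse 2 was lowest in Kng1 (2421 CPM). CCl4 + siHAS2-LNP mouse 3 was highest of its group in Mup11 (0.0803 CPM) and Cyp3a59 (80.1 CPM) and lowest in Polq (1.45 CPM). CCl4 + siHAS2-LNP mouse 4 was highest of its group in Mup13 (0.668 CPM), Cyp3a41b (0.134 CPM), Cyp3a16 (1.2 CPM), Cyp2c69 (4.81 CPM) and Krt19 (2.80 CPM) and lowest in Plau (1.2 CPM). Mouse 4 had the lowest total count of all libraries. Without it, 1520 genes passed the threshold in CCl4 + siHAS2-LNP against CCl4 mice, against 2038 with it. As the number fell without each of the 4 mice, this does not test the depth of mouse 4, whose effect on the number stays open. For the single values above, no biological explanation was tested.

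The effect of 4MU differed between fibrotic mice and mice without fibrosis in 800 genes with an adjusted p under 0.05 for the interaction, 384 higher and 416 lower. It was 237 without 4MU mouse 2, 244 without CCl4 + 4MU mouse 1, 246 without CCl4 + 4MU mouse 4, 271 without 4MU mouse 3, 351 without control mouse 1, 441 without control mouse 2 and 520 without CCl4 + 4MU mouse 2. Fibrosis itself is the biological explanation that the design gives, and technical ones were not tested for this difference. The effect of siHAS2-LNP against siLuc-LNP differed between fibrotic mice and mice without fibrosis in 5 genes, with 1612 at an unadjusted p under 0.05. In 100 draws of the siRNA labels within both sets of mice, the real labels included, 5 gave as many genes, and other draws reached 129. The random grouping of mice thus leaves a number as large open as chance. There were 26 genes without CCl4 + siLuc-LNP mouse 3, 25 without CCl4 + siHAS2-LNP mouse 1, 9 without siLuc-LNP mouse 2, 7 without CCl4 + siLuc-LNP mouse 2, 1 without siHAS2-LNP mouse 1 or CCl4 + siLuc-LNP mouse 4, and 0 without any 1 of the other 8 mice.

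For 6 comparisons the paper gives no number of genes. Between CCl4 + siLuc-LNP and CCl4 mice, 35 genes passed the threshold. This number was 1062 without CCl4 + siLuc-LNP mouse 4, 10 without mouse 1, 12 without mouse 2 and 7 without mouse 3, so the low number may rest on CCl4 + siLuc-LNP mouse 4 alone, whose mitotic score of 0.796 was the highest of its group. Between CCl4 + siHAS2-LNP and CCl4 + siLuc-LNP mice 154 genes passed, and in 2 of the 35 splits of these 8 mice, the real one included, as many did. Between CCl4 + 4MU and CCl4 + siHAS2-LNP mice 172 passed, 108 higher and 64 lower with 4MU. Here 1 of the 35 splits, the real one, gave as many, and the others gave at most 2. It was 13 without CCl4 + siHAS2-LNP mouse 3 and 390 without CCl4 + siHAS2-LNP mouse 1.

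In mice without fibrosis, 1 gene passed between 4MU and control, 6 between siHAS2-LNP and siLuc-LNP and 30 between siLuc-LNP and control, with 966, 1262 and 960 at an unadjusted p under 0.05. As many passed in 4 of 35 splits of the 4MU and control mice, where others reached 6, and in 2 of 35 splits of the siLuc-LNP and control mice, where the other reached 54. In the siHAS2-LNP and siLuc-LNP mice 1 of 10 splits, the real one, gave as many and the others 0. With 3 mice in each group no share under 10% can be reached, so an effect of the siRNA and a random grouping of these mice cannot be told apart. Without 4MU mouse 1 or 3 or control mouse 1, 2 or 3, 0 genes passed between 4MU and control. Between siHAS2-LNP and siLuc-LNP, 1 passed without siHAS2-LNP mouse 2 or 3, 2 without siHAS2-LNP mouse 1 or siLuc-LNP mouse 3 and 3 without siLuc-LNP mouse 2. Between siLuc-LNP and control, 14 passed without siLuc-LNP mouse 3, 17 without control mouse 4 and 19 without siLuc-LNP mouse 2.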

How the results depend on the processing

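Counts of genes and named genes were recomputed with DESeq2, with limma-voom and sample quality weights, with DESeq2's size factors in edgeR, with no low-count filter, with edgeR's filterByExpr, with only the compared groups in the fit (also in DESeq2 for CCl4 against control and for 4MU, siHAS2-LNP and their shared genes against CCl4), with the replicate number as a block and with each mouse left out. The 2 fits with only the fibrotic groups, in edgeR and DESeq2, were chosen after the data were seen. Gene sets were tested again with fry, an estimated correlation and DESeq2's size factors and, interactions aside, with mice left out. The sample structure was computed again with other scalings and no low-count filter, and the spread within groups also with Pearson's correlation and mice left out. Where only the compared groups were fitted, no interaction can be given. Leaving out 1 of the 2 CCl4 mice gives fold changes without a test and no count.

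The 4805 genes between CCl4 and control mice stayed between 3949 (limma-voom) and 6689 (DESeq2, 14 against 13 mice) under the alternatives other than the fold-change threshold of 1 on the log2 scale, which gave 2636, and between 4141 and 4464 in the 4 fits that each left out 1 control mouse. The other counts changed by more than 1.5 times under some alternatives. The added fold-change threshold, which removes genes by construction, gave 1139 of 2580 genes for 4MU against CCl4, 1058 of 2038 for siHAS2-LNP against CCl4 and 573 of 1262 shared genes, and the unadjusted p gave 4777, 4215 and 2761.

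With DESeq2 the counts were 295 for siLuc-LNP against CCl4 (35 in edgeR), 412 for siHAS2-LNP against siLuc-LNP in fibrotic mice (154), 505 for 4MU against siHAS2-LNP in fibrotic mice (172), 51 for 4MU against control (1), 77 for siHAS2-LNP against siLuc-LNP in mice without fibrosis (6), 67 for siLuc-LNP against control (30), 1481 for the 4MU interaction (800) and 67 for the siHAS2 interaction (5). With no low-count filter they were 427, 656, 975, 136, 158, 143, 1386 and 304 in the same order. With limma-voom they were 1322 for siHAS2-LNP against CCl4, 175 for siLuc-LNP against CCl4, 12 and 1024 for the next 2, 2, 171 and 84 for the 3 without fibrosis, and 0 for the siHAS2 interaction. With only the compared groups in the fit they were 1 for siLuc-LNP against CCl4, 0 for siHAS2-LNP against siLuc-LNP in fibrotic mice, 0 for 4MU against control and 10 for siLuc-LNP against control. The unadjusted p under 0.05, for comparison, held in 2349 genes for siHAS2-LNP against siLuc-LNP in fibrotic mice, 966 for 4MU against control and 1612 for the siHAS2 interaction. The cause was not tested.

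With only the fibrotic groups in the fit, edgeR gave 1596 genes for 4MU against CCl4, 1276 for siHAS2-LNP against CCl4, 2 for siLuc-LNP against CCl4, 2 for siHAS2-LNP against siLuc-LNP, 87 for 4MU against siHAS2-LNP and 695 shared genes, and DESeq2 gave 133 for siLuc-LNP against CCl4, 408 for siHAS2-LNP against siLuc-LNP and 484 for 4MU against siHAS2-LNP. A candidate explanation for the lower counts is a larger spread between fibrotic than between other mice, since the common dispersion was 0.0584 against 0.0433, a ratio of 1.35.

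Leaving out each mouse in turn gave counts of 1647 to 2600 for 4MU against CCl4 (4 fits, lowest without CCl4 + 4MU mouse 4), 1242 to 1850 for siHAS2-LNP against CCl4 (4 fits, lowest without CCl4 + siHAS2-LNP mouse 3), 7 to 1062 for siLuc-LNP against CCl4 (4 fits, lowest without CCl4 + siLuc-LNP mouse 3), 4 to 230 for siHAS2-LNP against siLuc-LNP in fibrotic mice (8 fits, lowest without CCl4 + siHAS2-LNP mouse 3), 13 to 390 for 4MU against siHAS2-LNP in fibrotic mice (8 fits, lowest without CCl4 + siHAS2-LNP mouse 3), 0 to 1 for 4MU against control (7 fits, lowest without control mouse 1), 1 to 9 for siHAS2-LNP against siLuc-LNP in mice without fibrosis (6 fits, lowest without siHAS2-LNP mouse 2), 14 to 28 for siLuc-LNP against control (7 fits, lowest without siLuc-LNP mouse 3), 237 to 960 for the 4MU interaction (11 fits, lowest without 4MU mouse 2), 0 to 26 for the siHAS2 interaction (14 fits, lowest without siHAS2-LNP mouse 2) and 899 to 1233 for the shared genes (8 fits, lowest without CCl4 + siHAS2-LNP mouse 3). For 4MU against control, the siHAS2 interaction and siHAS2-LNP against siLuc-LNP in mice without fibrosis, several mice gave the same lowest count. Fewer mice lower the power of each fit by construction. Why single mice raised a count was not tested.

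Of the 23 gene sets, 10, 10, 11, 4 and 12 passed in camera for CCl4 against control, 4MU against CCl4, siHAS2-LNP against CCl4, siLuc-LNP against CCl4 and siHAS2-LNP against siLuc-LNP in fibrotic mice. With an estimated correlation between genes 0 passed in each of the 5. With fry 11, 9, 6, 2 and 3 passed. Leave-one-out counts were 10 to 12, 8 to 11, 10 to 11, 3 to 7 and 8 to 12. For siLuc-LNP against CCl4, 7 passed without CCl4 + siLuc-LNP mouse 3 and 7 without mouse 4. The share of PC1 of 26.1% was 27.2% for scaled log2 CPM, 46.3% for unscaled log2 CPM, 60.2% for unscaled CPM and 15.4% with no low-count filter. All 14 CCl4-treated mice lay on one side of all 13 others on PC1 under each of these except unscaled CPM, where 4 did (permutation p = 0.03, against 1e-05, the smallest that the permutations can give, under the others). The spread within CCl4 + siLuc-LNP of 0.0307 was 0.0284 with Pearson's correlation and 0.0592 with no low-count filter, and 0.0224 to 0.0375 with 1 mouse left out. With an estimated correlation the test has less power by construction. The preset correlation can in turn call too many sets. It passed a median of 7.5 sets in the other splits of the CCl4 + siHAS2-LNP and CCl4 + siLuc-LNP mice. For the other changes the cause was not tested.

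For single genes, 1900 values under alternatives other than leaving out a mouse covered 196 gene results. Of these, 1690 kept direction and side of the threshold, 124 kept the direction and lost the threshold, 81 kept the direction and newly passed, and 5 changed sign. Losses were most frequent with only the fibrotic groups in the fit (32 of 128), with only the compared groups (28 of 192) and with limma-voom (26 of 196). Of 854 values with a mouse left out and a test, 742 stayed, 95 lost the threshold, 3 newly passed and 14 changed sign. Of the 348 values without 1 of the 2 CCl4 mice, which have no test, 131 moved by more than the spread between mice. The sign turned in 5 of the 348, for Pard6b (-0.23), Ppfia1 (-0.12) and Tab1 (0.083) in CCl4 against control without CCl4 mouse 2, and without CCl4 mouse 1 for Apoa1 with 4MU (0.58) and for Gldn in CCl4 against control (-5.49), where the other CCl4 mouse had 0 counts and the size depends on the prior count.

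Among the values with a test, the sign changed for Tab1 in CCl4 against control to 0.39 with 14 against 13 mice in edgeR and 0.39 in DESeq2, to 0.043 without control mouse 1 and to 0.0034 without control mouse 2, and for Pard6b to -0.029 without control mouse 1 and -0.022 without control mouse 4. For Apoa1 with 4MU it changed to 0.030 with limma-voom, to 0.064 without CCl4 + 4MU mouse 1 and to 0.042 without CCl4 + 4MU mouse 4. Between siHAS2-LNP and siLuc-LNP in fibrotic mice it changed for Marco to 0.24 without CCl4 + siLuc-LNP mouse 2, and for Cd163 to -0.060 without CCl4 + siHAS2-LNP mouse 1 and -0.058 without CCl4 + siLuc-LNP mouse 4. Between siLuc-LNP and control it changed for Timd4 to 0.024 with limma-voom, 0.013 without control mouse 1 and 0.027 without siLuc-LNP mouse 1, and for Cd5l to 0.054 without control mouse 1, 0.0085 without siLuc-LNP mouse 1 and 0.029 without siLuc-LNP mouse 2. None of these 7 results passed the threshold in edgeR over all 8 groups. Over all mice left out in turn, these 7 ranged as follows: Pard6b -0.23 (without CCl4 mouse 2) to 0.23 (without CCl4 mouse 1); Tab1 -0.11 (without CCl4 mouse 1) to 0.083 (without CCl4 mouse 2); Apoa1 -0.47 (without CCl4 mouse 2) to 0.58 (without CCl4 mouse 1); Marco -1.56 (without CCl4 + siHAS2-LNP mouse 3) to 0.24 (without CCl4 + siLuc-LNP mouse 2), where the first leaves CCl4 + siHAS2-LNP mice at the floor of 3 counts and its size depends on the prior count; Cd163 -0.060 (without CCl4 + siHAS2-LNP mouse 1) to 0.65 (without CCl4 + siLuc-LNP mouse 2); Timd4 -0.22 (without siLuc-LNP mouse 3) to 0.027 (without siLuc-LNP mouse 1); and Cd5l -0.43 (without siLuc-LNP mouse 3) to 0.054 (without control mouse 1). The cause was not tested.

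Mice of different groups carry the same replicate numbers, but neither the paper nor the labels say that a number marks a shared litter, batch or day. Deviations from the group means of same-numbered mice had a median rho of -0.036 over 83 pairs, with 19 over 0.1, against -0.0076 over 234 pairs with other numbers, so the numbers do not pair the mice. With the replicate number as a block, the counts were 4520 for CCl4 against control, 2183, 1822 and 17 for 4MU, siHAS2-LNP and siLuc-LNP against CCl4, 12 for siHAS2-LNP against siLuc-LNP and 108 for 4MU against siHAS2-LNP in fibrotic mice. They were 1, 8 and 21 for 4MU against control, siHAS2-LNP against siLuc-LNP and siLuc-LNP against control in mice without fibrosis, 561 and 2 for the 4MU and siHAS2 interactions and 1115 for the shared genes. Of 196 gene results under the block, 181 kept direction and side of the threshold, and Apoa1 with 4MU changed sign, to 0.17. The ranges beside single genes in the text leave out the block.

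Depth limits the results for genes of low abundance. At the totals of these libraries 3 counts correspond to 0.102 to 0.426 CPM, so that Has2 and Cemip could not be tested. At these depths 149 of 200 simulated changes were recovered with 4 mice against 2, but the changed genes lay well above the low-count filter. That share does not hold for genes of low abundance.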

Differences from the paper's values

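The number of genes more than 2 on the log2 scale higher in CCl4-treated mice was 635, against the paper's 418. Of the alternatives set before the data were examined, 14 against 13 mice in edgeR (448), the same mice in DESeq2 (417) and leaving out control mouse 2 (623) lay within 1.5 times the paper's value, the last only just, and the others did not. PC1 held 26.1% of the variance, against the paper's 12.9%, and PC2 14.8%, against the paper's 8.6%. Without the low-count filter PC1 held 15.4% and PC2 9.68%, and with unscaled log2 CPM PC2 held 11.0%. The other alternatives set before the data were examined did not close these 2 gaps.

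For the 20 upregulated genes of Table S2, the log2 fold change between CCl4 and control mice and the paper's value were 3.62 against the paper's 9.78 for Smc2, 0.071 against the paper's 7.63 for Map4k3, 0.29 against the paper's 7.41 for Zfp532, 1.69 against the paper's 7.28 for Jazf1, 0.75 against the paper's 6.96 for Pign, 3.24 against the paper's 6.69 for Fkbp10, 0.53 against the paper's 6.65 for Nup214, 0.38 against the paper's 6.43 for Akap10, 0.040 against the paper's 6.4 for Ppfia1, 2.04 against the paper's 6.15 for Lratd1, 1.52 against the paper's 6.05 for Ace, 1.03 against the paper's 5.83 for Ppp1r9b, 4.79 against the paper's 5.83 for Kifc1, -0.033 against the paper's 5.76 for Tab1, 4.92 against the paper's 5.63 for Gtse1, 0.71 against the paper's 5.55 for Lix1l, 1.77 against the paper's 5.55 for Plxna3, 0.0046 against the paper's 5.47 for Pard6b, 3.79 against the paper's 5.46 for Gldn and 0.35 against the paper's 5.43 for Myo9b. For Gldn, DESeq2 gave 3.84 on all groups and 3.83 on the compared groups, each within its standard error of the paper's value. For the other 19, none of the alternatives set before the data were examined lay within 1 standard error.

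For the downregulated genes of Table S2 the values were -6.45 against the paper's -7.53 for Sult3a1, -5.93 against the paper's -5.27 for Cyp2a5, -8.43 against the paper's -4.94 for Elovl3, -4.79 against the paper's -4.15 for Pcp4l1, -5.46 against the paper's -4.11 for Nat8f7, -5.26 against the paper's -4.08 for Cyp2c38 and -3.71 against the paper's -4.02 for Oat. Elovl3 was at or under 3 counts in the CCl4 mice, so its fitted value depends on the prior count. Its bound is a log2 fold change of -3.93 or lower, which the paper's -4.94 meets, so no difference is shown for Elovl3. With 14 against 13 mice, an alternative set before the data were examined, edgeR and DESeq2 lay within 1 standard error of the paper's value for these 7 genes. Other alternatives did so for Sult3a1 (DESeq2 on all groups and on the compared groups, limma-voom and the replicate number as a block), Elovl3 (limma-voom) and Oat (only the compared groups in the fit). For Cyp2a5, Pcp4l1, Nat8f7 and Cyp2c38 no other alternative did.

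Beyond these values, 8 genes that the paper's text names as changed were not past the threshold between CCl4 and control mice. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment they were Map4k3 (adjusted p = 0.743), Zfp532 (0.458), Pard6b (0.99), Ppfia1 (0.889), Akap10 (0.138), Tab1 (0.926), Myo9b (0.0567) and Gldn (0.0588). All 8 passed with 14 against 13 mice in edgeR and DESeq2. Nup214, which only Table S2 lists as upregulated, also missed the threshold in edgeR (adjusted p = 0.0992). It passed with 14 against 13 mice in DESeq2 (adjusted p = 0.00195). Myo9b also passed with DESeq2, with DESeq2's size factors and without control mouse 1, and Gldn with no low-count filter, with only the compared groups in the fit and with the replicate number as a block. Tab1, which the paper lists as upregulated, had a log2 fold change of -0.033.

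Some genes that the paper names from its transcriptome as lower or higher with treatment were not past the threshold in edgeR. With 4MU they were Cav1 (adjusted p = 0.0644), Flt1 (0.0673), Itgb3 (0.122) and Sec61a1 (0.0505). With siHAS2-LNP they were Itgb3 (0.0731), Sec61a1 (0.0669), Exosc3 (0.0753), Hrg (0.0557) and Col3a1 (0.0804). From qPCR, the paper also reports Acta2, Col1a1 and Col3a1 as lower with 4MU. In the RNA-seq counts these belong to the tested stellate cell and fibroblast markers, none of which passed with 4MU. Acta2 was 23.2 CPM in CCl4 + 4MU mouse 4. In the other CCl4 + 4MU mice it was 1.30 to 4.18 CPM, below both CCl4 mice (8.71 and 41.7 CPM). The missed threshold thus does not show that Acta2 was unchanged. With 4MU, Cav1 passed with DESeq2, with no low-count filter and without CCl4 + 4MU mouse 4. Flt1 passed with DESeq2, with the compared groups alone in edgeR and DESeq2 and with the replicate number as a block. Sec61a1 passed with DESeq2, DESeq2's size factors, no low-count filter, filterByExpr and the compared groups alone in edgeR and DESeq2. With siHAS2-LNP, Itgb3 passed with DESeq2. Sec61a1 passed with DESeq2, no low-count filter and the compared groups alone in edgeR and DESeq2. Hrg passed with DESeq2, no low-count filter, DESeq2 on the compared groups and the replicate number as a block. Col3a1 passed with no low-count filter and the compared groups alone in edgeR and DESeq2. In the fits of the fibrotic groups, which were chosen after seeing the values, DESeq2 also called Cav1, Flt1, Itgb3 and Sec61a1 with 4MU and Itgb3, Sec61a1 and Exosc3 with siHAS2-LNP, and edgeR called Flt1 and Sec61a1 with 4MU and Itgb3, Sec61a1 and Exosc3 with siHAS2-LNP. Of the genes named in the volcano plots, Prok1 with 4MU (adjusted p = 0.0943) and Npas2 with siHAS2-LNP (0.109) did not pass. Both passed with no low-count filter and with the compared groups alone in edgeR and DESeq2, and with DESeq2 on the fibrotic groups, and Prok1 also with edgeR on these. The paper reports glutathione metabolism and the clearance of chylomicron remnants as higher with 4MU, and TGF-β signalling and the hypoxia response as lower with siHAS2-LNP. The Reactome sets for these had an adjusted p of 0.158, 0.731, 0.580 and 0.762 in camera, and fry and an estimated correlation did not call them either. These sets are not the paper's GO terms, which were tested for enrichment among its changed genes. A set that did not pass here thus does not rule out the paper's term. The paper also reports Cemip as lower with siHAS2-LNP. It was not tested here, with 3 and 2 counts in the CCl4 mice and 1 to 2 in the CCl4 + siHAS2-LNP mice.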

Other observations

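The tests on Marco, Cd163 and Vsig4, on Table S2, on CCl4 + 4MU mouse 4 alone and on the correlation of the fold changes were chosen only after the result was seen. Marco and Cd163 also fell in mice without fibrosis given siLuc-LNP, with log2 fold changes of -4.46 and -4.21 against control (adjusted p = 0.00232 and 6.88e-06), lower in 3 of 3 mice. A fall of -4.21 in the gene that fell less speaks against the HAS2 sequence of the siRNA as the cause. The other Kupffer cell markers Clec4f, Timd4 and Cd5l changed by -0.37, -0.10 and -0.12 there, so that the lowest, -0.37, speaks against the loss of Kupffer cells as a whole as the cause of the fall of Marco and Cd163. An effect of the particle on these 2 genes stays open and may be a candidate explanation. The signs of Timd4 and Cd5l turn without control mouse 1 or siLuc-LNP mouse 1.

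Vsig4 changed by -1.20 with siLuc-LNP in mice without fibrosis (adjusted p = 0.298), and its adjusted p ranged from 0.000197 to 0.534 over the alternatives and passed with no low-count filter. In fibrotic mice with siHAS2-LNP, Clec4f changed by -1.73 against CCl4 mice. Whether the fall of Vsig4 with siHAS2-LNP goes back to the HAS2 sequence, to the particle or to a loss of Kupffer cells cannot be told apart, since its change with siLuc-LNP did not pass the threshold and the other markers also fell in fibrotic mice. In that comparison Timd4 changed by -1.28 (standard error 0.332, adjusted p = 0.0126) and Cd5l by -0.57 (standard error 0.309, adjusted p = 0.222). For Timd4 the adjusted p ranged from 0.000246 to 0.0892 and missed the threshold with limma-voom, and for Cd5l it ranged from 0.0380 to 0.414 and passed with DESeq2 on the compared groups.

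The 1262 genes shared by 4MU and siHAS2-LNP were set against technical explanations. Of 50 simulations without a treatment effect, the largest number of shared genes was 1. Of 100 draws of the labels of the 10 mice, the real labels included, 1 gave as many, and the others gave at most 59. Without each library's trend with GC content, 1538 genes were shared, and without its trend with gene length 1494, against 1277 on the same 14081 genes without a correction. Of these 1277, 1130 and 1211 stayed. These values speak against the shared CCl4 libraries, the drawing of labels and both trends as the whole cause. The correlation of the fold changes, 0.748, was above the largest simulated value of 0.647, but 21 of 100 draws of the labels gave one as high. A correlation of this size thus cannot be taken as evidence for a shared effect of both treatments. As 1260 of the 1262 genes also changed in the same direction with siLuc-LNP, a part of the shared change may come from the comparison with the same 2 CCl4 mice or from what all treated mice have in common, and the largest simulated number of 1 shared gene covers chance between mice only.

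The seed of the si5 guide strand, TTGCAAA, has a match in the 3′ UTR of 1913 of 12622 genes. Between siHAS2-LNP and siLuc-LNP in fibrotic mice, the median log2 fold change of these genes lay -0.0091 from that of the others, and 13.3% of the 420 words of the same composition, the match included, gave a median as low. In mice without fibrosis the difference was -0.030 and 7.86% of words gave one as low. These shifts of the median leave open whether seed matches lowered some genes. Of the 38 genes with a 3′ UTR that were lower with siHAS2-LNP past the threshold in fibrotic mice, 9 had the match (23.7%, with 95% limits of 11.4% and 40.2%, against 15.2% of all genes), which speaks against seed matches as the cause of most of them and leaves the 9 open. The fall of the mitotic gene set with 4MU kept a mean of -0.57 against CCl4 mouse 1 alone, the mouse that gives the smaller change, and -1.02 against mouse 2 alone, which speaks against 1 CCl4 library as its cause. Of 100 draws of the CCl4 labels, 1, the real one, gave as many genes as 14 against 13 mice, 6561, and the others gave at most 561. Without CCl4 + 4MU mouse 4, 1599 of the 2580 genes with 4MU stayed past the threshold in the same direction, so this mouse alone did not give most of them. Of the 35 splits of the CCl4 + siHAS2-LNP and CCl4 + siLuc-LNP mice, 6 gave 12 gene sets or more, the real one included. In the others the median was 7.5 and the largest number 14.

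In Table S2, all 20 printed pairs of a log2 fold change and an adjusted p for upregulated genes equalled those of another gene in DESeq2 with 14 against 13 mice, each earlier in the order of the count file. The number of printed genes within 0.5 of the paper's fold change was 0 in CCl4 against control and with 14 against 13 mice. A candidate explanation is that the values were taken from other places of the same gene list, which 20 of 20 pairs would need, whereas another choice of mice, with 0 of 20, would not give them.

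Between siLuc-LNP and control mice, genes singled out by the size of their change were Gdf3, at least 7.66-fold higher (adjusted p = 0.000905), Trem2, with a log2 fold change of 2.93 (standard error 0.407, adjusted p = 0.000531), Cx3cr1 with 2.94 (standard error 0.374, adjusted p = 0.000167) and Ms4a4a with 3.08 (standard error 0.462, adjusted p = 0.000937), and Cxcl13, at least 14.6-fold lower (adjusted p = 0.0105). The adjusted p of Trem2, Cx3cr1 and Ms4a4a ranged from 4.05e-13 to 0.0739, 6.41e-18 to 0.0559 and 2.6e-08 to 0.158 over the alternatives and missed the threshold with only the compared groups in the fit. That of Cxcl13 was 0.0727 without siLuc-LNP mouse 1, 0.0688 without mouse 2 and 0.112 without mouse 3. Between 4MU and control, the gene past the threshold was Ppp1r10, with 1.68 (standard error 0.278, adjusted p = 0.0379), a range from 4.48e-10 to 0.353, and 0.198 without control mouse 1, 0.143 without mouse 2, 0.105 without mouse 3, 0.109 without 4MU mouse 1, 0.106 without mouse 2 and 0.0624 without mouse 3. Between siHAS2-LNP and siLuc-LNP in mice without fibrosis, Ppp1r10 changed by 1.67 (standard error 0.306, adjusted p = 0.0353), Colec12 by 1.48 (standard error 0.205, adjusted p = 0.00226) and Nceh1 by -1.25 (standard error 0.200, adjusted p = 0.0116). Ppp1r10 had an adjusted p there of 0.124 without siHAS2-LNP mouse 1, 0.0930 without mouse 2, 0.0705 without mouse 3, 0.110 without siLuc-LNP mouse 1, 0.113 without mouse 2 and 0.0797 without mouse 3. That of Nceh1 was 0.0591 without siHAS2-LNP mouse 1, 0.0757 without mouse 2, 0.0705 without mouse 3 and 0.0602 without siLuc-LNP mouse 3.

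Between siHAS2-LNP and siLuc-LNP in fibrotic mice, Tnc changed by -2.27 (standard error 0.549, adjusted p = 0.0433), Akr1c18 by -2.19 (standard error 0.428, adjusted p = 0.0258) and Apoc2 by 1.50 (standard error 0.338, adjusted p = 0.0349). All 3 missed the threshold with limma-voom and with only the compared or the fibrotic groups in the fit, with ranges from 1.22e-07 to 0.151 for Akr1c18, 0.00398 to 0.154 for Apoc2 and 3.94e-05 to 0.165 for Tnc, CCl4+siHAS2-LNP against CCl4+siLuc-LNP. When a mouse was left out, the value of Tnc was 0.0775 without CCl4 + siHAS2-LNP mouse 1, 0.0573 without mouse 2, 0.158 without mouse 3, 0.0975 without mouse 4, 0.166 without CCl4 + siLuc-LNP mouse 1 and 0.0848 without mouse 4. That of Akr1c18 was 0.140 without CCl4 + siHAS2-LNP mouse 3, 0.0630 without mouse 4 and 0.0905 without CCl4 + siLuc-LNP mouse 1, and that of Apoc2 0.192 without CCl4 + siHAS2-LNP mouse 3, 0.0737 without mouse 4, 0.111 without CCl4 + siLuc-LNP mouse 1, 0.0606 without mouse 2 and 0.0820 without mouse 4. The cholesterol biosynthesis set had a mean log2 fold change of -0.65 in this comparison (camera, adjusted p = 0.000246) and the chemokine set one of -0.51 (0.000731). With fry the chemokine set held and the cholesterol set did not. Neither set held with an estimated correlation. Between CCl4 and control mice, Cdh17 was at least 92.7-fold and Akr1c18 at least 74.2-fold higher (adjusted p = 1.44e-06 and 1.47e-08), Gpnmb changed by 7.62 (standard error 0.721, adjusted p = 2.22e-08) and Cd79a by -1.97 (standard error 0.539, adjusted p = 0.00667).

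Of the markers of cell types, Bst2, Clec4f, Spp1 and Ttr were taken from the paper. Past the threshold in CCl4 against control mice were 0 higher and 0 lower of 1 tested pDC markers, 1 higher and 1 lower of 5 tested Kupffer cell markers, 2 higher and 0 lower of 5 tested cholangiocyte markers, 0 higher and 4 lower of 5 tested hepatocyte markers, 5 higher and 0 lower of 7 tested stellate cell and fibroblast markers, 1 higher and 1 lower of 4 tested endothelial cell markers, 0 higher and 0 lower of 3 tested T and NK cell markers, 0 higher and 1 lower of 4 tested B cell markers and 2 higher and 0 lower of 4 tested monocyte and neutrophil markers. In 4MU against CCl4 mice they were 0 higher and 0 lower for pDC, 0 higher and 0 lower for Kupffer cell, 0 higher and 0 lower for cholangiocyte, 3 higher and 0 lower for hepatocyte, 0 higher and 0 lower for stellate cell and fibroblast, 0 higher and 0 lower for endothelial cell, 0 higher and 0 lower for T and NK cell, 0 higher and 0 lower for B cell and 0 higher and 1 lower for monocyte and neutrophil. In siHAS2-LNP against CCl4 mice they were 0 higher and 0 lower for pDC, 0 higher and 4 lower for Kupffer cell, 0 higher and 1 lower for cholangiocyte, 1 higher and 0 lower for hepatocyte, 0 higher and 3 lower for stellate cell and fibroblast, 0 higher and 1 lower for endothelial cell, 0 higher and 0 lower for T and NK cell, 0 higher and 0 lower for B cell and 0 higher and 0 lower for monocyte and neutrophil. Adjusted over the list alone, 0, 0 and 0 pDC markers, 3, 0 and 4 Kupffer cell markers, 2, 2 and 1 cholangiocyte markers, 4, 3 and 2 hepatocyte markers, 5, 1 and 4 stellate cell and fibroblast markers, 2, 1 and 1 endothelial cell markers, 1, 0 and 0 T and NK cell markers, 2, 0 and 0 B cell markers and 2, 1 and 0 monocyte and neutrophil markers passed in the 3 comparisons. Acta2, Col1a1 and Col3a1 are also among the fibrosis genes of the study.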
